# Hyperelastic, shape‐memorable, and ultra‐cell‐adhesive degradable polycaprolactone‐polyurethane copolymer for tissue regeneration

**DOI:** 10.1002/btm2.10332

**Published:** 2022-05-05

**Authors:** Suk‐Min Hong, Ji‐Young Yoon, Jae‐Ryung Cha, Junyong Ahn, Nandin Mandakhbayar, Jeong Hui Park, Junseop Im, Gangshi Jin, Moon‐Young Kim, Jonathan C. Knowles, Hae‐Hyoung Lee, Jung‐Hwan Lee, Hae‐Won Kim

**Keywords:** cell adhesion, hyperelasticity, polyurethane, shape memory, tissue regeneration

## Abstract

Novel polycaprolactone‐based polyurethane (PCL‐PU) copolymers with hyperelasticity, shape‐memory, and ultra‐cell‐adhesion properties are reported as clinically applicable tissue‐regenerative biomaterials. New isosorbide derivatives (propoxylated or ethoxylated ones) were developed to improve mechanical properties by enhanced reactivity in copolymer synthesis compared to the original isosorbide. Optimized PCL‐PU with propoxylated isosorbide exhibited notable mechanical performance (50 MPa tensile strength and 1150% elongation with hyperelasticity under cyclic load). The shape‐memory effect was also revealed in different forms (film, thread, and 3D scaffold) with 40%–80% recovery in tension or compression mode after plastic deformation. The ultra‐cell‐adhesive property was proven in various cell types which were reasoned to involve the heat shock protein‐mediated integrin (α5 and αV) activation, as analyzed by RNA sequencing and inhibition tests. After the tissue regenerative potential (muscle and bone) was confirmed by the myogenic and osteogenic responses in vitro*,* biodegradability, compatible in vivo tissue response, and healing capacity were investigated with in vivo shape‐memorable behavior. The currently exploited PCL‐PU, with its multifunctional (hyperelastic, shape‐memorable, ultra‐cell‐adhesive, and degradable) nature and biocompatibility, is considered a potential tissue‐regenerative biomaterial, especially for minimally invasive surgery that requires small incisions to approach large defects with excellent regeneration capacity.

## 1 INTRODUCTION

The growing demand for versatile, biocompatible synthetic polymers in biomedical engineering and medical devices has galvanized research beyond the biocompatibility and tissue‐regenerative ability of FDA‐approved synthetic polymers such as polycaprolactone (PCL), poly(methyl methacrylate) (PMMA), poly(lactic‐co‐glycolic acid) (PLGA), and polyurethanes (PU) and toward the design of more tailorable polymeric materials with enhanced biological and mechanical properties.^1^, ^2^, ^3^, ^4^, ^5^ PU‐based polymers have recently attracted substantial interest for use in various tissue‐regenerative processes, including muscle, cartilage, blood vessel and bone regeneration, because of their tunable properties, such as biodegradability, elasticity and resistance to flex fatigue.^6^, ^7^, ^8^, ^9^, ^10^ However, poor cell adhesiveness and the need for further bio‐friendly surface modification due to the innate absence of functional groups from their original structures remain obstacles to the use of PU‐based polymers as substrates for clinical tissue regeneration along with low biodegradability,^11^, ^12^, ^13^, ^14^, ^15^ while cell attachment is considered the essential first step to trigger proliferation, migration and differentiation, which are prerequisites for tissue regeneration.^16^, ^17^

Myriad strategies have been attempted to increase the cell adhesiveness of PU‐based polymers for use in clinical settings.^18^, ^19^, ^20^ The aromatic diisocyanates, which has an isocyanate (N=C=O) group directly attached to the aromatic ring, could improve the cell‐adhesive functionalities when used in synthesizing PU polymers and enhance mechanical properties,^21^, ^22^, ^23^, ^24^, ^25^, ^26^ but the utilization of these materials in clinical settings is limited due to the low degradation rate and to tumorigenesis induced by degradation or unreacted monomers.^27^, ^28^ Instead, aliphatic diisocyanates has been introduced as a component of PU polymers due to its superior biocompatibility without toxic degradation byproducts, but they had compromised mechanical properties with moderate cell adhesiveness.^29^, ^30^ Although there have been a lot of efforts to enhance biological and mechanical properties of aliphatic isocyanate‐based PU polymers by structural or component modifications, they are still suboptimal.^31^, ^32^

Shape‐memory biomaterials have also received attention as morphologically responsive materials with a variety of potential applications, particularly in biomedical devices for minimally invasive surgery and the delivery of therapeutics and cells for tissue engineering.^33^, ^34^, ^35^, ^36^, ^37^ Shape‐memory features have been associated mainly with metals and detected with synthetic polymer materials and some biological substrates.^38^, ^39^, ^40^, ^41^ To combine the merits of both elasticity and shape‐memory properties, shape‐memorable PUs has been developed, but the mechanical strength, shape‐memory behavior, and cell‐adhesive properties are unsatisfactory for clinical utilization.^37^, ^42^ To solve the above issues, PCL diol‐1,6‐hexamethylene diisocyanate (HDI)‐based PU polymers, as an aliphatic isocyanate‐based PUs, were developed for biocompatible shape‐memory PUs and isosorbide was added as reinforcement for enhanced mechanical properties, but the cell‐adhesive property was still subprime.^22^, ^25^, ^43^ In particular, even though PCL and isosorbide‐based PUs with shape‐memorable, degradable, and elastic properties have been reported, those were still lack of mechanical and biological evaluations from in vitro and in vivo studies for being utilized in tissue regeneration, leading to the investigation of new PCL‐PU copolymer for biomedical application.

The isosorbide is known as chiral and rigid molecules, and the innocuous nature ensures its use as an biocompatible alternative to petroleum‐based polymer, opening up the possibility of utilization for medical devices.^44^ But bare isosorbide had the low reactivity of the secondary hydroxyl groups, limiting participation in the copolymer synthesis.^45^, ^46^ To tackle above issues, various isosorbide derivatives with enhanced reactivity have been developed, but those were still suboptimal in the aspect of mechanical properties as well as cellular‐functionality for tissue regeneration.^47^, ^48^ Here, two newly synthesized isosorbide derivatives (propoxylated or ethoxylated isosorbide) with the enhanced reactivity were introduced for fabricating polyurethanes polymer over bare isosorbide. By increasing the reactivity and participation in the polymer structure, they had enhanced elastic properties as well as a stable shape transition temperature (*T*_m_) around body temperature. Interestingly, specific isosorbide‐derivative (propoxylated isosorbide)‐incorporated PCL‐PU (renamed as ISB‐P) was shown to have significantly enhanced cell‐adhesive properties for various cell types, including mesenchymal stem cell, compared with that of other shape‐memory PUs and even that of FDA‐approved PCL. A novel stem cell‐adhesive mechanism was elucidated with RNA sequence analysis, siRNA study and functional inhibitor study, revealing adhesion by heat shock protein‐mediated integrin α5 and αV. Comparison of the in vitro tissue (muscle and bone) regenerative potential with that of PCL after matching initial cell‐adhesive properties presented similar muscle maturation and bone differentiation. In vivo studies revealed biocompatibility, absence of major organ toxicity, tissue(bone)‐regenerative efficacy as well as shape‐memory properties in sinus and femur of live rabbit. Thus, the current isosorbide‐derivative PCL‐PU (ISB‐P) is considered a promising platform for tissue regeneration, especially for tissue defects with small openings connected to large defects, and is envisaged to extend to other biomedical applications that require repair and regeneration with volumetric self‐adjustment.

## 2 RESULTS AND DISCUSSION

### 2.1 Synthesis of versatile, hyperelastic, shape‐memorable PCL‐PU biomaterials

PCL diol‐HDI‐based PUs were synthesized by one‐shot catalyst‐free bulk polymerization and named ISB‐2′ (from original isosorbide), ISB‐P (from propoxylated isosorbide) and ISB‐E (from ethoxylated isosorbide), depending on their isosorbide derivatives (Table S1 and Figure S1). Isosorbide‐free PCL‐PU was also fabricated as synthesis control, consisting of PCL and HDI with the ratio of 1:1 without isosorbide. PCL diol and HDI were selected to achieve various basic tissue‐regenerative characteristics, such as biocompatibility, biodegradability (from PCL), and elasticity (from PU functional groups induced by HDI and alcohol of PCL or isosorbide derivative), after step‐growth polymerization. Aromatic diisocyanates was originally used to synthesize PUs, but their degradation products (e.g., 2,4‐diaminotoluene and 4,4′‐methylenedianiline) and unreacted isocyanates (e.g., toluene diisocyanate or methylene diphenyl diisocyanate) were potentially tumorigenic, limiting their application as implanted biomaterials.^49^, ^50^, ^51^, ^52^ To date, aliphatic diisocyanates, having less toxic or tumorigenic potential than aromatic diisocyanates, was synthesized into PU from PCL diol‐HDI but induced a decrease in mechanical stability. Therefore, isosorbide or its derivative was added to compensate for the reduced mechanical properties of PU.^21^, ^22^, ^23^, ^24^, ^25^, ^26^ Here, newly synthesized isosorbide derivatives (ethoxylated isosorbide and propoxylated isosorbide) were introduced as additive components and compared with bare isosorbide to test whether PU synthesized based on each isosorbide with PCL diol‐HDI had hyperelasticity, stable shape‐memory properties near body temperature as well as enhanced biological properties. By increasing the reactivity and participation of newly synthesized isosorbide derivatives in polymer structures, a bicyclic isosorbide structure was designed to increase the mechanical properties and decrease the shape transition temperature (*T*_m_) near 37.5°C ± 0.5 by reducing the free volume in the polymer structure.

^1^H NMR and FTIR results confirmed the as‐designed chemical structures (Figure S2). In ^1^H NMR spectra, the peak at 3.15 ppm corresponds to the amine proton (purple) of the urethane N—H moiety, and the bicyclic methylene proton (blue) at 5.18–4.21 ppm. The alkyl chain (orange) peak at 3.63–3.41 ppm. The propylene group (red) of ISB‐P peak at 1.13 and 1.24. The alkylene protons (green) of PCL diol appeared at 4.09, 3.89, 2.34, 1.62, 1.38, and 0.99 ppm, and peaks corresponding to the methylene protons (yellow) of HDI appeared at 1.48 and 1.29 ppm. FTIR results showed urethane bonds [(‐NH‐COO‐) at 3435–3282 (N‐H stretching), 1724 (C=O stretching), and 1527 (N‐H bending and C‐N stretching) cm^−1^ from FTIR] without unreacted isocyanate in HDI (2270 cm^−1^) in the PCL‐PU polymers (Figure S2), and gel permeation chromatography revealed an increase in the average molecular weight (*M*_w_) from the new isosorbide derivatives [ISB‐P (139,744) and ISB‐E (123,786)] compared to the original isosorbide [ISB‐2′ (103,336)] and isosorbide‐free [ISB‐free (89,534)]^45^ due to the higher primary alcohol reactivity of isosorbide derivatives for polymerization (Table S2). In addition, this difference in molecular weight among groups has the potential to affect the physicochemical properties, especially the mechanical performances.^53^, ^54^, ^55^ Polydispersity index was ~2 in ISB‐2′ because secondary alcohol in isosorbide is less reactive for PCL‐PU polymerization than primary alcohol and 2‐propanol in ISB‐E and ISB‐P, respectively.^56^

Next, the mechanical properties of PCL‐PU were investigated in tensile mode with a rectangular film (50 × 5 × 0.2 mm), and a stress–strain curve was plotted to visualize the hyperelasticity, as approximately determined by (maximum stress) × (strain at break) values (Figure 1a,b). The new PCL‐PU (ISB‐P and ISB‐E) had higher maximum tensile stress than bare isosorbide‐based PCL‐PU (ISB‐2′), with similar or even higher values than that of PCL and isosorbide‐free PCL‐PU (Figures 1a and S3); specifically, ISB‐P might had hyperelastic properties with 50 MPa maximum stress and ~1100% of strain at break, depicted in the stress–strain curve among values from other PU materials,^21^, ^23^, ^24^, ^25^, ^32^, ^57^, ^58^, ^59^, ^60^ while isosorbide‐free PCL‐PU had poor elasticity. In addition, the maximum stress and strain could be controlled by the ratio between the PCL diol and HDI of ISB‐P with an inverse correlation (Figure 1b).^25^ Due to the similar mechanical property, commercially available high‐molecular weight PCL (*M*_w_ = 224,120), not isosorbide‐free PCL‐PU, was chosen as counterpart of degradable PLC‐PU copolymer for further translational experiments, which have been utilized in various clinical applications including bone regeneration.

**FIGURE 1:**
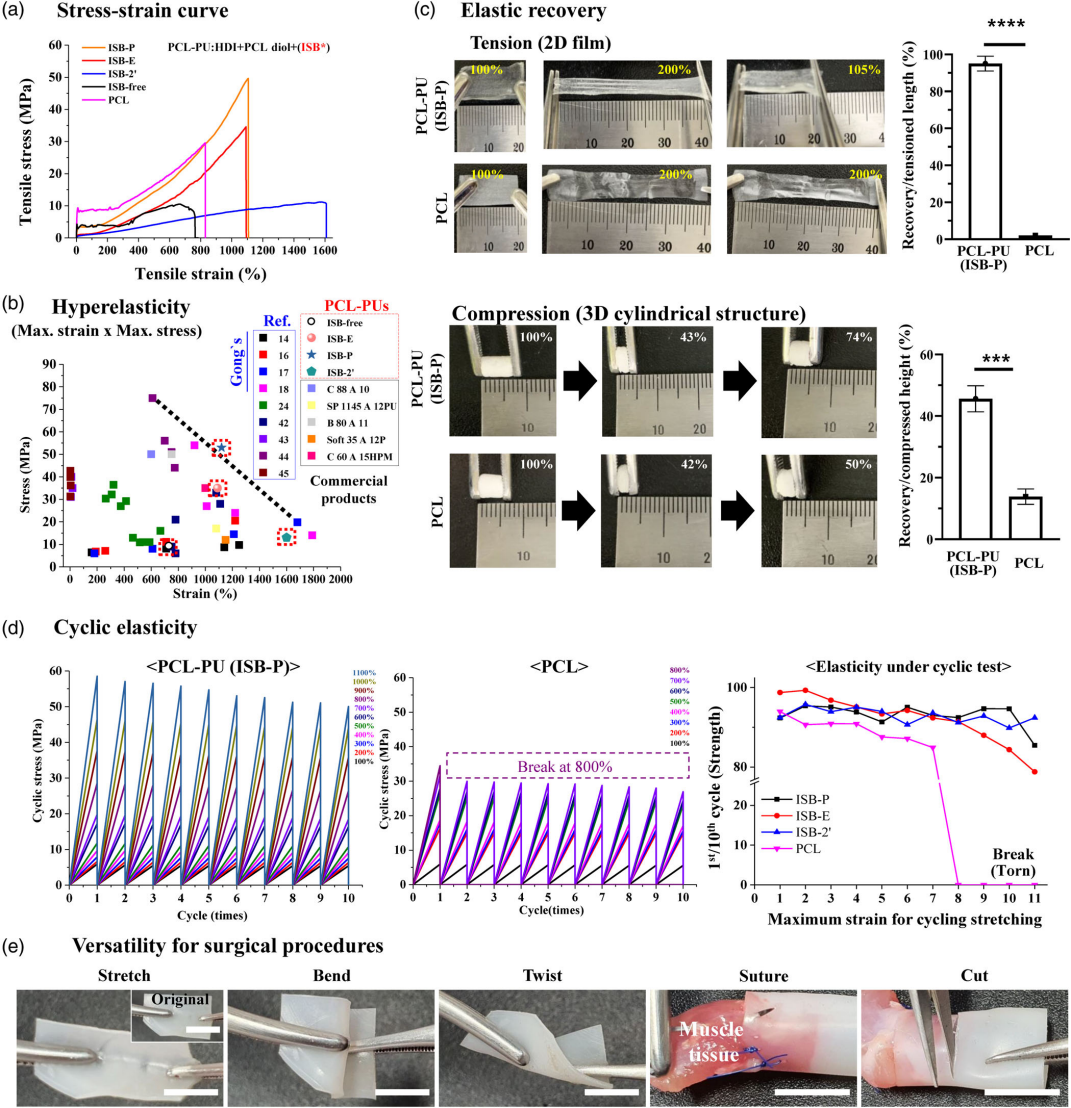
Hyperelastic and surgically compatible PCL‐PU biomaterials. (a) Stress–strain curve in tension from PCL‐PU and PCL. Depending on the isosorbide derivatives in synthesizing PCL‐PU, subtype of PCL‐PU was named as ISB‐P, ISB‐E, ISB‐2′ and ISB‐free. (b) Various elasticity plots of references 21, 23, 24, 25, 32, 57, 58, 59, 60, commercially available PU and PCL‐PU synthesized, displaying hyperelastic properties, as approximately determined by (maximum stress) × (strain at break) values, of ISB‐P with 50 MPa maximum stress and ~1100% of strain at break. Black dot line indicated controllable characteristics of ISB‐P by the ratio of each component of ISB‐P. Black dot rectangle (experimental value tested), black line rectangle (the value of commercial product given by company), others (according to the ref. including ours [Gong's]). ISB‐free was excluded for further experiment due to poor elasticity. (c) Bulk elastic recovery test using tension and compression was performed on film and 3D scaffold, respectively, revealing enhanced elasticity in PCL‐PU (ISB‐P) than PCL (*n* = 3, ***p < 0.001, ****p < 0.0001 by *t* test). (d) Dynamic mechanical behavior under cyclic tensile loading conditions (10 cycles, 100%–1100% strain, 10 mm/min), displaying maintenance of hyperelasticity of ISB‐P (80%–95% of initial strength) during 10 times cyclic tension against up to maximum tensile strain (~1100%). In contrast, PCL was torn at 2nd cycle tensile with 800% strain. Referring to Figure S4 for dynamic mechanical behavior of other PCL‐PUs (ISB‐E and ISB‐2). (e) Versatility of PCL‐PU (ISB‐P) in surgical procedures. The material could be stretched, sutured, bent, twisted, and cut. Scale bar is 10 mm. After suturing to muscle tissue, a stable suture interface between ISB‐P and the tissue was observed in Video S1.

To prove super‐elasticity, bulk elastic recovery under tensional force was first determined using ISB‐P as representative (versus PCL) due to its highest maximum tensile strength × strain. A 2D film‐formed PCL‐PU (ISB‐P, 20 × 10 × 0.2 mm) was subjected to 200% tensile strain, and upon release, the length immediately recovered to the original value (105%, ~95% recovery), while that of PCL did not recover. Elastic recovery under compressive stress was also detected using a 3D‐formed cylindrical structure, revealing up to 50% recovery, while PCL showed only up to 20% recovery (Figure 1c). Next, we examined the mechanical behaviors of the PCL‐PU under dynamic stress conditions. The sample was stretched up to 10 cycles with different strain (100%–1100%), respectively. The results demonstrate that the all PCL‐PU tested (including ISB‐P) are highly resilient and flexible enough to maintain 80%–95% of initial (1st) strength against up to maximum tensile strain (100%–1100%) even after 10 times cyclic tensile load (10th) while PCL was torn at 2nd cycle tensile with 800% strain (Figure 1d and S4), supporting the potential applications of PCL‐PU as implantable biomaterials with surgical compatibility against repeated adaptation and the long‐term clinical stability under dynamic force conditions. An example of the surgical compatibility of PCL‐PU (ISB‐P) is illustrated in Figure 1e, revealing elastically stretchable, bendable, twistable without visible deformation and surgical compatibility in terms of cutting and suturing (Video S1).

Next, shape‐memory characteristics of PCL‐PU were determined by differential scanning calorimetry (DSC). *T*_m_ values, where memory‐based shape‐changes theoretically occur in polymer, was initially determined near body temperature (37.1–38.3°C) for the newly synthesized isosorbides (ISB‐P and ISB‐E) slightly higher than that of bare isosorbide (36.9°C, ISB‐2′) (Figure S5A). When bulk shape memory property under tension was manually performed on film to confirm shape‐memory characteristics briefly, the most recovery property (~82%) was detected in ISB‐P than others (30%–70%), which was selected for further shape‐memory analyses (Figure S5B). Thermodynamic mechanical analysis similarly showed ~78% recovery of the original shape from the temporarily deformed (10%) PCL‐PU specimen (ISB‐P as representative) at 40°C in four independent temperature cycles (40°C ↔ 0°C) (Figure S6), a typical characteristic of shape memory polymer near body temperature, which is comparable to values obtained from other PU‐based shape memory polymers working at 40 or 60°C (32%–95% for shape‐recovery and 40%–95% for shape‐fixity).^22^, ^61^, ^62^, ^63^ These 78% recovery (blue arrow) under tension stress was obtained from combinatory effects of solely shape‐memory, thermal condensation at cooling stage (40 → 0°C) and innate elasticity at unloading status (0.4 → 0 MPa) at low temperature (0°C) during thermodynamic mechanical analysis, indicating the possibility of less shape memory effects in other environments.^64^ To reveal the shape‐memory effect in various forms from different directional forces, three different forms and sizes were fabricated: English capital letters (ITREN) from film membranes (0.2 mm thickness), thin threads (2 × 100 mm), and salt‐leached 3D scaffolds (40 mm h × 5 mm d). After the shape consisting of English letters was memorized at 37.5 ± 0.5°C, the English letters were randomly deformed at room temperature (RT, 20 ± 0.4°C) for 24 h. When the temperature was increased again to 37.5 ± 0.5°C, the original shape of the English letters was recovered from plastically deformed status (Figure 2b). Similarly, when thin thread at RT was stretched up to 200% for 24 h at 37.5 ± 0.5°C, the thread recovered almost to its original length (118%, ~82% recovery) (Figure 2c). When the prestretched (~200%) thread at RT was inserted into pig skin to mimic skin wound suturing and the temperature was increased, the thread tightened to close the wound gap (Video S2). Finally, when the cylindrical 3D scaffold was compressed from the original length down to 39% (−61%) at RT for 24 h to allow plastic deformation and the temperature was increased, the length partially recovered to 81% (~70% of compressed deformation, Figure 2d). However, PCL did not show any shape‐memory property in the all conditions above. Unfortunately, the processability of ISB‐P by 3D printing was limited due to its thermoset property, similar to other PU polymers, and 3D printable, PU based shape‐memory polymer remain elusive. Combined together, regardless of the shape (film, thread, 3D scaffold) and stress direction (random, tension, and compression), shape‐memory characteristics were successfully detected in PCL‐PU (ISB‐P).

**FIGURE 2:**
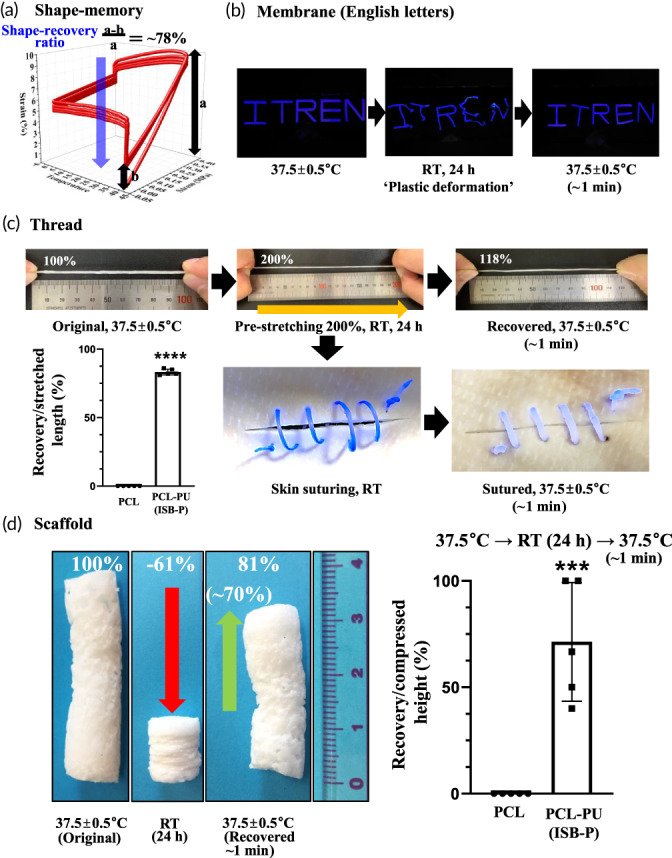
Shape‐memory properties of PCL‐PU with various forms and force directions. (a) Stress–strain response of PCL‐PU (ISB‐P) across a range of temperatures. A total of 4 cycles (40°C ↔ 0°C, 10%) were performed and measured by thermodynamic mechanical analysis, showing ~78% recovery of the original strain from the temporarily deformed (10%) PCL‐PU specimen (ISB‐P) at 40°C, a typical characteristic of shape memory near body temperature. Blue arrow indicating recovery of strain as shape‐memory property. (b) Shape memory of the letters cut from the membrane form: English letters (ITREN) were randomly deformed at room temperature (RT) for 24 h to allow plastic deformation, and shape recovery was detected at 37.5°C. (c) Shape memory of the thread form; thin thread (2 × 100 mm) was stretched at RT up to 200% for 24 h and recovered to its original length (118%, ~82% recovery) at 37.5 ± 0.5°C. Loose suturing using prestretched (~200%) thin thread at RT became tight at 37.5°C (*n* = 5, Video S2). (d) Three‐dimensional scaffolds (40 mm h × 5 mm d) recovered by ~70% at 37.5°C after compression to 39% of the original length (−61%) at RT for 24 h. PCL was used as a negative control without shape‐memory behavior (*n* = 5). ***p < 0.001 and ****p < 0.0001 by *t* test.

### 2.2 Ultra‐cell‐adhesive PCL‐PU biomaterial via Hspa1‐mediated alpha 5 integrin

PCL‐based polymers are well known for having proper cell‐adhesive properties without toxicity compared to other synthetic polymers.^1^, ^65^ As designed with the help of PCL component, PCL‐PUs were assumed to have higher cell‐adhesive properties with great cytocompatibility than other PU based polymers. Thus, the surface characteristics and cell adhesiveness of newly synthesized PCL‐PUs were investigated and compared with those of PCL as a positive control. First, basic surface characteristics related to cell adhesiveness were investigated. SEM and surface roughness analysis were performed, and similar morphology was detected with minimal change of surface roughness for the three types of PCL‐PUs and PCL (Ra = 0.21–0.26 μm) (Figures 3a and S7A). When the water contact angle, one of the basic parameters determining cell adhesiveness by hydrophilicity, was measured, the PCL‐PUs had a lower water contact angle (61°–65°) than PCL (76°–78°), partially supported by prominent hydrophilic chemical bonding fraction (~25%, C‐O and C=O) in PCL‐PUs than PCL (~15%) by XPS^66^ (Figures 3b,c and S7B,C). In summary, PCL‐PUs were found to be more hydrophilic than PCL possibly due to polar chemical‐bonding on surface with comparable roughness, which might have chance to promote cell adhesion than PCL.

**FIGURE 3:**
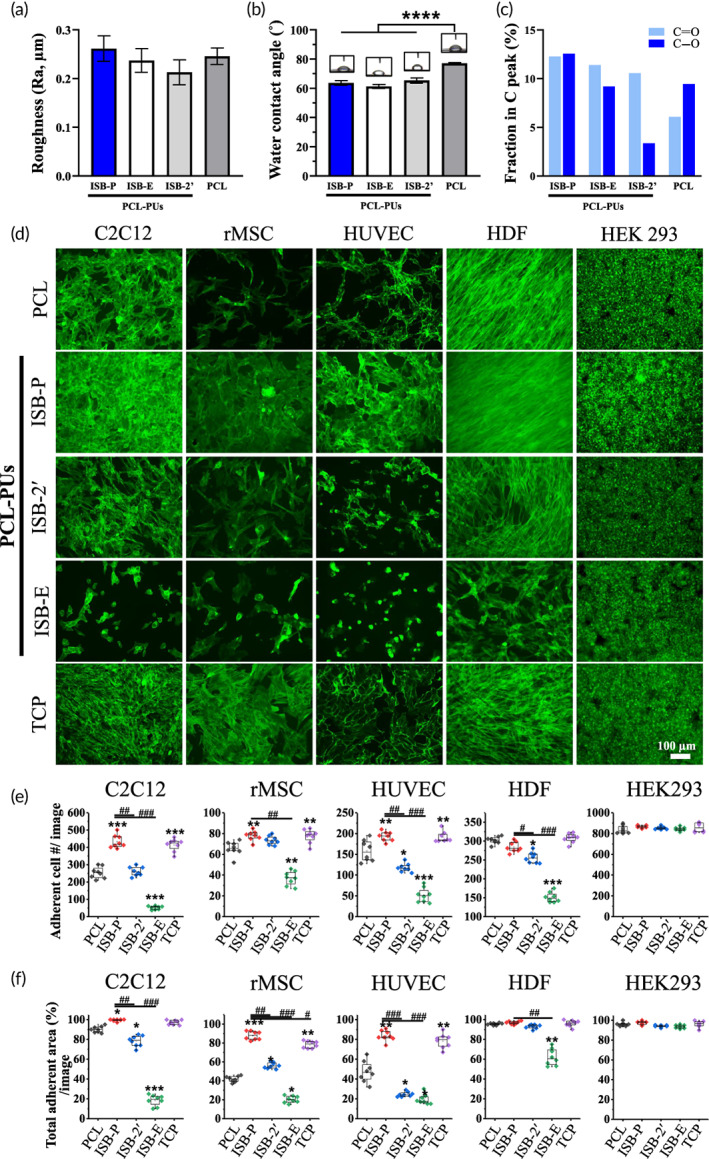
Ultra‐cell‐adhesive property of PCL‐PU (ISB‐P) compared to PCL. (a)–(c) Surface characteristics related to cell adhesion in PCL‐PUs and PCL; (a) roughness (*n* = 3), (b) hydrophilicity by water contact angles (*n* = 4), and (c) polar chemical bonding (C‐O and C=O) fraction in C1s by XPS. PCL‐PUs have lower water contact angle with more polar chemical bonding component than PCL. (d)–(f) Various types of cells were tested to evaluate the cell‐adhesiveness of the as‐cast polymers. C2C12, rMSCs, HUVECs, HDFs, and HEK‐293 cells were selected to represent myoblast cells, mesenchymal stem cells, endothelial cells, fibroblasts, and transfected cells, respectively. ISB‐P generally revealed enhanced adherent cell numbers and total adherent area per image at 24 h after seeding (*n* = 8, normalized by PCL). *p < 0.05, **p < 0.05, ***p < 0.001 and ****p < 0.0001 compared to PCL, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 compared to ISB‐P, one‐way ANOVA with Dunnett's test. Ultra‐cell‐adhesive properties of ISB‐P compared to that of other PUs in other literatures were additionally depicted in Figure S8.

Next, the in vitro cell‐adhesive properties of three different PCL‐PUs were investigated in various cell types with TCP and PCL as comparison groups. C2C12, rat mesenchymal stem cells (rMSCs), HUVECs, human dermal fibroblasts (HDFs), and HEK‐293 cells were used as representatives of myoblast cells, MSCs, endothelial cells (blood vessel‐forming cells), fibroblasts and human embryonic kidney cells, which are widely used for plasmid transfection (Figure 3d). Intriguingly, compared of the results in PCL, a significant increase in adherent cell numbers and area at 24 h was observed for all types of cells except HEK‐293 in ISB‐P, similar to tissue culture plate (TCP), while ISB‐E and ISB‐2′ had similar or lower cell adhesiveness (Figure 3d–f). After combining cell adhesion results from other PU‐based materials, which have been reported in literatures in relation to TCP controls, including our previous studies (Figure S8), ISB‐P was highlighted as an ultra‐cell‐adhesive material among PCL‐PUs tested.^21^, ^22^, ^24^, ^25^, ^67^, ^68^ Given its mechanophysical and cell‐adhesive properties, ISB‐P was selected for future in vitro experiments on cell‐adhesive mechanisms and differentiation, along with in vivo studies. In addition, in keeping with the idea that HEK‐293 is known to have relatively low integrin expression than other cell lines^69^, ^70^ and no difference was detected in adhesion among groups only from HEK 293, the key role of integrin is assumed for cells to attach on ISB‐P.

To further explore why ISB‐P has a greater cell‐adhesive effect even than PCL in the biological perspective, RNA‐seq analysis was performed to screen global gene expression. rMSCs were chosen because they are representative biomaterial‐adhesive cells that regenerate tissue. rMSCs were seeded on specimens (ISB‐P, PCL, and TCP), and the differences in the transcriptomes among different specimens were assessed at 4 h after seeding by RNA‐seq analysis (*n* = 3, total 17,147 genes). 

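ISB-P is the polyurethane copolymer made from propoxylated isosorbide, PCL the polycaprolactone film it was compared with and TCP the uncoated culture plastic. Each film was 16 mm in diameter and received 20000 rMSCs, mesenchymal stem cells from rat. Polyadenylated RNA collected 4 h later was made into strand-specific libraries and read as paired ends. Values of 7 libraries were analysed here, 3 from ISB-P, 3 from PCL and 1 from TCP, so that TCP has a single library where the paper gives n = 3. The authors deposited a normalized value for each of 17147 gene symbols in every library. The methods name the ExDEGA software for the analysis of the raw data, and neither the text nor the sample labels name the unit of the values, the aligner or the genome build. The values are not whole numbers, the smallest value above 0 differs from gene to gene, and the sums differ between libraries, so they were read as FPKM, fragments scaled for transcript length and for the total number of fragments. They summed to 539393 in the TCP library, to 542921, 559058 and 597954 in PCL replicates 1, 2 and 3, and to 592929, 590628 and 660124 in the same replicates of ISB-P. These sums are not read depths. The number of reads in each library is unknown, and no counting error or smallest detectable value is given. Between 4537 and 5105 genes were listed at 0 in a library.
The values were used as deposited. The 9467 genes with at least 1 FPKM in at least 3 of the 6 film libraries were compared between ISB-P and PCL with limma's moderated test with a mean-variance trend on log2(FPKM + 1), two-sided, and p-values were adjusted over these genes by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low values. Levels set against the TCP library have no replicate check. The scaling between libraries, the pseudocount of 1 and the filter on low values could each change the numbers, and each was varied.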

Distance‐based clustering of three groups of RNA‐seq data showed that ISB‐P was distant from PCL and TCP, which were close together (Figures 4a and S9). 

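Over all tested genes, the Euclidean distance on log2(FPKM + 1) between an ISB-P and a PCL library was 44.1 on average and ranged from 31.4 to 72.7. The TCP library was 64.6 from the PCL libraries on average (57.4 to 72.1) and 75.0 from the ISB-P libraries (63.2 to 91.7). Libraries of the same film were 35.5 apart on average for PCL and 44.9 for ISB-P, all of these being pairs with different replicate numbers. ISB-P and PCL libraries with the same replicate number were 34.0 apart, against 49.1 for those with different numbers. In a principal component analysis of the 6 film libraries, the first component held 63.8% of the variance and ordered the libraries of each film by replicate number, and the next held 22.8% and separated the films.
Over the 62 genes of the paper's list in Figure S10, which were selected for their difference between ISB-P and PCL, the mean distance was 15.3 between ISB-P and PCL (14.0 to 17.3), 13.3 between TCP and PCL (12.8 to 13.8) and 18.8 between TCP and ISB-P. Replicates of PCL and of ISB-P were 6.91 and 6.27 apart over these genes. Average-linkage clustering of the group means joined PCL with TCP first over the 62 genes and PCL with ISB-P first over all tested genes. The heat maps that the paper cites for its clustering are captioned as 62 genes. The ratio of the ISB-P to PCL distance over the TCP to PCL distance was 0.682 over all tested genes, and of the alternatives tried the 62 genes moved it most, to 1.15. With 1 TCP library these distances cannot be tested.

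**Figure D1:**
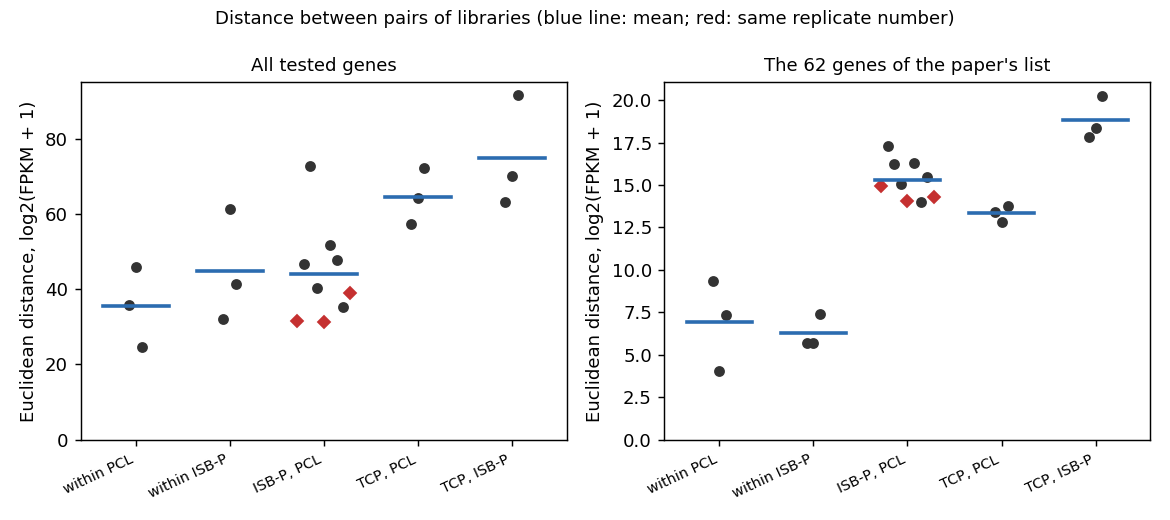
Euclidean distance on log2(FPKM + 1) for each pair of libraries (points), with the mean of each kind of pair as a blue line and ISB-P and PCL libraries of the same replicate number as red diamonds. Over all tested genes (left) the TCP library lies 64.6 from PCL on average and ISB-P 44.1, and over the 62 genes of the paper's list (right) these means are 13.3 and 15.3.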

ISB‐P altered the transcription level of 62 genes with 2‐fold increases (54 genes) or 2‐fold decreases (8 genes) with respect to PCL (Figure 4b), indicating that the effect of ISB‐P was relatively limited to specific transcripts. 

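With the thresholds the paper gives, a fold change over 2, an unadjusted p under 0.1 and a mean of at least 16 FPKM on either film in place of its normalized value, 58 genes were higher and 7 lower on ISB-P than on PCL. Of these, 45 higher and 5 lower genes are among the 62 genes of the paper's list. After adjustment over the tested genes, 104 genes were higher and 59 lower on ISB-P with an adjusted p under 0.05 in limma, whatever their fold change, and 1145 genes had an unadjusted p under 0.05.
The replicate numbers of the films pair the libraries: the deviations of libraries 1, 2 and 3 from their film's mean correlated across genes between the films at r = 0.887, 0.431 and 0.867 for the same number, and at -0.356 on average for different numbers. Deviations from a film's mean sum to 0, so a positive correlation for the same numbers makes the average for different numbers negative. Genes are not independent replicates. With the replicate number as a block in the fit, 60 genes were higher and 9 lower past the paper's thresholds, and 1228 higher and 1079 lower had an adjusted p under 0.05. All 163 genes called without the block were among them, and 1854 of the 2307 changed by less than 1.5-fold and 107 by more than 2-fold. The block moved the number of calls most among the alternatives tried. Scaling the values to a common total gave 44 higher and 14 lower genes past the paper's thresholds. Without any block, 98.8% of the tested genes lay within 2-fold between the films, and the mean log2 values of ISB-P and PCL correlated across genes at r = 0.987.
Apart from heat shock genes, the largest increases among genes with an adjusted p under 0.05, a mean of at least 16 FPKM on either film and no overlap between the films were those of Gzmb (granzyme B), at 34.1 ± 11.7 FPKM (SD, n = 3) on ISB-P and 2.44 ± 0.624 (SD, n = 3) on PCL (log2 fold change 3.31, standard error 0.26, adjusted p = 0.00361), and Klf2, at 41.1 ± 21.0 and 5.59 ± 1.34 (log2 fold change 2.54, standard error 0.43, adjusted p = 0.0445). By the same limits Aldh3a1 had the largest decrease, from 111 ± 3.39 FPKM on PCL to 28.3 ± 0.511 on ISB-P (log2 fold change -1.94, standard error 0.11, adjusted p = 0.00131). Lbh, Mgp, Cyp1b1 and Gmpr followed, the first 3 with log2 fold changes of -1.28, -1.27 and -1.19. Pank1, also without overlap, had a log2 fold change of -1.22 but an adjusted p of 0.0902 in limma, or 3.37e-05 with the replicate block. With each replicate left out in turn, the adjusted p of Gzmb ranged from 0.00299 to 0.0487 and that of Klf2 from 0.00299 to 0.253. On the single TCP library Klf2 was 67.6 FPKM, above its means on both films, and Gzmb was 1.34 FPKM, under both. From the number of genes past its thresholds, the paper reasons that ISB-P affected a limited set of specific transcripts.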

ISB‐P/TCP shared ~65% genes with upregulated (38) and downregulated (2) expression with ISB‐P/PCL (Figure S7), indicating that rMSCs at 4 h adhesion on ISB‐P showed unique transcription compared to PCL and TCP (Figure S10). 

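The mean of the 3 ISB-P libraries was over 2-fold higher than the TCP library for 581 genes and over 2-fold lower for 206. Here 1 FPKM was added to each value and at least 16 FPKM on either surface was required. After quantile normalization the numbers were 406 and 310, so the size of the excess of higher genes depended on the scaling. They were 840 and 294 without ISB-P replicate 1, and 359 and 159 without ISB-P replicate 3. Of the 65 genes past the paper's thresholds between ISB-P and PCL, 42 were also higher and 2 also lower on ISB-P than on TCP, which is 67.7%. The single TCP library allows no test of these differences. Set against TCP on its own, each ISB-P library shared 38, 44 and 45 genes for replicates 1, 2 and 3. The share was lowest with ISB-P replicate 1 alone, at 58.5%, and highest with that replicate left out, at 74.8%. With the replicate number as a block, 45 of 69 genes were shared, in libraries whose first principal component, with 63.8% of the variance, follows the replicate number.
Txnip went the opposite way: it was 79.6 ± 10.7 FPKM (SD, n = 3) on ISB-P, above its 22.7 ± 3.55 (SD, n = 3) on PCL, and 170.3 on TCP. Among the 58 genes higher on ISB-P than on PCL, the TCP value lay between the means of PCL and ISB-P for 13 and above the ISB-P mean for 6. For 9 of the 58, PCL was at least 2-fold under TCP. Rhob, for example, was 224 FPKM on TCP, 42.4 ± 4.69 on PCL and 130.4 ± 33.0 on ISB-P. Among the shared genes, Akr1b8 was at 50.6 FPKM on TCP, 1239.9 ± 75.0 on PCL and 2732 ± 147 on ISB-P.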

In DAVID analysis of these 62 genes, the one of most enriched Gene Ontology terms, indicating the power of input gene involvement in a specific category after normalization to overall gene expression, was “Chaperone‐mediated protein transport involved in chaperone‐mediated autophagy,” indicating the possible involvement of chaperone‐mediated genes in ISB‐P's cell‐adhesiveness (Figure S11). 

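Gene Ontology annotation was not used here. Chaperone genes were instead taken by symbol, as members of the heat shock protein, Dnaj, Cct, Bag and related families. Of the 5000 tested genes with a mean of at least 16 FPKM on either film, 56 are such genes. They made up 11 of the 58 genes higher on ISB-P past the paper's thresholds, against 0.650 by chance (Fisher's exact test, one-sided, p = 1.89e-11), and 0 of the 7 lower genes. Fisher's test treats genes as independent, which genes of a shared response are not. The chaperone genes outside the 62, 65 tested genes, had a mean log2 fold change of 0.21, and 52 of them were higher on ISB-P. Tested with camera, limma's competitive gene set test, with an inter-gene correlation of 0.01, their adjusted p over 15 gene sets was 4.01e-04, and 1.11e-04 with the replicate number as a block, where deviations of same-numbered libraries correlated at 0.729 on average. With the inter-gene correlation estimated from the 6 libraries, not combined with the block, the adjusted p was 0.458, the alternative that raised it most. Over all alternatives it ranged from 1.86e-10, with the 62 genes left in, to that value.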

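Among tested genes with at least 16 FPKM on either film, the heat shock and chaperone families were counted by symbol. Of 9 Hspa and Hsph genes, 4 passed the thresholds of the 62 genes as higher on ISB-P (Hspa8, Hsph1 and the neighbouring paralogs Hspa1a and Hspa1b, whose reads may have been shared), and the median log2 fold change of the family was 0.72. Hsp90aa1 passed among 3 Hsp90 genes (median 0.93), Hspb1 among 5 small heat shock genes (median 0.85), Dnaja1 and Dnajb1 among 23 Dnaj genes (median 0.13) and Bag3 among 5 Bag genes (median 0.22). Of the mitochondrial chaperonins Hspd1 and Hspe1, named after their values were seen, Hspd1 passed. None of the 7 Cct genes, which encode the cytosolic chaperonin, passed. All 7 were higher on ISB-P, with a median of 0.32. None of these families held a gene past the thresholds as lower. Each median stayed above 0 under upper quartile scaling, quantile normalization and scaling to a common total, the last of which brought the Dnaj median to 0.02. Genes of stem cell proliferation were not analysed here.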

A graphic chart of the gene hits in certain categories revealed the top four categories in terms of a high percentage of genes with upregulated expression without any downregulated expression, to be chaperone‐mediated protein folding, protein folding, heat shock protein, and stem cell proliferation (Figure 4c). 

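Chordc1, Cryab, Dnaja1, Dnajb1, Hsp90aa1, Hsp90ab1, Hspa8, Hspa1a, Hspa1b, Hspb1 and Hsph1 were all higher on ISB-P than on PCL in the mean of 3 libraries. Their log2 fold changes ranged from 0.93 for Hsp90ab1 to 5.69 for Hspa1b. Of these 11 genes, 9 had an adjusted p under 0.05 over all tested genes. Dnajb1 varied least between replicates, at 134 ± 6.12 FPKM (SD, n = 3) on ISB-P and 36.0 ± 1.77 (SD, n = 3) on PCL (log2 fold change 1.86, standard error 0.12, adjusted p = 0.00150). Hspa8 was the most abundant, at 3539 ± 553 and 1335 ± 144 FPKM (log2 fold change 1.40, standard error 0.15, adjusted p = 0.00831). Hspb1 was 595 ± 169 FPKM on ISB-P and 182 ± 32.4 on PCL (log2 fold change 1.68, standard error 0.24, adjusted p = 0.0267). Cryab and Hsp90ab1 changed by less than 2-fold on the log2(FPKM + 1) scale and did not pass the paper's thresholds, with log2 fold changes of 0.96 (adjusted p = 0.0450) and 0.93 (adjusted p = 0.0405) in limma. Without a pseudocount, the ratio of the means of Cryab was 2.04.
Hsp90aa1 (adjusted p = 0.0922) and Chordc1 (log2 fold change 1.37, adjusted p = 0.347) did not reach an adjusted p under 0.05 in limma. Chordc1 was 74.0 FPKM in PCL replicate 3, above its 70.8 in ISB-P replicate 1. The other 10 genes were higher in every ISB-P library than in every PCL library, where 10% of genes would separate the films in either direction by chance. The two-sided exact permutation test on the 3 libraries of each film gave p = 0.1 for each of these 10 genes, the smallest p that 3 against 3 allow, and p = 0.2 for Chordc1. Adjusted over the 11 genes alone, all 11 had an adjusted p under 0.05, which shows no stability because the list is the paper's own calls on these data. With the replicate number as a block all 11 passed over all tested genes, where the change from replicate 1 to replicate 3 correlated across genes between the films at r = 0.901. With each replicate left out in turn, from 3 to 8 of the 11 genes had an adjusted p under 0.05.
On the single TCP library, 4 of the 11 genes were higher than the PCL mean, and ISB-P was over 2-fold above TCP for 9. Hspa1a and Hspa1b are close paralogs, and how the authors' counting assigned reads that match both is not stated, so the level of each is uncertain.

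**Figure D2:**
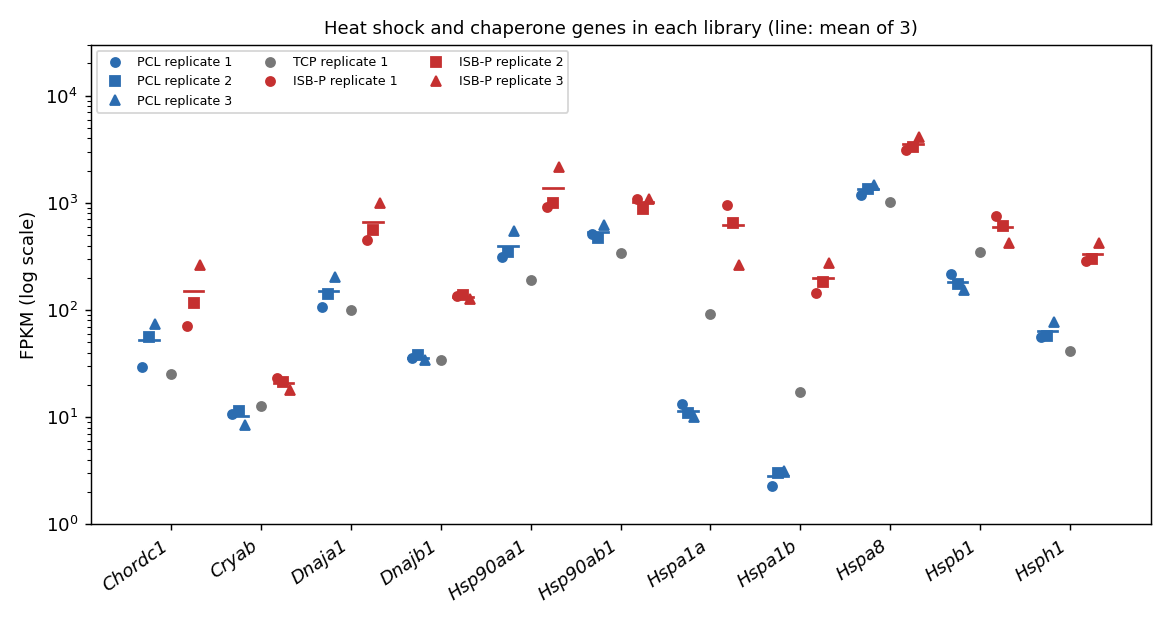
FPKM of the 11 genes on a log axis in each library of PCL (blue), TCP (grey) and ISB-P (red), with marker shape for the replicate number and a line at the mean of 3. Each gene's ISB-P libraries lie above its PCL libraries except for Chordc1, where ISB-P replicate 1 (70.8) lies under PCL replicate 3 (74.0).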

In particular, 11 genes (Chordc1, Cryab, Dnaja1, Dnajb1, Hsp90aa1, Hsp90ab1, Hspa8, Hspa1a, Hspa1b, Hspb1, and Hsph1) that showed upregulated expression in ISB‐P were related to heat shock protein/stem cell proliferation (7 genes; Chordc1, Dnaja1, Dnajb1, Hsp90ab1, Hspa1a, Hspa1b, and Hspa8) or chaperone‐mediated protein (7 genes; Chordc1, Dnajb1, Hspa1a, Hspa1b, Hspa8, Hspb1, and Hsph1), along with protein folding (11 genes above), and are indicated in the scatter plot (Figure 4b). Heat shock protein members were revealed to regulate cell adhesion, spreading and proliferation through their major roles as chaperone proteins to facilitate the proper folding of newly formed or misfolded proteins.^71^, ^72^ Protein interactions based on public databases of experimental results (Cytoscape, STRING analysis) on the above genes revealed close relationships among the 11 proteins through the centrally located Hspa1, Hspb1, Hsph1, Hsp90aa1, and Dnaja1 (Figure 4d). In particular, Akt, a key component in multiple cellular processes, such as protein synthesis, metabolism, cell adhesion and proliferation, and tp53 (p53), a transcription factor gene that acts as a tumor suppressor and is altered in response to cellular stress, were newly detected, both indicating the possible roles of the identified genes in increasing cell adhesion in ISB‐P.^73^, ^74^ To validate the high gene expression and close protein interactions, qPCR analysis was performed using four genes of interest, omitting Hspb1 due to the sequence identity between Hspa1 and Hspb1. Hspa1a had the highest gene expression (~130), consistent with the results of RNA sequencing (fold change 70.2) while other genes (Dnaja1, Hsp90aa10, Hsph1) were highly upregulated (Figure 4e). 

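Hspa1a was 954, 646 and 263 FPKM in ISB-P replicates 1, 2 and 3, 13.4, 10.9 and 10.1 in the same replicates of PCL, and 91.1 on TCP. The mean was 621 ± 346 FPKM (SD, n = 3) on ISB-P and 11.4 ± 1.73 (SD, n = 3) on PCL. In limma on log2(FPKM + 1) the log2 fold change was 5.47 (standard error 0.44, adjusted p = 0.00361), which is 44.2-fold. The ratio of the means without a pseudocount was 54.3, and the ratios within replicates 1, 2 and 3 were 71.2, 59.5 and 26.1. With the replicate number as a block the adjusted p was 2.27e-06. Replicate 2 lay between replicates 1 and 3 for 60.9% of genes on PCL and 71.1% on ISB-P. Independent genes would give 33.3%, but genes vary together. Leaving out ISB-P replicate 1 lowered the log2 fold change most, to 5.06, and leaving out ISB-P replicate 3 raised it to 5.99.
Hspa1b, the neighbouring gene in the GRCr8 rat assembly, was 146, 181 and 276 FPKM in ISB-P replicates 1 to 3 and 2.27, 3.00 and 3.12 on PCL (standard error of its log2 fold change 0.25, adjusted p = 8.79e-04 in limma), so that from replicate 1 to 3 Hspa1a fell and Hspa1b rose on ISB-P. Reads that match both genes could have been split between them. The sum of both genes was 70.2-fold, 59.7-fold and 40.8-fold higher on ISB-P within replicates 1, 2 and 3.
Of the other genes measured by qPCR, Dnaja1 was 664 ± 285 FPKM on ISB-P and 151 ± 49.3 on PCL, 4.28-fold higher on the log2(FPKM + 1) scale (log2 fold change 2.10, standard error 0.35, adjusted p = 0.0426). Hsp90aa1 was 1363 ± 697 and 399 ± 125 FPKM, 3.24-fold higher. It did not pass the adjusted threshold in limma (adjusted p = 0.0922), but did with the replicate number as a block (adjusted p = 9.32e-06). Hsph1 was 336 ± 71.7 and 63.4 ± 11.8 FPKM, 5.22-fold higher (log2 fold change 2.38, standard error 0.20, adjusted p = 0.00361).

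**Figure D3:**
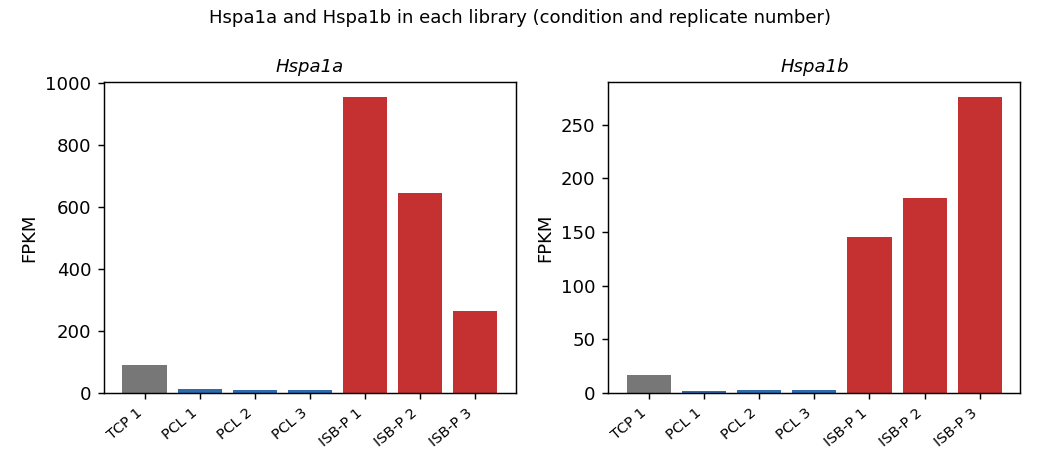
FPKM of Hspa1a (left) and Hspa1b (right) in each library, named by condition and replicate number. On ISB-P, Hspa1a goes from 954 in replicate 1 to 263 in replicate 3 and Hspa1b from 146 to 276.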

Hspa1a is one of the members of the heat shock protein 70 family and acts as a chaperone protein, mediating the proper folding of new or damaged proteins and myriad biological processes, including adhesion in various types of cells.^75^, ^76^, ^77^, ^78^, ^79^, ^80^ To confirm the cell‐adhesion role of Hspa1a, control small interfering RNA (siRNA) or si‐Hspa1a was introduced, and a cell adhesion test was performed on ISB‐P. Hspa1a gene knockdown was confirmed by qRT‐PCR after transfection with si‐Hspa1a **(**Figure S12A). After 1 h of cell seeding on ISB‐P, rMSCs transfected with si‐Hspa1a revealed a significant decrease in cell‐adhesion area with round shape compared with the control siRNA‐treated group, which showed strong focal adhesion sites throughout a broad area (Figure 4f). This result indicates that Hspa1a is important in mediating the cell adhesion and spreading of rMSCs on ISB‐P.

**FIGURE 4:**
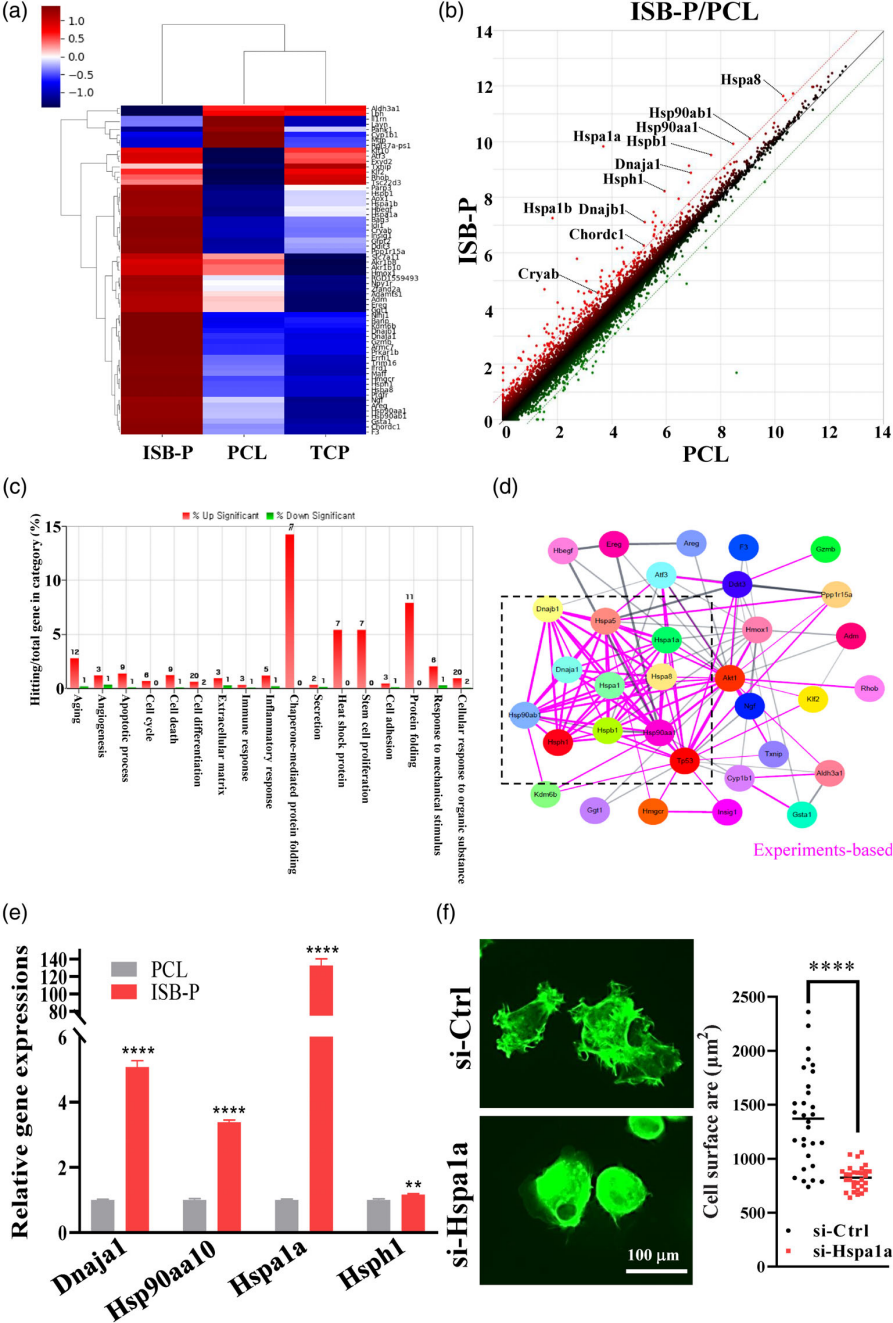
RNA sequence analysis and validation of target gene (Hspa1a) expression to reveal the mechanism of the ultra‐cell‐adhesive property of PCL‐PU (ISB‐P) with mesenchymal stem cells. (a) Heat map of genes with up‐ and downregulated expression in ISB‐P revealed by an average of triplicate RNA sequencing using genes with over 2‐fold changes and normalized values over 16. ISB‐P altered the transcription levels of 62 genes with a 2‐fold increase (54 genes) and a 2‐fold decrease (8 genes) with respect to that in PCL. The results from triplicate experiments between ISB‐P and PCL were depicted in Figure S8 (*n* = 3). (b) Scatter plot of global gene expression profiles of ISB‐P and PCL. RNA expression of all expressed genes in ISB‐P (y‐axis) was plotted against that in PCL (x‐axis) with a log2 scale. A total of 11 genes with upregulated expression related to heat shock proteins and chaperone‐mediated proteins are indicated in the scatter plot. (c) Gene Ontology bar chart of significantly differentially expressed genes between ISB‐P and PCL. Gene categories of 62 genes and the percentage of hit genes/total genes in the category are presented on the x‐axis and y‐axis, respectively. The number on the bar is the number of genes with upregulated (red bars) and downregulated (green bar) expression. The top four categories in terms of a high percentage of genes with upregulated expression were chaperone‐mediated protein folding, protein folding, heat shock protein, and stem cell proliferation. (d) Protein interactions based on a public database of experimental results (Cytoscape, STRING analysis) for the above 11 genes related to heat shock proteins and chaperone‐mediated proteins revealed close relationships among the 11 proteins through the centrally located Hspa1, Hspb1, Hsph1, Hsp90aa1, and Dnaja1. (e) High expression of heat shock protein genes (Dnaja1, Hsp90aa10, Hspa1a, and Hsph1) compared to the PCL control was confirmed by qRT‐PCR (*n* = 3, **p < 0.01, ****p < 0.0001 by *t* test). (f) Representative images of cells transfected with control or Hspa1a siRNA 1 h after cell seeding. Adhesive cell area was quantified by ImageJ and significantly decreased in the Hspa1a knockdown group compared to the control siRNA group (*n* = 30, ****p < 0.0001 by *t* test).

Next, the ultra‐cell‐adhesive property of ISB‐P was confirmed with a human stem cell lineage, human MSCs (hMSCs), which were 4 times more highly adherent on ISB‐P than on PCL (Figure 5a). As in rMSCs, Hspa1a knockdown on hMSCs (Figure S12B) decreased the adherent cell number per image and area (%) to 15%–30% of that with the control siRNA (Figure 5b). To further investigate the specific involvement of adhesion receptors (integrins) in Hspa1a‐mediated cell attachment on ISB‐P, a functional integrin blocking assay was performed with 15 min of preincubation condition. The results showed a significant inhibitory effect on cell adhesion under integrin *α5* or *αν* blocking conditions, indicating a pivotal role of integrin *α5* and *αν* in stem cell early attachment on ISB‐P regardless of integrin beta subunit (Figure 5c,d). Integrin *α* subunits are more dynamically changed to component of extracellular matrix by physical recognition than integrin *β* subunits involving physically linking to actin‐filament.^81^, ^82^ However, the gene expression level of integrin *α5* and *αν* was not changed in Hspa1a knockdown stem cells (Figure S13), supporting the post‐transcriptional role of Hsp1a for stem cell adhesion as a chaperone protein, regulating protein folding for activation. Both *α5* and *αν* integrin are well addressed integrin subunit for cell adhesion^83^, ^84^; *α5* integrin is known to play a key role in stem cell attachment on fibronectin‐coated surfaces (also called fibronectin receptor along with *β*1 integrin) while *αν* integrin, called vitronectin receptor along with *β*3 integrin, is involved in vitronectin and fibronectin recognition. To decouple the total amount of adsorbed fibronectin, one of the key cell adhesion molecules governing cell‐ECM sensing, adhesion and differentiation,^85^ from the enhanced cell attachment, the initial adsorption amount of fibronectin within 1 h was investigated using rhodamine‐conjugated fibronectin. Similar fibronectin adsorption amounts and supraphysiologically high stiffness (30–50 MPa) than pre‐mineralized extracellular matrix were detected in ISB‐P and PCL (Figure S14), reinforcing the involvement of biological factors, here Hsp1a‐induced integrin α5 and *αν* functional activity, in enhancing stem cell adhesion on ISB‐P.^86^ Taken together, these results revealed that the integrin *α5* and *αν* subunit functions as major surface receptors for ISB‐P in stem cells possibly by the activation of Hspa1a in a special biological signaling pathway,^87^, ^88^, ^89^ not by physical factors such as surface roughness and adhesive protein adsorption. Further study is necessary to investigate whether the activation of Hspa1a genes by ISB‐P to regulate cell adhesion is unique among PU‐PCL shape‐memory polymers and what are the key chemical structures to tune Hspa1a genes.

**FIGURE 5:**
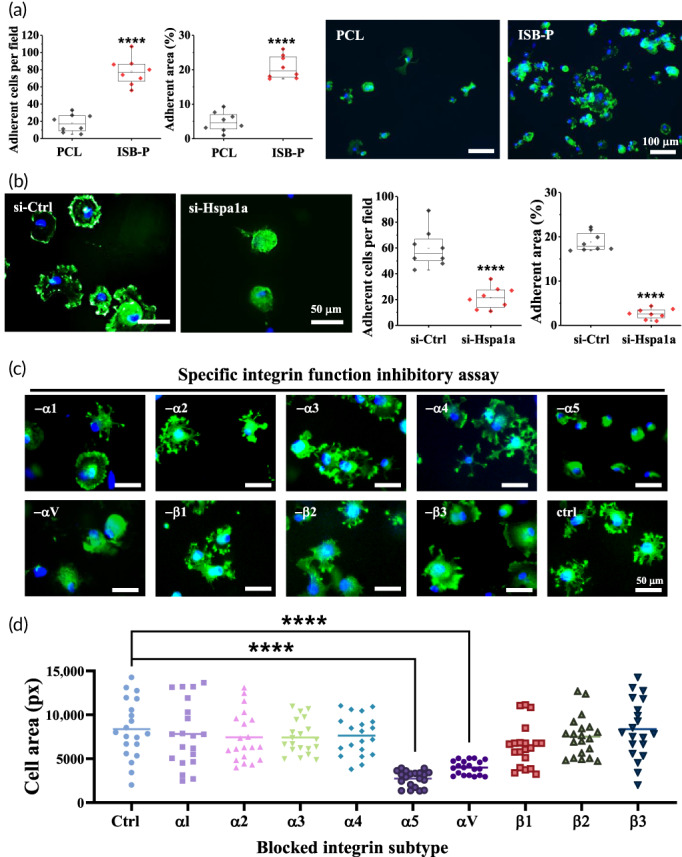
Hspa1a mediated integrin α5 and αν expression as a PCL‐PU (ISB‐P) cell‐adhesive mechanism with human mesenchymal stem cells. (a) Cell adhesion number, area, and representative images stained with DAPI (blue) and phalloidin (green) for the nuclei and F‐Actin of hMSCs on PCL and ISB‐P at 1 h after seeding (*n* = 8). (b) hMSCs treated with si‐Hapa1a for Hspa1a gene knockdown showed lower number and area of adherent cells than the si‐Ctrl group (*n* = 8). (c)–(d) Integrin functional blocking assays involving cell adhesion on PCL‐PU (ISB‐P). Each integrin subunit was blocked through preincubation with integrin blocking antibody for 15 min at 37°C. Preincubated cells were seeded and cultured onto ISB‐P for 1 h at 37°C. Adhered cells were stained with phalloidin (green) and DAPI (blue) and quantified by ImageJ (*n* = 20). The results indicated that integrin α5 and αν are involved in the adhesion of hMSCs to ISB‐P. ***p < 0.0001, *n* = 8 or 20 by *t* test or one‐way ANOVA with Dunnett's test.

### 2.3 Differentiation conductive PCL‐PU biomaterial

Bare PCL showed lower initial cell attachment at 24 h after seeding than ISB‐P (Figure 3d–f). To minimize the surface characteristics while improving cell adhesion capability, PCL film was treated by non‐thermal oxygen plasma (PCL@OP) (Figure S15A,B). PCL@OP showed higher hydrophilicity with enhanced C‐O and C=O bonding structure than bare PCL while the surface roughness did not change. The minimal effect of non‐thermal oxygen plasma to surface roughness and bulk molecular structures has been reported under defined condition previously, which condition was selected here.^66^, ^90^, ^91^ The initial cell attachment at 24 h of PCL, PCL@OP, and ISB‐P were compared in rMSC and C2C12, displaying increase of cell adhesion property of PCL@OP similar to ISB‐P (Figure S15C). Thus, as a cell‐adhesiveness counterpart of ISB‐P, PCL@OP is selected for all further experiments. Cell differentiation capacity on ISB‐P was investigated for muscle and bone, which are the most abundant target tissues for regeneration in the biomedical field. First, to investigate the possibility as tissue‐engineering platform, C2C12 myoblast cells were cultured on ISB‐P. C2C12 myoblast cells matured better on ISB‐P than PCL@OP after 7 days based on the levels of myosin heavy chain (MHC)‐stained myotubes and their widths as muscle cell differentiation markers (Figure S16A). Next, to utilize the elasticity of ISB‐P, stretching culture could be applied to achieve biomimetically aligned skeletal muscle tissues, as skeletal muscle fiber construction for tissue‐engineered implants requires the assembly of unidirectionally aligned juxtaposed myotubes.^92^, ^93^ C2C12 cells were seeded on unidirectionally electrospun ISB‐P nanofibers (700–1300 nm), indicating 90% alignment along the fiber direction (Figure S16B), and stretching culture conditions (4 s stretching (10%) and 6 s rest per cycle, 1 h per day) were then applied.^94^ The number and width of MHC‐stained cells increased at the early differentiation time point (day 4), revealing possibility of ISB‐P for accelerated muscle tissue engineering under dynamic tensional culture conditions due to elasticity (Figure S16C).

To investigate the eligibility of PCL‐PU (ISB‐P) as implanted biomaterials for tissue regeneration, an osteogenic capacity was revealed as representative. In vitro osteogenesis study using MSCs cultured on 2D film structure revealed that ISB‐P had higher expression of early and late osteogenic genes (RUNX2, ALP, BSP, and OCN) than PCL@OP with enhanced biomineralization, as revealed by qPCR and Alizarin red S (ARS) staining (Figure 6a). To assess the 3D‐bone forming ability, 3D ISB‐P scaffold with interconnected porous was fabricated by the salt‐leaching method with pore sizes (50–500 μm) similar to that of PCL (Figure S17). When the cell adhesion and mineralization of MSCs were tested, cell adhesion was well recognized even inside pores, and penetration of cells to inner scaffold structures through interconnected pores over 5 days of culture was similarly visualized (Figure 6b). Biomineralization at 14 days of differentiation was comparably detected between groups unlike the data from 2D film. The discrepancy between 2D and 3D culture data might come from bulk elasticity and molecules diffusion.^95^, ^96^, ^97^

**FIGURE 6:**
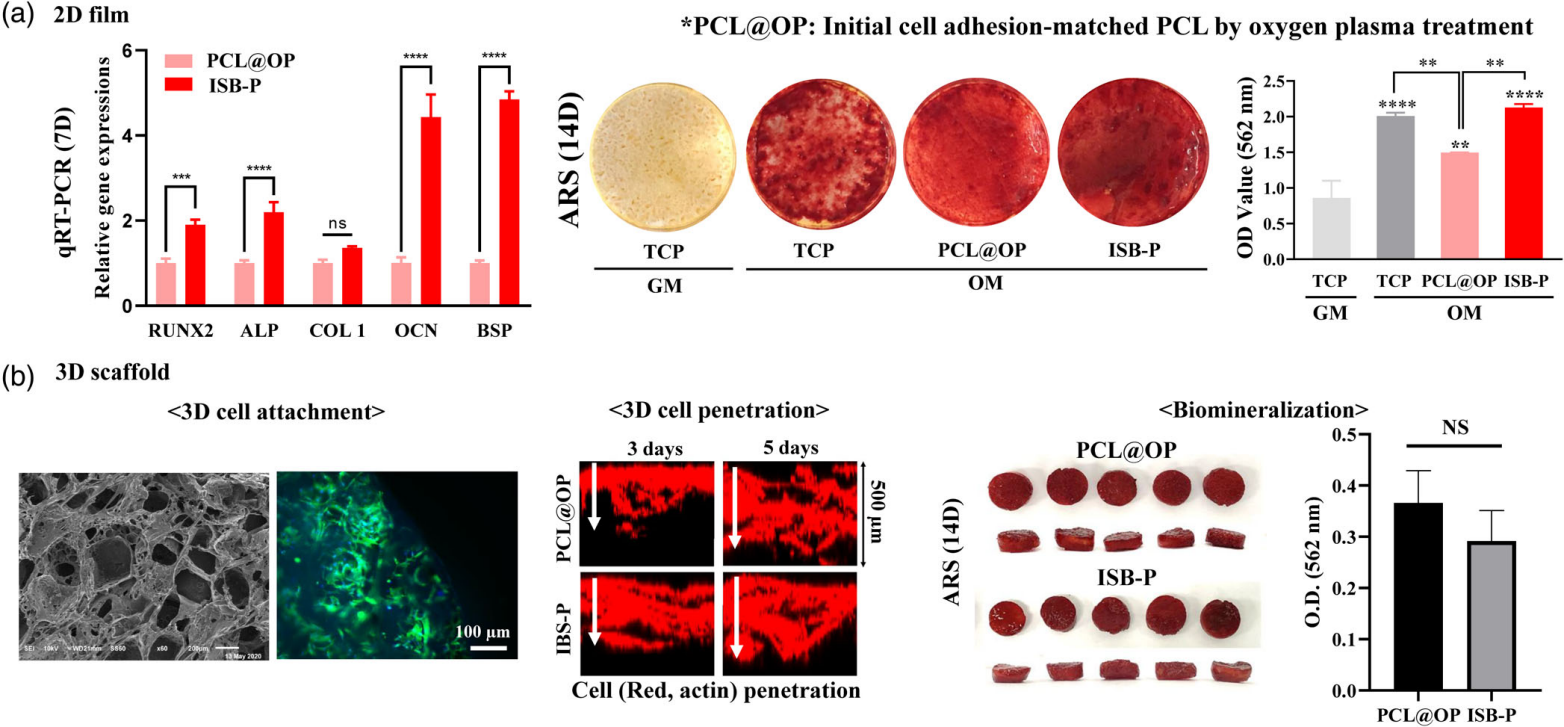
Osteogenic differentiation‐conductive properties of PCL‐PU (ISB‐P) in 2D and 3D culture conditions. (a) Osteogenic differentiation of rMSCs on 2D film. Initial cell adhesion was matched in PCL by oxygen plasma treatment (PCL@OP) compared to ISB‐P, osteogenic potential of ISB‐P was evaluated. Osteogenic gene (RUNX2, ALP, Col1, OCN, and BSP) expression was analyzed by qRT‐PCR on day 7, and biomineralization was evaluated by ARS staining on day 14. The optical density (OD), representing biomineralization, was quantified at 563 nm. ISB‐P showed a slight increase in osteogenic differentiation compared to cell adhesion‐matched PCL@OP, similar to TCP (*n* = 4). (b) The interconnected porous (10–500 μm) structure of the ISB‐P 3D scaffold, made by the salt‐leaching method, was revealed by SEM, and the morphology of rMSCs adhered to 3D scaffold pores at 24 h was visualized by fluorescence microscopy (actin for green and nucleus for blue). Cell penetration inside 3D scaffolds was observed on days 3 and 5, and similar cell penetration depths were observed. ARS‐stained images of rMSCs cultured for 14 days in 3D scaffolds in osteogenic induction medium and their quantification (*n* = 5). ns (not significant), **p < 0.01, ***p < 0.01, ****p < 0.0001, by *t* test or one‐way ANOVA with Dunnett's tests.

In summary, myoblast cells and osteoprogenitors differentiation on ISB‐P was confirmed with 2D film, pseudo3D electrospun or 3D‐porous structures even under tensile stress (for muscle differentiation), showing the versatility of ISB‐P for tissue regeneration due to its elasticity, cell‐adhesive and differentiation‐conductive properties with appropriate cytocompatibility for long‐term culture (up to 14 days). Although the mechanism study might be needed to understand the significant increase of osteogenic differentiation in ISB‐P (even though it was observed only in 2D films), the engagement of heat shock proteins upregulated in ISB‐P during cell adhesion is suggested as one of the possible biological machinery. Because there was no significant difference in surface characteristics, including roughness, hydrophilicity, and chemical structure, between ISB‐P and PCL@OP, while, HSP gene levels were higher in ISB‐P. In various literatures, heat shock proteins have been reported to promote osteogenic differentiation via activation of Wnt/b‐catenin signaling (HSPA1A‐HSP70 family^79^), ERK pathway (HSP70,^98^ HSPB7^99^), and several strategies have been tried for decades to enhance HSP level through application of physical stress such as periodic heat shock (for HSP70)^100^ and ultrasound (for HSP70 and 90).^101^ Overall, the osteogenic differentiation might be promoted via upregulation of osteogenic signaling, which was enhanced by continuously higher heat shock proteins levels on ISB‐P from initial cell attachment.

### 2.4 In vivo biocompatibility and bone induction of the PCL‐PU biomaterial

Degradation study using base chemical (NaOH, 5 M), hydrolyzing esters by OH radical into a salt and alcohol, was performed to reveal degradation ability. It showed a degradation rate of ~14.3 wt%/day from ISB‐P, much faster than that of PCL (~4.5 wt%/day) along with other PCL‐PUs (7–12.5 wt%/day, Figures 7a and S18A) due to as‐given hydrophilic characteristics, increasing the water penetration into the matrix and give increased rates of hydrolysis of the ester and urethane bonds.^25^ In challenge with enzymatic degradation using esterase (2 mg/ml), enzymatically splitting esters into an acid, and alcohol,^102^ ISB‐P displayed faster degradation (0.8 wt%/day) while PCL rarely degraded along with other literatures.^103^, ^104^ With raised concerns about biocompatibility from byproducts during degradation of the polymer, the initial innate immune response of biodegradable PCL‐PU was briefly investigated. Human monocytes (THP1) were differentiated into macrophages by PMA (phorbol 12‐myristate 13‐acetate, 50 ng/ml) and seeded on PCL@OP and ISB‐P. ISB‐P did not induce higher M1‐like macrophage inflammatory gene (TNF‐a, IL‐1b, and IL‐6) expression compared to PCL@OP after 24 h of adhesion (Figure S18B). Next, in vivo tissue biocompatibility was tested in a rat subcutaneous implantation model. After 2 and 4 weeks of implantation, hematoxylin and eosin (H&E)‐stained images revealed similarly small thickness of the fibrous layer, resulting in comparable compatibility in ISB‐P with respect to that of PCL@OP (Figures 7b and S19). Immunostaining results supported the above histological features with similar pan‐macrophage (F4/80), inflammatory (iNOS), and anti‐inflammatory (CD206)+ cells in both groups at 2 and 4 weeks implantation (Figure 7c). Further investigation for a possible long‐term local inflammatory reaction from highly enzymatic degradable ISB‐P is essential for clinical application. With regard to the in vivo toxicity of ISB‐P, the possible systemic toxicity in major organs (kidney, liver, spleen, lung and heart) was analyzed after subcutaneous implantation for 8 weeks, although previous literature reported little or negligible organ toxicity of PU or PCL‐based polymers.^105^, ^106^ Histological observation of the tissue samples confirmed the nondetectable organ toxicity of the ISB‐P‐implanted species (Figure 7d).

**FIGURE 7:**
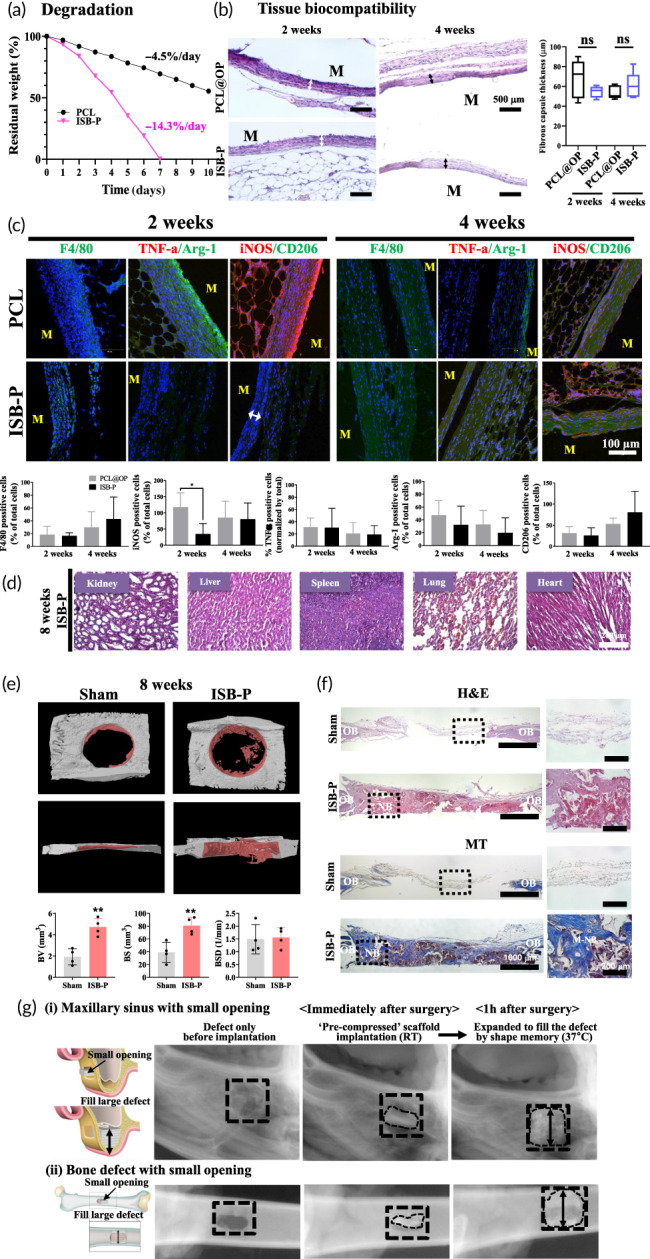
In vitro and in vivo biocompatibility and bone induction ability of PCL‐PU (ISB‐P). (a) Enzymatic degradation of ISB‐P using NaOH (5 M) at 37°C in dynamic conditions at 120 rpm for 53 days. (b) H&E staining 2 and 4 weeks after subcutaneous implantation. The fibrous layer thickness and inflammatory scores surrounding the materials were measured to analyze the tissue compatibility. ISB‐P showed similar fibrous thickness than PCL@OP with mild inflammation scores, indicating biocompatibility (*n* = 5). (c) Immunohistochemistry analysis of the tissue immune response 2 and 4 weeks after subcutaneous implantation of PCL‐PU, semiquantifying pan‐ (F4/80), inflammatory (iNOS and TNF‐a) or anti‐inflammatory (CD206 and Arg1) macrophages (*n* = 5). DAPI‐stained nuclei (blue). Scale bars represent 200 mm. (d) In vivo toxicity to main organs (kidney, liver, spleen, lung, and heart) in subcutaneously implanted ISB‐P groups at 8 weeks (*n* = 3). The organ sections were stained with H&E and no significant systemic toxicity was observed. (e) and (f) Bone regeneration analysis by micro‐CT and histology in rat calvarial defects 8 weeks after implantation of the ISB‐P 3D scaffold (*n* = 4). Micro‐CT images showed enhanced mineralization in ISB‐P by quantification of bone volume (BV), surface (BS), and surface density (BSD). H&E and MT staining confirmed collagen (blue and pink) and new bone formation (dark pink and navy) in the ISB‐P group. (g) Shape‐memory characteristics of ISB‐P in vivo (rabbit); (i) maxillary sinus bone and (ii) small‐opening bone defects (*n* = 3). A 3D scaffold (consisting of ISB‐P) compressed at room temperature (RT, ~30% from original height) was transplanted into the regenerative site of rabbits through a small defect opening. After 1 h in the rabbit body (37°C), the height of 3D scaffolds coated with x‐ray‐detectable chemicals recovered to the original value in both areas, as detected by x‐ray imaging. ns (not significant), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, by *t* test.

Following the above in vitro immune response and in vivo biocompatibility studies showing comparable biocompatibility between FDA‐approved polymer, PCL, and ISB‐P, the therapeutic tissue regenerative effect was investigated using a rat calvarial critical bone defect model (∮ = 5 mm) with a salt‐leached 3D scaffold. After 8 weeks of implantation, μCT 3D images were reconstructed and revealed a significant increase in neobone formation (dark pink colored) within the defect region in the ISB‐P group, although the healing process was not complete due to the relatively short time period; when quantitated, neobone formation in the ISB‐P group was significantly higher in terms of bone volume and surface area but similar in bone density to that of the sham group (Figure 7e). Based on μCT 3D images, ISB‐P had comparable bone formation to PCL@OP (Figure S20). Histological observation of the H&E‐ and Masson's trichrome (MT)‐stained samples revealed newly formed bone and osteoids in the healing areas without obvious inflammatory cells near the 3D scaffold (Figure 7f). Highly magnified images (block dot rectangle) showed comparable matured (strong blue color in MT stained image) bone filling in the pores, in contrast to no bone formation in the sham operation defects. The in vivo results together showed that ISB‐P was highly effective, even comparable to PCL, in accelerating early neobone regeneration, suggesting potential applications as an implantable biomaterial for bone repair and regeneration.

To investigate the possible clinical applicability of ISB‐P based on its shape memory characteristics, two in vivo clinical models were suggested: maxillary sinus bone lift and a bone defect with a small outer exposure but a large inner space to fill in, possibly caused by a bullet or sharp weapon. After memorization of the original shape at 37°C, the ISB‐P scaffold, coated with radiopacifier (iodoform) for visualization by x‐ray, was compressed at RT (~30% from the original height) and inserted into the rabbit maxillary sinus and tibia bone. Comparison of x‐ray images immediately after implantation and 60 min later in the rabbit body (37°C) showed that the ISB‐P scaffold was enlarged compared to the condensed structure, which was a unique characteristic of the shape‐memory polymer, unlike the PCL derivatives (Figure 7g). Although the bone regenerative potential of the recovered ISB‐P was not directly investigated, it was assumed to have similar bone‐forming ability to that in a rat calvarial defect model, due to identical chemical structure before and after the shape change. The in vitro and in vivo results together showed that ISB‐P accelerated regeneration of tissue, including bone, which might result from the collective effects of ultra‐cell adhesiveness, biocompatibility without distinct immune response, target‐tissue conductivity, and shape‐memory properties in various forms, indicating the potential applications of ISB‐P in tissue‐regenerative implantable biomaterials.

## 3 CONCLUSION

Here, the currently exploited PCL‐PU (especially ISB‐P) were synthesized for the fabrication of a biocompatible, and multifunctional (hyperelastic, shape‐memorable, ultra‐cell‐adhesive, regenerative, and degradable) tissue‐regenerative biomaterial (Figure 8). The unique combination of notable mechanical performance, shape‐memory effects, and ultra‐cell‐adhesive properties make appropriate forms (e.g., patch, thread, electrospun, 3D scaffold) of the engineered material suitable as a regenerative substrate for various tissues (e.g., bone, muscle, and skin) in the biomedical field. Cell adhesion mechanism of ISB‐P was distinctly revealed as heat shock protein‐mediated integrin α5 and αV activation, leading to further development of newly synthesized, tailored polymer for enhancing specific biological behavior. The biocompatibility, enhanced biodegradability, tissue‐regenerative ability, and in vivo shape memorability of the material can be leveraged to replace PCL polymers, especially for the fabrication of body temperature‐responsive implantable biomaterials to regenerate defects in tissues with limited anatomical accessibility for filling the whole defect, especially for minimally invasive surgery.

**FIGURE 8:**
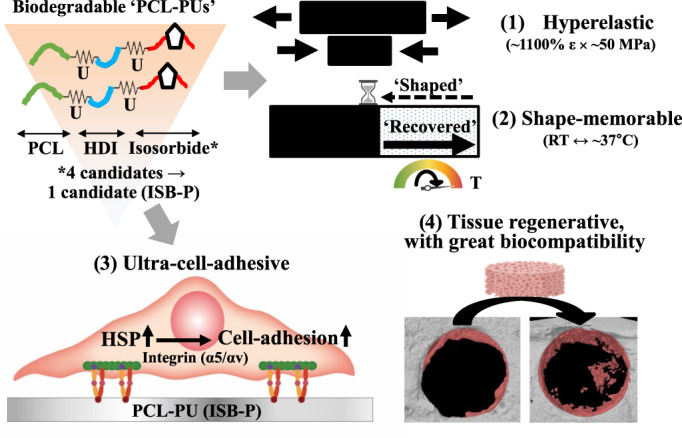
Summary of optimal PCL‐PU (ISB‐P) characteristics for tissue regeneration. Biodegradable PCL‐PUs were newly synthesized with PCL, HDI and isosorbide or its derivatives. From four candidates, ISB‐P was selected as optimal polymer in tissue regeneration or engineering. Currently optimized PCL‐PU (ISB‐P) is hyperelastic (~1100% strain × ~50 MPa), shape‐memorable (room temperature (RT) ↔ ~37°C), ultra‐cell‐adhesive (better than bare PCL) via HSP mediated integrin activation, and tissue regenerative with great biocompatibility against tissue and major organs. HDI, 1,6‐hexamethylene diisocyanate; HSP, heat shock protein; PCL, polycaprolactone; RT, room temperature; U, urethane group.

## 4 EXPERIMENTAL SECTION

### 4.1 Synthesis of PCL‐PU

PU series materials were synthesized by a one‐step polymerization reaction. PCL diol (*M*_w_ = 2000 g mol^−1^, Sigma‐Aldrich, St. Louis, MO) and isosorbide derivatives (ethoxylated isosorbide, propoxylated isosorbide, bare isosorbide, Samyang, 99.9% purity) were dried at 60 °C for 12 h under vacuum before using and HDI was used as supplied. For ISB‐containing PUs, PCL diol and isosorbide derivatives were placed in a four‐necked round bottom flask (500 ml) equipped with a condenser, thermometer and mechanical stirrer, and heated at 80°C for 30 min under a nitrogen purge. After the mixture was melted thoroughly, HDI (>98%, TCI) was added and vigorously stirred for 5 min under a nitrogen purge. The reaction mixture was poured into a polytetrafluoroethylene plate (PTFE) and polymerized for 8 h in a 120°C oven.^21^, ^24^ After the synthesized PU was dissolved in *N*,*N*‐dimethylformamide (DMF, >99%, Duksan reagent) at 20 wt%, it was precipitated in isopropyl alcohol (IPA, 99%). The precipitated PU was fully vacuum‐dried at 40°C for 48 h to remove the DMF and isopropyl alcohol solvent. The ISB‐free material was synthesized in the same manner as above using only PCL diol and HDI.

### 4.2 Fabrication of films, nanofibers, and 3D scaffolds

The PUs were dissolved in N,N‐dimethyl‐formamide at 20 wt% and stirred at room temperature for 24 h. A 20 wt% polymer solution was poured into a PTFE plate and dried in an oven at 60°C after horizontal alignment. The resulting films were placed in a 60°C oven for 12 h, then vacuum‐dried at room temperature for 48 h to remove the remaining solvent and water. The average thickness of the films was 0.2 ± 0.02 mm. The electrospinning system included a high‐voltage supply (HV30, NanoNC, Seoul, Korea), and a syringe pump (KDS100, NanoNC, Seoul, Korea) maintained the speed of spinning at 0.1 ml/h. The voltage was approximately 17 kV. The ISB‐P solution was loaded into a plastic syringe (10 ml) with a 21 gauge stainless steel needle. Nanofibers were obtained by a collector (DC90, NanoNC) wrapped in aluminum foil located 15 cm away. Three‐dimensional scaffolds were fabricated by solvent‐casting and salt‐leaching techniques. PCL and PCL/PU particles were dissolved at 20 wt% in a cosolvent of 1,4‐dioxane/chloroform at a 4/1 ratio. The polymer solution was poured into a cylindrical plastic mold containing sodium chloride (NaCl) particles with sizes in the range of 325–425 μm and 45–100 at a 7/3 weight ratio. The samples were frozen at −80°C overnight and freeze‐dried for 3 days. The lyophilized samples were cut to 10 mm diameter with 40 mm height, soaked in distilled water for 12 h to remove salts, and dried.

### 4.3 Chemical characteristics

The ^1^H NMR spectra for the synthesized PU as a 5% (w/v) polymer solution in CDCl_3_ were recorded by a Bruker Avance 500 spectrometer. The number average molecular weight (*M*_n_), weight average molecular weight (*M*_w_), and polydispersity index (PDI) of each PU were measured by gel permeation chromatography using ACQUITY Advanced Polymer Chromatography System (Waters Corporation, Milford, MA) equipped with a refractive index (RI) detector. Tetrahydrofuran (THF) was used as the eluent at a flow rate of 0.1 ml/min. Polystyrene (*M*_w_ = 47,200, 129,000, and 264,000) was used as the standard. FTIR spectra were obtained using a Varian 640‐IR in the range of 4000 to 800 cm^−1^. DSC (Exstar 7020) was used for thermal analyses of the samples. Specimens (~20 mg) were sealed in a DSC aluminum pan, placed in the calorimeter, cooled to −70°C, and then heated to 200°C at a rate of 10°C/min under a nitrogen atmosphere. X‐ray photoelectron spectroscopy (XPS) characterization was performed using x‐ray photoelectron spectroscopy (XPS; MultiLab ESCA2000, VG Scientific, UK) with monochromatic Al Kα x‐ray radiation (*hν* = 1486.6 eV) at 120 W. Oxygen plasma treated PCL film was immediately investigated by XPS.

### 4.4 Physical properties

The surface roughness was measured by a surface roughness meter (SJ‐400, Mitutoyo, Kawasaki, Japan). The measurement length, cutoff values, and scan speed were 4 mm, 0.8 mm and 0.5 mm/s, respectively. The average value of three measurements was determined as the value for each specimen. Scanning electron microscopy (JSM‐5410LV) photographs were obtained to visualize the surface morphology at a magnification of 50.00 kX. The contact angle (Phoenix 300) was used to measure the wettability of the polymer surface. Ultra‐pure water droplets (approximately 5 μl) were dropped onto the sample film at intervals of 1 s using a manual syringe to measure the contact angle. Oxygen plasma treated PCL film was immediately investigated by above experiments.

### 4.5 Mechanical properties

Mechanical tensile tests were performed with an Instron universal testing machine (Model 3344, Instron Engineering Corp., Canton, MA). Dumbbell specimens (films) with a thickness of 0.2 mm, a width of 5 mm, and a length of 50 mm were prepared. The samples were measured at a crosshead speed of 10 mm/min at room temperature. The reported results are the mean values for 5 replicates per experiment. For dynamic mechanical behavior test, cyclic tensile loading was applied to the sample for up to 10 cycles with different strain (100%–1100%) individually, and the effect of repeated elastic behavior on tensile stress was observed for 10 cycles. For testing elastic recovery under manual tensile force, both PCL and ISB‐P films were cut into 10 mm width × 20 mm length × 0.2 mm thickness. Then, the original width was stretched by a factor of 2, to 40 mm at RT, and the immediate recovery rate was determined after normalizing to the original width. For the mechanical compressive test, 3D scaffold samples (8 mm height × 5 mm diameter) with porosity were compressed at RT to 42%–43% and checked the immediate recovery rate through photos after releasing. Surgical compatibility test was performed using above rectangular shaped specimen with different thickness (10 × 20 × 0.2–0.5 mm).

### 4.6 Shape‐memory test

ISB‐P was dissolved in N,N‐dimethyl‐formamide at 20 wt%, stirred at room temperature for 24 h, and dried in the oven with appropriate polytetrafluoroethylene mold (0.2 mm × 5.0 mm × 10 mm) at 60°C. The shape‐memory test was initially performed using a dynamic mechanical analysis (Q800) instrument. (1) Samples were kept at 40°C for 10 min. (2) The initial strain (*ε*_1_) was measured after elongation at a rate of 0.5 N/min at a force of 1 N. (3) The sample was cooled to 0°C at a rate of 5°C/min at constant force and then held for 1 h. (4) The force was further reduced to 0 and held for 20 min, and the strain was recorded (*ε*_2_). (5) The specimen was heated again to 40°C at a rate of 5°C/min and held for 1 h, and the residual strain was recorded (*ε*_3_). The shape‐fixity ratio (Rf) and shape‐recovery ratio (Rr) were calculated using the following equations. *R*_f_ = *ε*_2_/*ε*_1_ and *R*_r_ = (*ε*_1_ − *ε*_3_)/*ε*_1_.^107^ This process was carried out for a total of 4 cycles. The English capital letters I, T, R, E, and N were manufactured from a mold. The manufactured capital letters were fixed at approximately 37.5°C ± 0.5, artificially deformed at room temperature to have permanent deformation, restored to 37.5 ± 0.5°C, and confirmed by photography. A line was manufactured on a polytetrafluoroethylene plate 2 mm wide and 100 mm long. After the length of the line was determined at approximately 37.5 ± 0.5°C, it was stretched to 200 mm at room temperature for 24 h to have permanent deformation (~200%). Then, it was restored at 37.5 ± 0.5°C to determine recovery length, as confirmed in a photo. In addition, a cylindrical porous scaffold with a diameter of 10 mm and a height of 40 mm was compressed at room temperature and fixed for 24 h to have permanent deformation (~39% deformation). The structure was placed back at 37.5 ± 0.5°C and photographed.

### 4.7 Degradation test

All types of films were punched with a diameter of 16 mm and a thickness of 0.18 ± 0.01 mm, immersed in 5 ml of sodium hydroxide (5 M NaOH) or esterase (E3019‐29, Sigma Aldrich, 24 units/mg) solution (2 mg/ml in phosphate buffered saline, PBS) in individual tubes, and incubated at 120 rpm and 37°C. The films were washed with deionized water, dried, weighed, and placed in fresh solution (NaOH every day for 10 days and esterase every 3 days for 53 days).

### 4.8 Cell culture

C2C12 (CRL‐1772), HUVECs (CRL‐1730), HEK‐293 (CRL‐1573), and hMSCs (PCS‐​500‐012) were purchased from the American Type Culture Collection (ATCC, Manassas, VA). HDFs (PH10605A) were obtained from Genlantis (San Diego, CA). hMSCs were cultured in alpha MEM containing 10% fetal bovine serum (FBS, 35‐015‐CV, Corning, NY), 1% penicillin–streptomycin (P/S, 15140–122, Gibco, Grand Island, NY), and 2 mM GlutaMAX (35050‐061, Gibco). HUVECs were maintained in vascular cell basal medium (PCS‐100‐030, ATCC) supplemented with Endothelial Cell Growth Kit‐VEGF (PCS‐100‐041, ACTT). Other cell types, such as C2C12 (DMEM, Welgene, Inc., Deagu, Korea), HEK (DMEM, Welgene), and HDF (DMEM, Welgene), were cultured in appropriate cell culture media supplemented with 10% FBS and 1% P/S.

### 4.9 Primary cell culture of rMSCs

rMSCs were isolated from a 6‐week‐old male Sprague–Dawley rat (DBL Co., Ltd., South Korea). The rat was euthanized by CO_2_ inhalation, then sacrificed by cervical dislocation. An incision was made in the ankle joint and side of the hind limbs, and the skin was removed using forceps. The hind limbs were disconnected from the trunk by scissors and placed in PBS after cutting under the ankle region. Muscles and connective tissue were removed from the femurs and tibias, and these bones were used for further step. Then, the bone marrow was separated from the tibias and femurs of the rats using centrifugation in 1.5 ml microcentrifuge tubes at a speed of 10,000*g* for 1 min. The separated bone marrow was suspended in growth medium (alpha MEM supplemented with 10% FBS and 1% P/S) and passed through a 70 μm cell strainer (352,350, Falcon, CA) to remove bone debris and blood aggregates. The filtered suspension was centrifuged at 2000 rpm for 5 min. The supernatant was aspirated, and the cell pellet was suspended in growth medium, seeded in a 100 mm culture dish, and cultured at 37°C in a humidified atmosphere of 5% CO_2_. The medium was changed every 2 days. All protocols involving animals were conducted according to the standards of IRB in the Dankook University regulations.

### 4.10 Cell adhesion assay

A cell adhesion study was performed on 6 mm diameter films of each material sterilized by EO gas. Cells were seeded at a density of 6.25 × 10^4^ cells/cm^2^ in 100 μl of culture medium and incubated at 37°C in a humidified atmosphere of 5% CO_2_ for 1 (cell‐adhesive mechanism study) or 24 h (cell‐adhesive property test). Then, the cells were fixed with 4% PFA, permeabilized with 0.5% Triton X‐100 for 10 min and incubated for 30 min with Alexa Fluor™ 546 Phalloidin (A22283, Invitrogen, Carlsbad, CA) or Alexa Fluor™ 488 Phalloidin (A12379) and 4′,6‐diamidino‐2‐phenylindole dihydrochloride (DAPI, D1306, Thermo Fisher Scientific) for 5 min to visualize nuclei and actin filaments, respectively. The stained images were taken with an Olympus DP72 camera (Olympus Corporation, Tokyo, Japan). The adherent cell numbers and area were measured by an image measurement program (ImageJ version 1.53).

### 4.11 Cell culture on 3D scaffolds

Three‐dimensional scaffolds (∮5 mm × 2 mm h) were sterilized by treatment with non‐thermal oxygen plasma for 10 min to maintain the porous structure and immersed in the medium in the syringe. Slight syringe pumping was performed to remove the air inside the scaffolds, and then, the 3D scaffolds were inserted into the middle of a 1.5 ml microcentrifuge tube. rMSCs (1 × 10^5^) were seeded on the top of the scaffolds, and the upper part of the tube was closed with a micropipette filter to exchange the gas. Cells were incubated at 37°C in a humidified atmosphere of 5% CO_2_ overnight, and then, the 3D scaffolds were transferred into an ultralow‐attachment 96‐well plate. For cell penetration inside scaffolds, cells on scaffolds were cultured for 3 and 5 days in growth medium and then stained with phalloidin as mentioned above, and Z‐stack images were obtained using a confocal laser scanning microscope (Zeiss LSM 700, Germany). For osteogenesis, cells on scaffolds were cultured in osteogenic medium for 14 days.

### 4.12 Integrin function‐blocking assay

ISB‐P films were punched with a 6 mm diameter and sterilized by EO gas. hMSCs (2 × 10^4^ cells/100 μl) were preincubated with 10 μg/ml of function‐blocking antibodies against integrin subunits α1 (FB12), α2 (P1E6), α3 (P4C2), α4 (P4C2), α5 (P1D6), α6 (NKI‐GOH3), β1 (6S6), β2 (CD18), and β3 (25E11; Millipore, Bedford, MA) in alpha MEM separately for 15 min at 37°C in a humidified atmosphere of 5% CO_2_. The preincubated cells were seeded on ISB‐P films placed inside 96‐well plates and incubated for 1 h at 37°C in a humidified atmosphere of 5% CO_2_. Then, nuclear and actin filament staining was performed as mentioned above, and images were taken by digital microscopy (Celena S, Logos Biosystem, Inc., Anyang‐si, South Korea). The cell area was quantified using ImageJ.

### 4.13 Fibronectin adsorption assay

Rhodamine fibronectin (#FNR01, Cytoskeleton, Inc.) was reconstituted to a final concentration of 20 μg/ml (2 μg/100 μl) in PBS. Then, PCL and ISB‐P films 6 mm in diameter were individually immersed in 100 μl of working solution at 37°C. After 1 h, the fluorescence intensity of the supernatants was measured using a 535 nm excitation and 585 nm emission filter set. The adsorption amount of fibronectin was determined by subtracting the fluorescence of a group without protein (*n* = 5).

### 4.14 RNA sequencing

For RNA sequencing, 2 × 10^4^ rMSCs were seeded on PCL and ISB‐P films (16 mm in diameter) sterilized by EO gas and TCP. After 4 h, total RNA was isolated by using RibospinTM (304–150, Geneall, Seoul, Korea) according to the manufacturer's protocol. RNA sequencing was performed by DNALink, Inc. (Seoul, Korea) (*n* = 3). In brief, RNA purity was determined by assaying 1 μl of total RNA extract on a NanoDrop8000 spectrophotometer. Total RNA integrity was assessed using an Agilent Technologies 2100 Bioanalyzer with an RNA integrity number (RIN) value. mRNA sequencing libraries were produced according to the manufacturer's instructions (Illumina TruSeq Stranded mRNA Library Prep Kit). mRNA was purified and fragmented from total RNA (1 μg) using poly‐T oligo‐attached magnetic beads with two rounds of purification. Cleaved RNA fragments primed with random hexamers were reverse transcribed into first‐strand cDNA using reverse transcriptase, random primers, and dUTP in place of dTTP.^108^ Then, a single “A” base was added to these cDNA fragments, followed by ligation of the adapter. The products were purified and enriched with PCR to create the final strand‐specific cDNA library. The quality of the amplified libraries was verified by capillary electrophoresis (Bioanalyzer, Agilent). After qPCR using SYBR Green PCR Master Mix (Applied Biosystems), libraries with index tagging were combined in equimolar amounts in the pool. Cluster generation occurred in the flow cell on the cBot automated cluster generation system (Illumina). Then, the flow cell was loaded on a NovaSeq 6000 1 sequencing system (Illumina), and sequencing was performed with a 2 × 100 bp read length. The obtained raw data were analyzed using ExDEGA software (v1.6.7, E‐biogen), and significantly expressed genes with fold changes >2 and *p* values <0.1 were chosen. 

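The p threshold and the minimum of 16 FPKM were varied in turn on the deposited values, with the fold change kept at over 2. Without the p threshold, 60 genes were higher and 9 lower on ISB-P, and with an unadjusted p under 0.05 they were 55 and 7. Without the minimum of 16 FPKM, 87 genes were higher and 20 lower. The paper's text names neither the test behind the p values nor the normalization.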

The 62 genes were selected and plotted in a heatmap using ExDEGA GraphicPlus (v2.0, E‐biogen, Seoul, Korea). The RNA‐seq data are available at the NCBI Gene Expression Omnibus with accession number GSE199790 (http://www.ncbi.nlm.nih.gov/geo/info/linking.html).

### 4.15 siRNA transfection

Predesigned rat and human Hspa1a‐specific siRNA duplexes (Ca. 24472‐1, 3303‐1) and nontargeting siRNA (AccuTarget™ Negative control siRNA, SN‐1003) were purchased from Bioneer (Daejeon, South Korea). Targeting (Hspa1a) siRNA and nontargeting (ctrl) siRNA were transfected individually using Lipofector‐EZ (AB‐LF‐EZ150, AptoBio, Yongin, Korea) according to the manufacturer's instructions with slight modifications. In brief, rMSCs and hMSCs were seeded at densities of 2.4 × 10^4^ cells/cm^2^ and 1.57 × 10^4^ cells/cm^2^, respectively, in growth medium. The next day, the medium was changed to alpha MEM supplemented with 10% FBS after washing with PBS. Targeting or nontargeting siRNA (1 μg/50 μl) and 2 μl/50 μl Lipofector‐EZ were prepared in alpha MEM. Diluted RNA and Lipofector‐EZ solution were mixed gently and incubated for 15 min at RT. Then, 50 μl of diluted complex was applied to each well and incubated at 37°C in a humidified atmosphere of 5% CO_2_. After 24 h, samples were collected for qRT‐PCR and cell adhesion arrays.

### 4.16 Myogenic differentiation

For static conditions, C2C12 cells were seeded (2 × 10^4^ cells/well) on films 6 mm in diameter (PCL@OP, ISB‐P sterilized by EO gas) and TCP (96‐well plates) and cultured in myogenic differentiation medium containing 5% horse serum and 1% insulin‐transferrin‐selenium (Gibco, Invitrogen, Carlsbad, CA) for 5 days or 7 days. For dynamic conditions, materials were applied to UniFlex**®** culture plates, and cells were seeded at a density of 3 × 10^5^ cells/well. Cells were cultured in differentiation conditions under dynamic tension using a Flexcell machine (Dunn Labortechnik, Asbach, Germany) with 10% strain, 0.5 Hz, and 1 h of tension stimulus each day for 4 days. At each time point, cells were washed with PBS, fixed in 4% paraformaldehyde (PFA), and permeabilized in PBS containing 0.5% (v/v) Triton X‐100 (T8787, Sigma‐Aldrich) for 10 min. After three washes in PBS, cells were incubated in PBS containing 1% (w/v) bovine serum albumin (BSA, BAH68‐1272, Equitech‐Bio, Inc., Kerrville, TX) for 1 h at RT for blocking. MHC (SC‐376157, Santa Cruz Biotechnology, Inc., Santa Cruz, CA) was diluted 1:100 in blocking solution and applied overnight at 4°C, followed by three washes with PBS. Then, the cells were incubated in the dark with a 1:100 dilution of FITC‐conjugated donkey anti‐mouse IgG antibody (715‐095‐150, Jackson ImmunoResearch Laboratories, West Grove, PA) or rhodamine (TRITC)‐conjugated antibody (715‐025‐150) for 60 min at RT. After three washes with PBS, nuclear and actin filament staining was performed as mentioned above, and the multinucleated myotubes were observed using an inverted microscope (Olympus, IX71, Tokyo, Japan) and quantified using ImageJ.

### 4.17 Osteogenic differentiation

For osteogenic differentiation, rMSCs were seeded on PCL and ISB‐P films 6 mm in diameter that had been sterilized by EO gas or on oxygen plasma‐treated 3D scaffolds and cultured in alpha MEM supplemented with 10% FBS, 1% P/S, 10 mM β‐glycerophosphate, 10 nM dexamethasone, and 50 μg/ml ascorbic acid for 7 or 14 days. The different sterilization methods were performed for matching initial cell numbers. The medium was changed every 3 days. Osteogenic gene expression (RUNX2, ALP, COL1, OCN, and BSP) was evaluated at 7 days by quantitative real‐time PCR (qRT‐PCR), and mineralization was estimated by ARS staining at day 14.

### 4.18 qRT‐PCR

Total RNA was isolated using RibospinTM (304‐150, Geneall, Seoul, Korea) according to the manufacturer's protocol, and RNA quality and quantity were analyzed in a NanoDrop 2000 spectrophotometer (ND‐2000, Thermo Fisher Scientific). One gram of total RNA (1 μg) was used for the synthesis of first‐strand cDNA using Accupower RT premix (K‐2043, Bioneer). qRT‐PCR was performed with 2X SensiMix SYBR Hi‐ROX Mastermix (QT‐605‐05, Bioline, UK) according to the manufacturer's protocol using the primers shown in Table S3. RUNX2, ALP, Col 1, BSP, OCN, and GAPDH primers were purchased from Integrated DNA Technologies, Inc. (Coralville, IA), and DNAJA1, HSP90AA1, HSPA1A, and HSPH1 primers were obtained from Bioneer. The Ct value was used to determine the efficiency of different genes with respect to glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) as the endogenous reference amplified from the samples. The internal control ΔCt was calculated by (ΔCt = Ct a target gene −Ct a GAPDH), and then, the relative transcript quantities were calculated using the ΔΔCt (ΔΔCt = ΔCt a target sample −ΔCt a control sample) method. The fold change for each gene was subsequently determined from 2^−ΔΔCt^. Each measurement was performed in triplicate (*n* = 3). The primer sequences of the genes are shown in Table S3. RUNX2, ALP, Col 1, BSP, OCN, and GAPDH primers were purchased from Integrated DNA Technologies, Inc. (Coralville, IA), and DNAJA1, HSP90AA1, HSPA1A, and HSPH1 primers were obtained from Bioneer.

### 4.19 ARS staining

At 14 days, mineralization was evaluated by ARS staining. For this procedure, samples were washed with PBS, fixed in 4% PFA for 10 min, washed with deionized water (DW) and then incubated with 40 mM Alizarin red (pH 4.2; Sigma‐Aldrich) solution for 30 min at RT. Next, the samples were washed 3 times with DW and then dried at RT. The stained images were acquired using an Epson Perfection V300 photo scanner. The dye was dissolved in 10% cetylpyridinium chloride (Sigma‐Aldrich), and the absorbance was measured at 562 nm using a spectrophotometer (Varioskan LUX, Thermo Fisher Scientific, MA) (*n* = 3).

### 4.20 In vitro biocompatibility test

Human monocytes (THP1, ATCC) were differentiated into adherent macrophages by PMA (50 ng/ml, Peprotech) treatment for 24 h and seeded on PCL@OP, ISB‐P, and TCP. THP‐1 cells were lysed immediately after a 48 h polarization step, and qPCR was performed to measure inflammatory gene (TNF‐a, IL‐1b, and IL‐6) expression. Primer sequences are listed in Table S3.

### 4.21 In vivo animal studies

First, in vivo tissue responses, biocompatibility, and organ toxicity were examined in Sprague–Dawley (5‐week‐old, male) rats by subcutaneous implantation. The Animal Care and Use Committee at Dankook University, Republic of Korea (#17–011), approved the animal care and experimental protocols. The animals were adapted for 5–8 days before surgery. Each rat was housed in a cage under a controlled environment with free access to water and food provided ad libitum following guidelines. Animal surgery was performed under general anesthesia [(a mixture of ketamine (80 mg/kg) and xylazine (10 mg/kg)]. The biosafety of PCL‐PU and PCL film (8 mm diameter × 0.25 height) was tested by implantation in separated subcutaneous tissue pockets on both lateral sides of the spine, and the incision was closed by a nonabsorbable suture (4–0 Prolene, Ethicon Germany). After 2 and 4 weeks of implantation, the surrounding tissue was collected for histological analysis after immediate fixation in 10% neutral buffered formalin for 24 h at RT. And after 8 weeks of implantation, the major organs (kidney, liver, spleen, lung, and heart) were obtained to access the organ toxicity based on histological analysis. Next, a long‐term bone regeneration study was performed in a rat calvarium regular‐shape defect model established as described previously.^109^, ^110^ The calvarial skin and periosteum were exposed by a sagittal incision in the middle of the scalp under general anesthesia administered by intramuscular injection [a mixture of ketamine (80 mg/kg) and xylazine (10 mg/kg)]. A 5‐mm diameter trephine (South Korea) was used to create regular bone defects on the right and left sides of the parietal bone under cooling conditions. Then, a 3D PCL‐PU scaffold (5 mm diameter × 2 mm height) was applied to the bone defect area, the periosteum was sutured with absorbable sutures (4–0 Vicryl®, Ethicon, Germany), and the skin was folded with nonabsorbable suture material (4–0 Prolene, Ethicon, Germany). Maxillary sinus defects and long‐bone defects in rabbits were created by a high‐speed dental machine. For x‐ray analysis, iodoform in excess was dissolved in ethanol. This solution was absorbed by the porous scaffold and then removed. Before implantation, the scaffold it was pressed until it was half its uncompressed height, as confirmed by x‐ray analysis. The defect width was the same as the half‐height of the scaffold, and the length was the same as the scaffold width. After 1 h of surgery, x‐ray imaging was used to confirm that the cavity was filled with scaffold. Micro‐CT (μ‐CT) imaging and histological analysis were conducted 8 weeks after the operation. The animals were euthanized by CO_2_ inhalation. The defect sites were dissected, fixed in 10% neutral buffered formalin (NBF), and subsequently scanned by a μCT instrument (Skyscan 1176, Skyscan, Aartselaar, Belgium). After the scans, bone visualization was performed with 3D iso‐surface renderings, and new BV, BS, and BSD values were determined.

### 4.22 Histological and immunohistochemical analysis

All the samples were dehydrated in an ethanol series, embedded in paraffin, and sectioned at 5‐μm thickness.^111^ Especially the tissue samples obtained from calvarial defects were completely decalcified in RapidCal™ solution (BBC Chemical Co.) before dehydration. For histology analysis, the tissue slides were stained with hematoxylin and eosin (H&E) and Masson's trichrome (MT) and visualized by light microscopy after hydration. Inflammation scores were further determined by pathologist using high‐magnified H&E stained images.^112^ For IF examination, the sections were incubated with primary antibodies targeting iNOS (ab15323, Abcam), TNF‐α (52B83, Santa Cruz), CD206 (6A598, Santa Cruz), and Arg‐1 (ab203490, Abcam) to detect proinflammatory and anti‐inflammatory markers. Secondary antibodies conjugated with rhodamine (Alexa Fluor 594) and FITC (Alexa Fluor 488) and DAPI were applied for counterstaining. The IF‐stained sections were observed using a fluorescence microscope (IX71, Olympus, Japan), and quantitative analysis was performed using ImageJ software.

## AUTHOR CONTRIBUTIONS

**Suk‐Min Hong:** Conceptualization (equal); data curation (equal); methodology (equal); writing – original draft (equal). **Ji‐Young Yoon:** Conceptualization (equal); data curation (equal); formal analysis (equal); investigation (equal); methodology (equal); writing – original draft (equal). **Jae‐Ryung Cha:** Conceptualization (equal); data curation (equal); formal analysis (equal); writing – original draft (equal). **Junyong Ahn:** Data curation (equal); formal analysis (equal); investigation (equal). **Nandin Mandakhbayar:** Data curation (equal); formal analysis (equal); funding acquisition (equal); methodology (equal). **Jeong Hui Park:** Data curation (equal); investigation (equal). **Junseop Im:** Formal analysis (equal); funding acquisition (equal); investigation (equal). **Gangshi Jin:** Data curation (supporting); investigation (supporting); resources (supporting). **Moon‐Young Kim:** Data curation (equal); funding acquisition (equal). **Hae‐Hyoung Lee:** Conceptualization (equal); data curation (equal); funding acquisition (equal). **Jung‐Hwan Lee:** Conceptualization (equal); supervision (equal); writing – review and editing (equal); funding acquisition (equal). **Hae‐Won Kim:** Conceptualization (equal); supervision (equal); writing – review and editing (equal); funding acquisition (equal).

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## Supporting information

**Appendix S1** Supporting information Click here for additional data file.

**Video S1** Stability of the suture interface between tissue and ISB‐P Click here for additional data file.

**Video S2** Shape memory of a thread form at 37.5°C Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Hyperelastic, shape‐memorable, and ultra‐cell‐adhesive degradable polycaprolactone‐polyurethane copolymer for tissue regeneration
**Source:** Bioeng Transl Med. 2022 May 5;7(3):e10332. doi: 10.1002/btm2.10332
**Supplement:** Supplementary file 1 — Appendix S1 Supporting information

**Hyperelastic, shape-memorable and ultra-cell-adhesive degradable polycaprolactone-polyurethane copolymer for tissue regeneration**

Suk-Min Hong^1,2,3,#^, Ji-Young Yoon^1,2,5,11,#^, Jae-Ryung Cha^1,2,3,#^, Junyong Ahn^1,2,4,5^, Nandin Mandakhbayar^1,2,5^, Jeong Hui Park^1,5^, Junseop Im^7^, Gangshi Jin^1,2,5^, Moon-Young Kim^1,5,8^, Jonathan C. Knowles^2,5,9,10^, Hae-Hyoung Lee^1,2,4,5^, Jung-Hwan Lee ^1,2,4,5,6*^, Hae-Won Kim ^1,2,4,5,6*^

----------------------

^#^These authors contributed equally to this work.

**Supplementary information**

**Table S1. Summary of the composition of PCL-diol-HDI-based polyurethane depending on isosorbide derivative**.

| **Polyurethanes** | **HDI (g)** | **PCL diol**  **(M_w_ 2000) (g)** | **Isosorbide (g)** | **Ethoxylated isosorbide** | **Propoxylated isosorbide** | **Yield (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| mole ratio / weight (g) | | | | | | |
| ISB-P | 10 / (10) | 5 / (59.457) | 0 / (0) | 0 / (0) | 5 / (12.854) | 96.9 |
| ISB-E | 10 / (10) | 5 / (59.457) | 0 / (0) | 5 / (10.499) | 0 / (0) | 97.5 |
| ISB-2′ | 10 / (10) | 5 / (59.457) | 5 / (4.344) | 0 / (0) | 0 / (0) | 91.1 |
| ISB-free | 10 / (10) | 10 / (118.913) | 0 / (0) | 0 / (0) | 0 / (0) | 98.5 |

**Table S2. Molecular weights (M_n_, M_w_) and polydispersity indices of PCL and PCL-PUs determined by gel permeation chromatography. The second value of PCL in parenthesis was provided by manufacturer (Sigma, Cat. Num. 440744).**

|  | **M_n_ (g/mol)** | **M_w_ (g/mol)** | **PDI** |
| --- | --- | --- | --- |
| ISB-E | 123,786 | 142,586 | 1.152 |
| ISB-P | 139,744 | 159,354 | 1.14 |
| ISB-2′ | 50,986 | 103,336 | 2.027 |
| ISB-free | 70,586 | 89,534 | 1.268 |
| PCL | 85,658  (80,000) | 224,120  (<160,000) | - |

**Table S3. Primer sequence.**

| **Genes** | **Forward primers (5′-3′)** | **Reverse primers (5′-3′)** |
| --- | --- | --- |
| RUNX2 (rat) | GACCGACACAGCCATATA | TCCCTAACCTGAAACCAAAG |
| ALP (rat) | CTCTGCCGTTGTTTCTCTAT | AGGTGCTTTGGGAATCTG |
| Col 1 (rat) | CTGGTACATCAGCCCAAAC | GAACCTTCGCTTCCATACTC |
| BSP (rat) | GGACACTTACCGAGCTTATG | CCTTCACTGGTGGTAATAAT |
| OCN (rat) | GCTTCAGCTTTGGCTACT | CGTTCCTCATCTGGACTTTAT |
| DNAJA1 (rat) | GATTAAGGAGGGCGGAGCAG | ACTGAGAGCTGATGCACGAC |
| HSP90AA1 (rat) | TTCCAACTCCTCAGACGCTC | GGGTTCGGTCTTGCTTGTTG |
| HSPA1A (rat) | CCTGAGCAAGGAGGAGATCG | CATGTTGAAGGCATAGGACTCG |
| HSPH1 (rat) | GTTGAGCTGCCTGTTGAAGC | CGGCGTTCTTAGCATCGTTC |
| GAPDH (rat) | CAAGGATACTGAGAGCAAGAG | ATGGAATTGTGAGGGAGATG |
| HSPA1A (human) | GCTGACCAAGATGAAGGAG | GCTCAAACTCGTCCTTCTC |
| Integrin α5 (human) | GGACTGTGGAGAAGACAACATC | GTGAGGTTCAGGGCATTCTT |
| TNF-α (human) | TGCTTGTTCCTCAGCCTCTT | CAGAGGGCTGATTAGAGAGAGGT |
| IL1-β (human) | CCAGGGACAGGATATGGAGCA | TTCAACACGCAGGACAGGTACAG |
| IL-6 (human) | ACAGCCACTCACCTCTTCAG | CCATCTTTTTCAGCCATCTTT |
| GAPDH (human) | GGA GTC CAC TGG CGT CTT CAC | GCT GAT GAT CTT GAG GCT GTT GTC |

**sVideo 1. Stability of the suture interface between tissue and ISB-P**

**sVideo 2. Shape memory of a thread form at 37.5°C.**

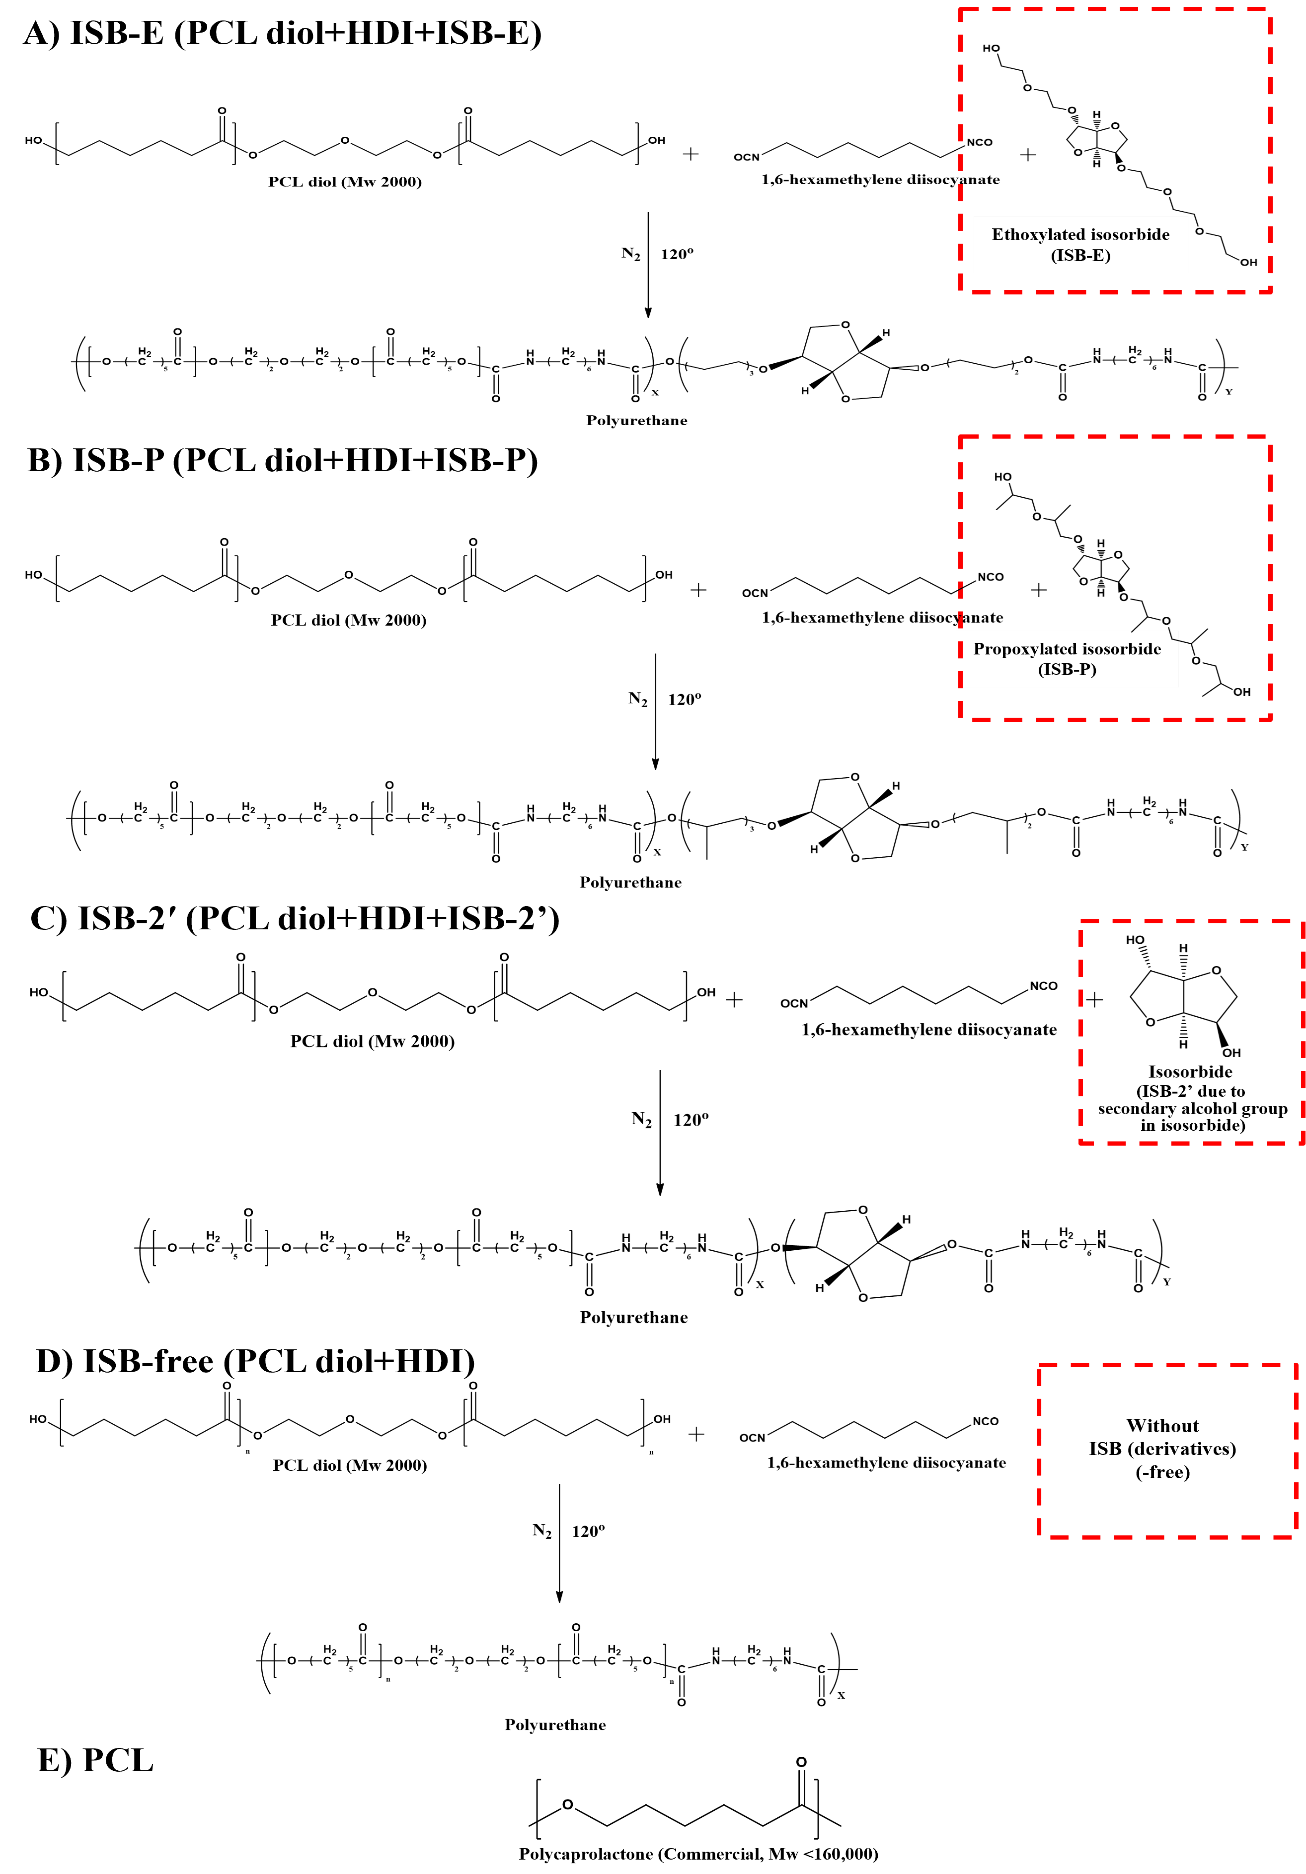

**sFig. 1** **Schematic structure of PCL-PU derivatives and PCL.** A) ISB-E from PCL diol, hexamethylene diisocyanate1,6-hexamethylene diisocyanate (HDI), and ethoxylated isosorbide (E), B) ISB-P from PCL diol, HDI, and propoxylated isosorbide (P), C) ISB-2′ from PCL diol, HDI, and bare isosorbide (with secondary alcohol group; 2’), D) ISB-free from PCL diol and HDI without isosorbide (derivatives) and E) commercially available high-molecular weight PCL (Mn 80,000 and Mw < 160,000).

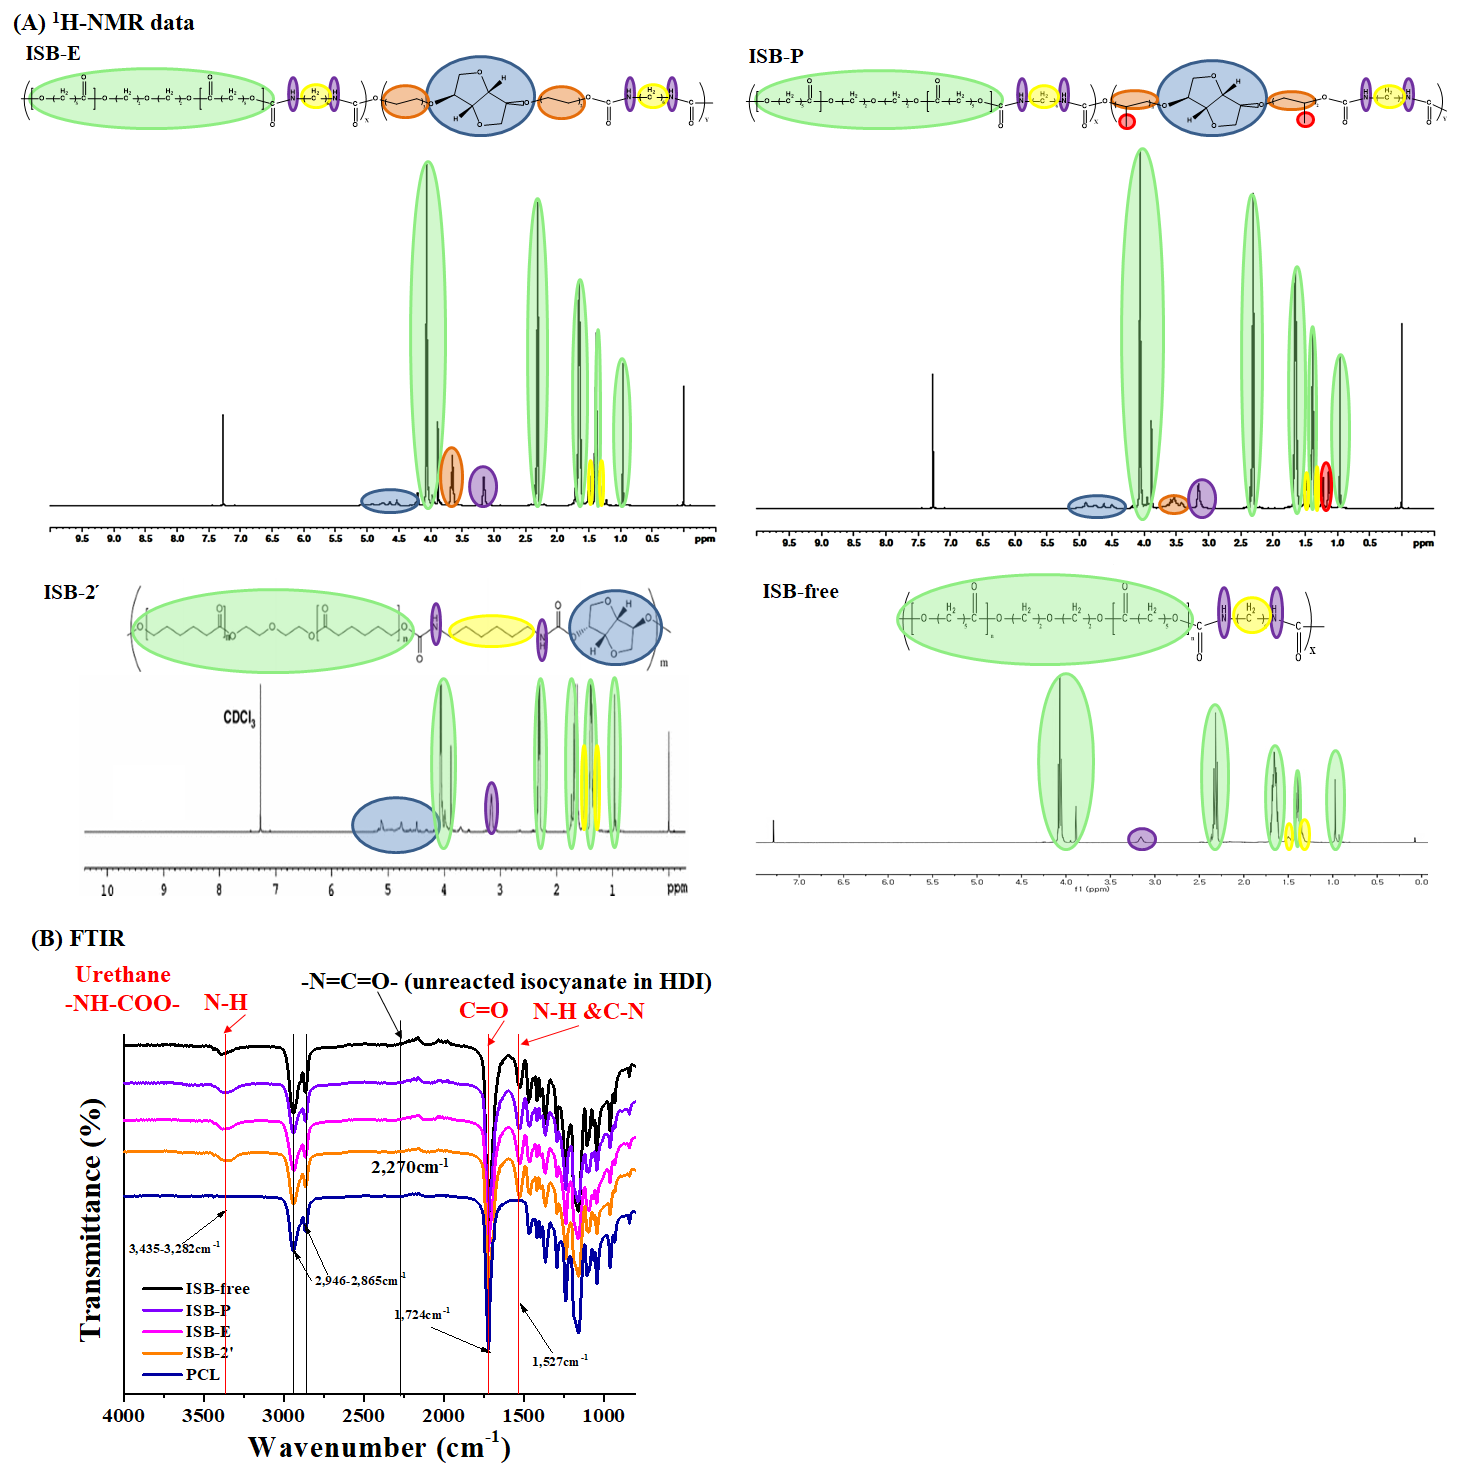

**sFig. 2. Confirmation of synthesized PCL-PUs.** A) ^1^H-NMR spectra of ISB-E, ISB-P, ISB-2’ and ISB-free B) and FT-IR spectra of PU derivatives and PCL. ^1^H-NMR spectra of ISB-2’ was re-used from our previously study ^1^. Urethane (-NH-COO-) peaks (red line) were successfully detected in all PCL-PU while unreacted isocyanate peak from HDI was not detected.

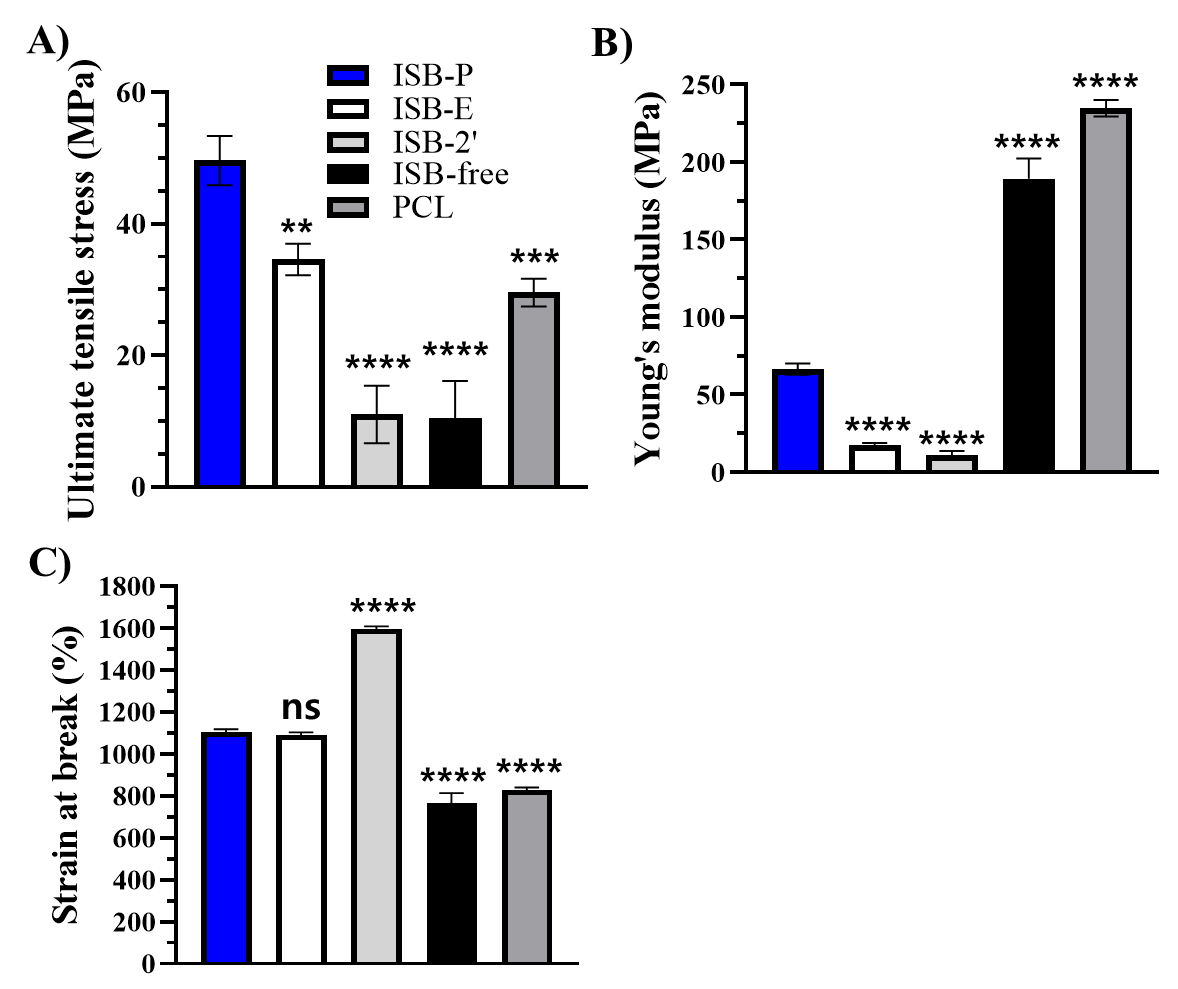

**sFig. 3. Mechanical properties calculated based on the stress-strain curve.** A) Stress-strain curve measured by a universal testing machine, B) ultimate tensile stress, C) Young`s modulus, and D) strain at break (%) (n=5, ** <0.01, ***<0.001, ****<0.0001 compared to ISB-P, One-way ANOVA with Dunnett`s tests, ns (no significant difference)).

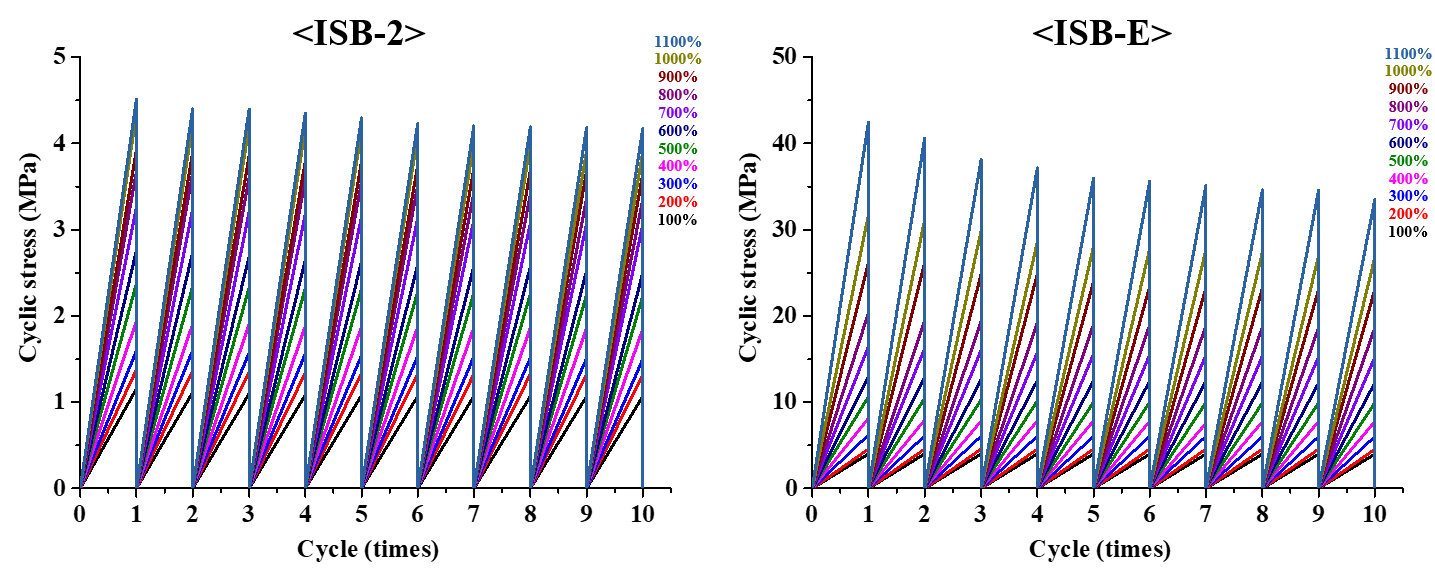

**sFig. 4. Cyclic tensile test result using ISB-2 and ISB-E up to 10 cycles.** ISB-free was excluded from this cyclic tensile study due to low elasticity.

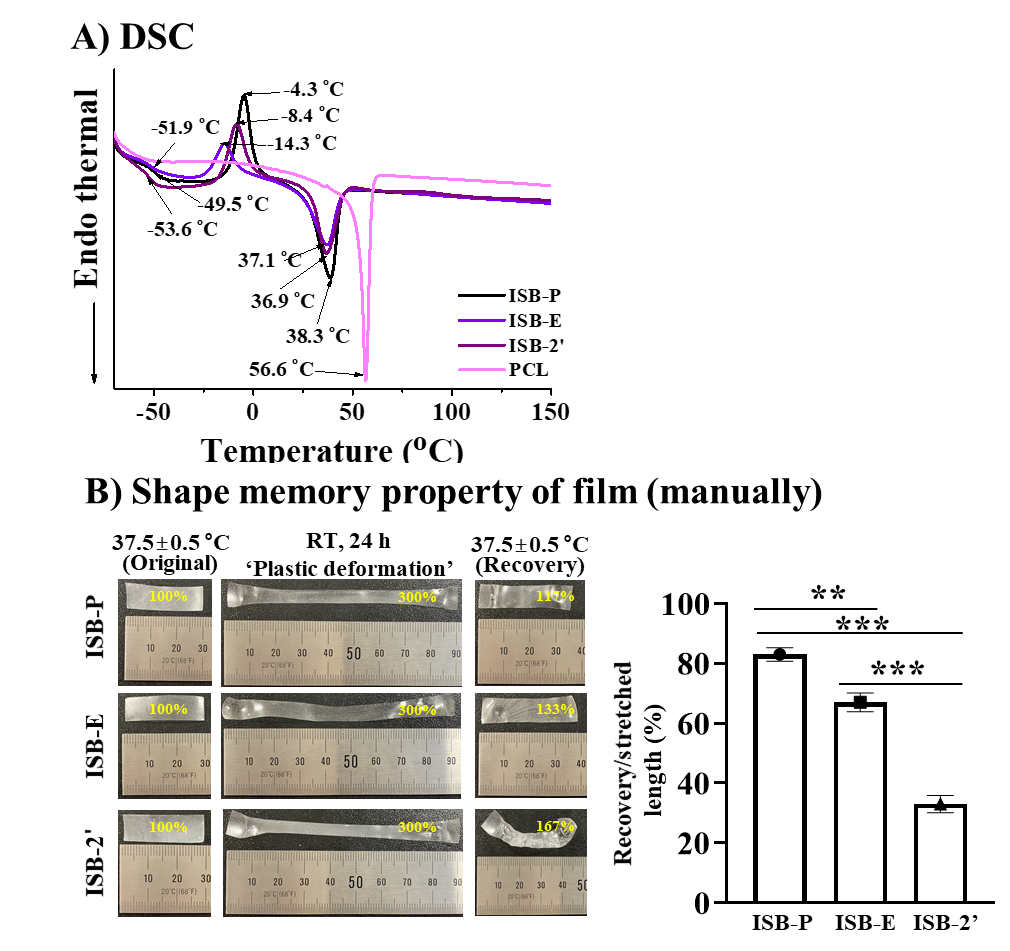

**sFig. 5. Shape memory property of PCL-PUs.** A) Tm values investigated by DSC for determining theoretical memory transfer temperature for inducing shape-memory change. B) Bulk shape memory property under tension was performed on film, revealing the most recovery property in ISB-P than others (n=3, **P<0.01, ***P<0.001 by one-way ANOVA with Dunnett`s test).

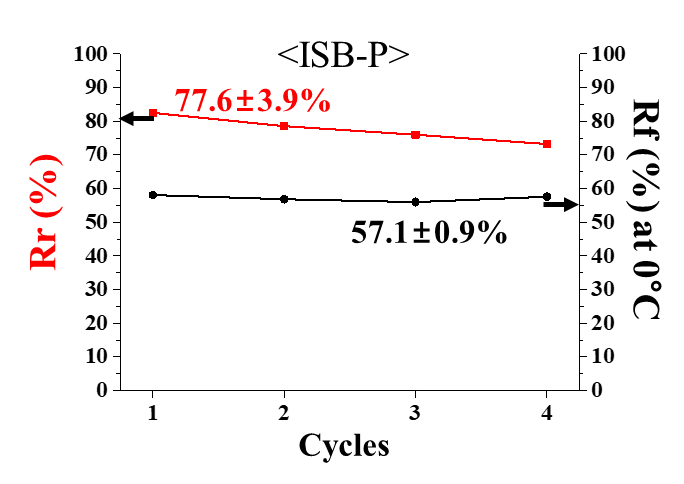

**sFig. 6 Shape recovery ratio (R_r_) and shape fixing ratio (R_f_) of ISB-P, measured by a thermomechanical cyclic experiment.**

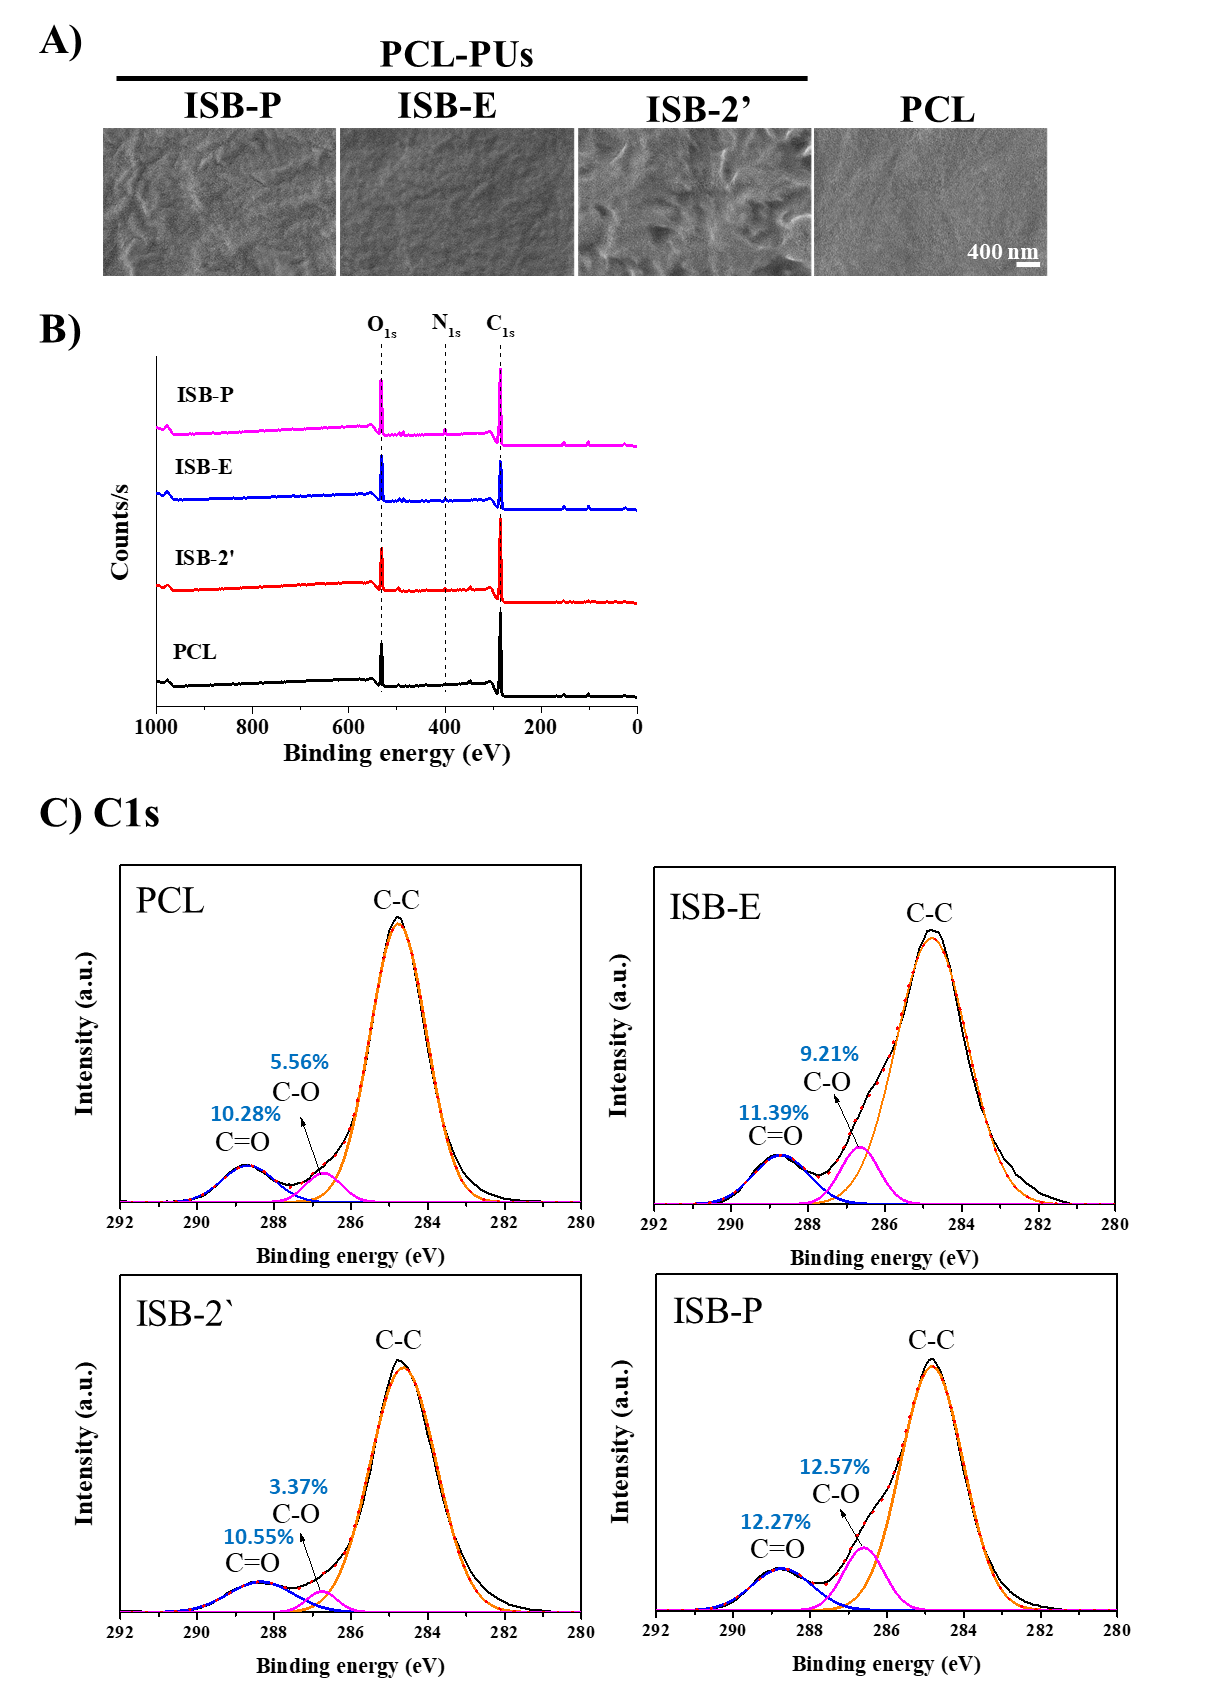

**sFig. 7. Surface characterization.** (A) Visualization by SEM and (B-C) chemical bonding analysis by XPS. After the survey scan, the C1s peak was analyzed in detail.

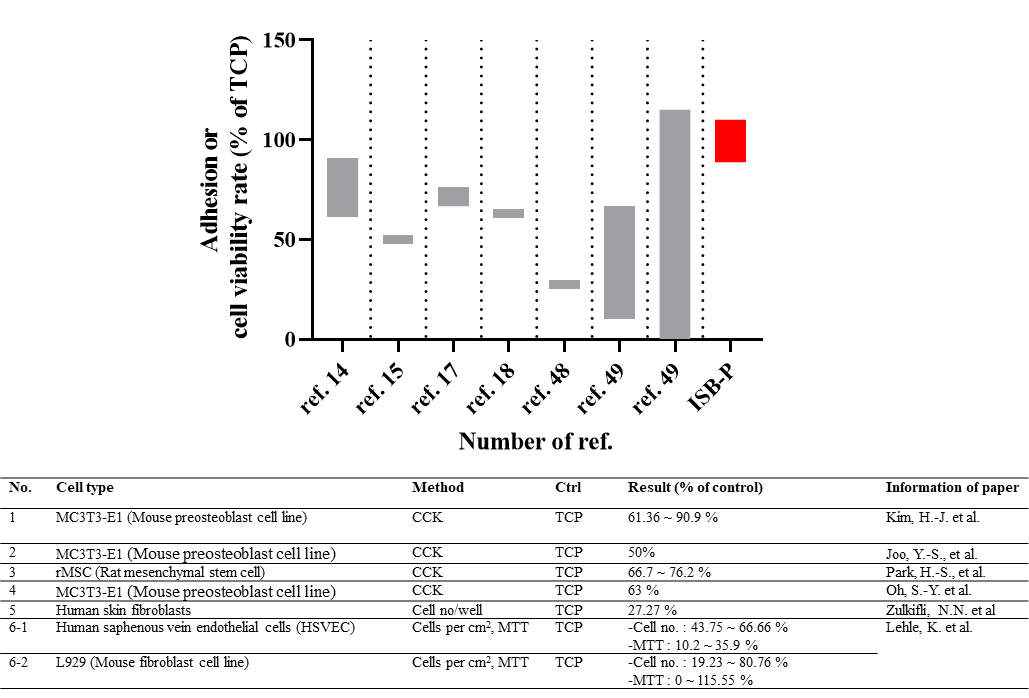

**sFig. 8. Cell-adhesive properties of PU compared to those of TCP according to other literatures ^1-6^ versus those of ISB-P, confirmed by the results of CCK, MTT or cell adhesion area analysis.** ISB-P showed higher stability and stronger hyperadhesion than TCP.

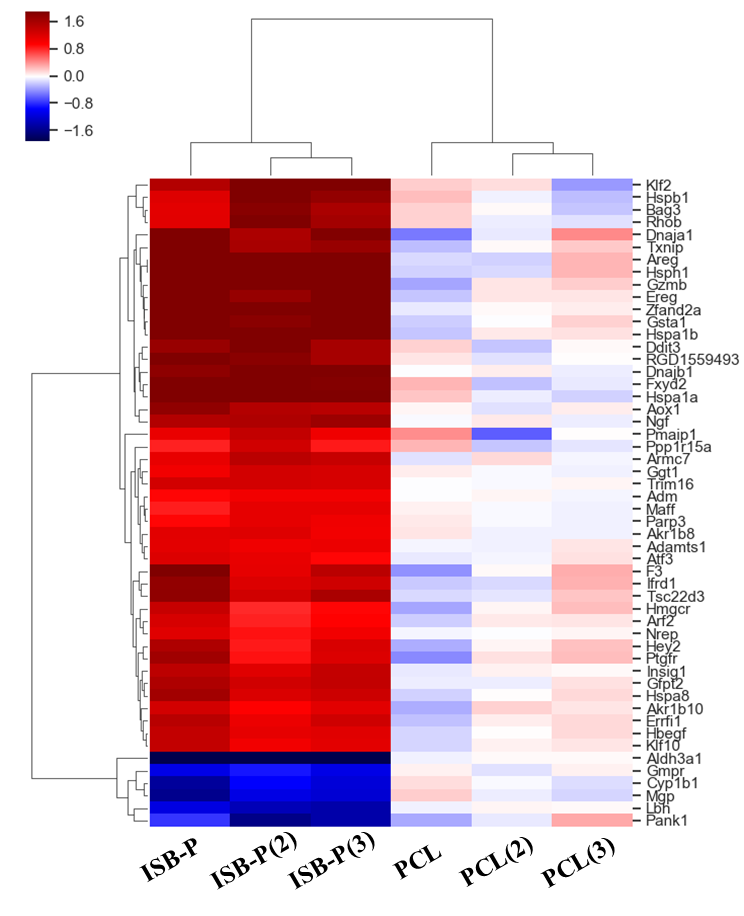

**sFig. 9. Heat map of genes with upregulated and downregulated expression from triplicate RNA sequence analysis (n=3).** Sixty-two significantly different genes with over twofold changes from normalized values over 16 were visualized.

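All 62 genes of the paper's list were among the tested genes. For 60 of them the 3 ISB-P libraries did not overlap the 3 PCL libraries, a separation that chance gives for 10% of genes and that 17.7% of all tested genes showed. The other 2 were Chordc1 and Rpl37a-ps1, a ribosomal protein pseudogene that was 508, 0 and 137 FPKM in PCL replicates 1, 2 and 3 and 37.5, 0 and 81.0 on ISB-P, and whose log2 fold change of -1.49 changed sign without ISB-P replicate 2 or PCL replicate 1. Adjusted over all tested genes, 47 of the 62 had an adjusted p under 0.05 in limma. Adjusted over the 62 alone the number was 61, but the genes were selected on these same libraries. With the replicate number as a block it was 61 over all tested genes, where the change from replicate 1 to replicate 3 on ISB-P rose with that on PCL across genes with a slope of 1.24. The 12 genes of the list that did not pass all of the paper's thresholds here were Aox1, Banp, Cryab, Hmox1, Hsp90ab1, Il1rn, Kdm6b, Layn, Maff, Ninj1, Prkar1b and Rpl37a-ps1.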

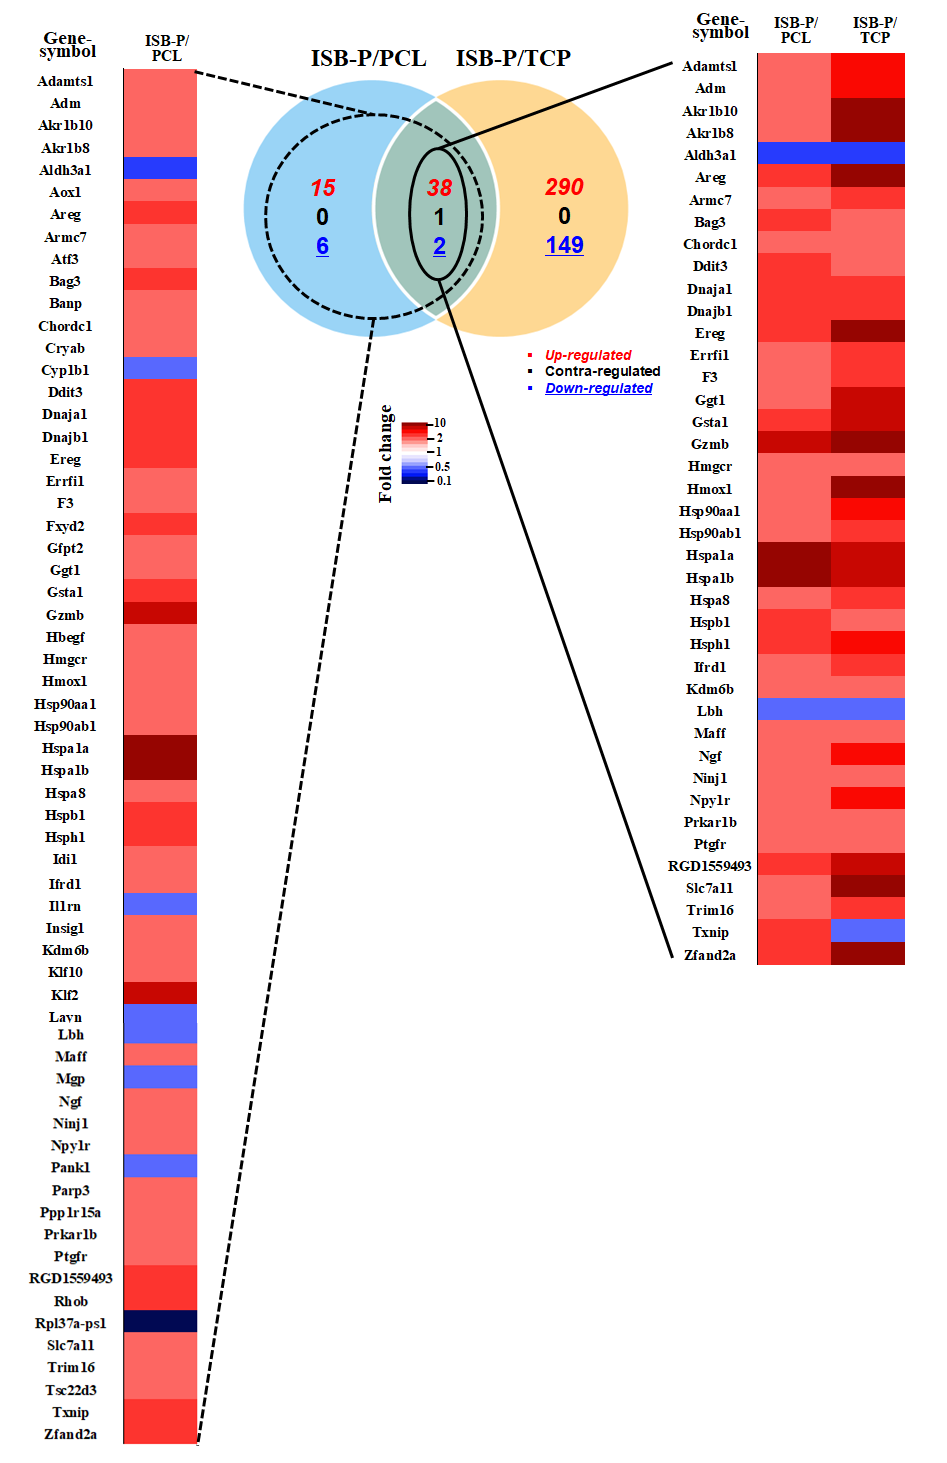

**sFig. 10. Venn diagram showing the overlap of differentially expressed genes (DEGs) detected by RNA sequencing among the 3 groups.** Red, black, and blue indicate genes with up, contra- or downregulated expression between groups, respectively. The list of DEGs with colored fold changes is shown in detail.

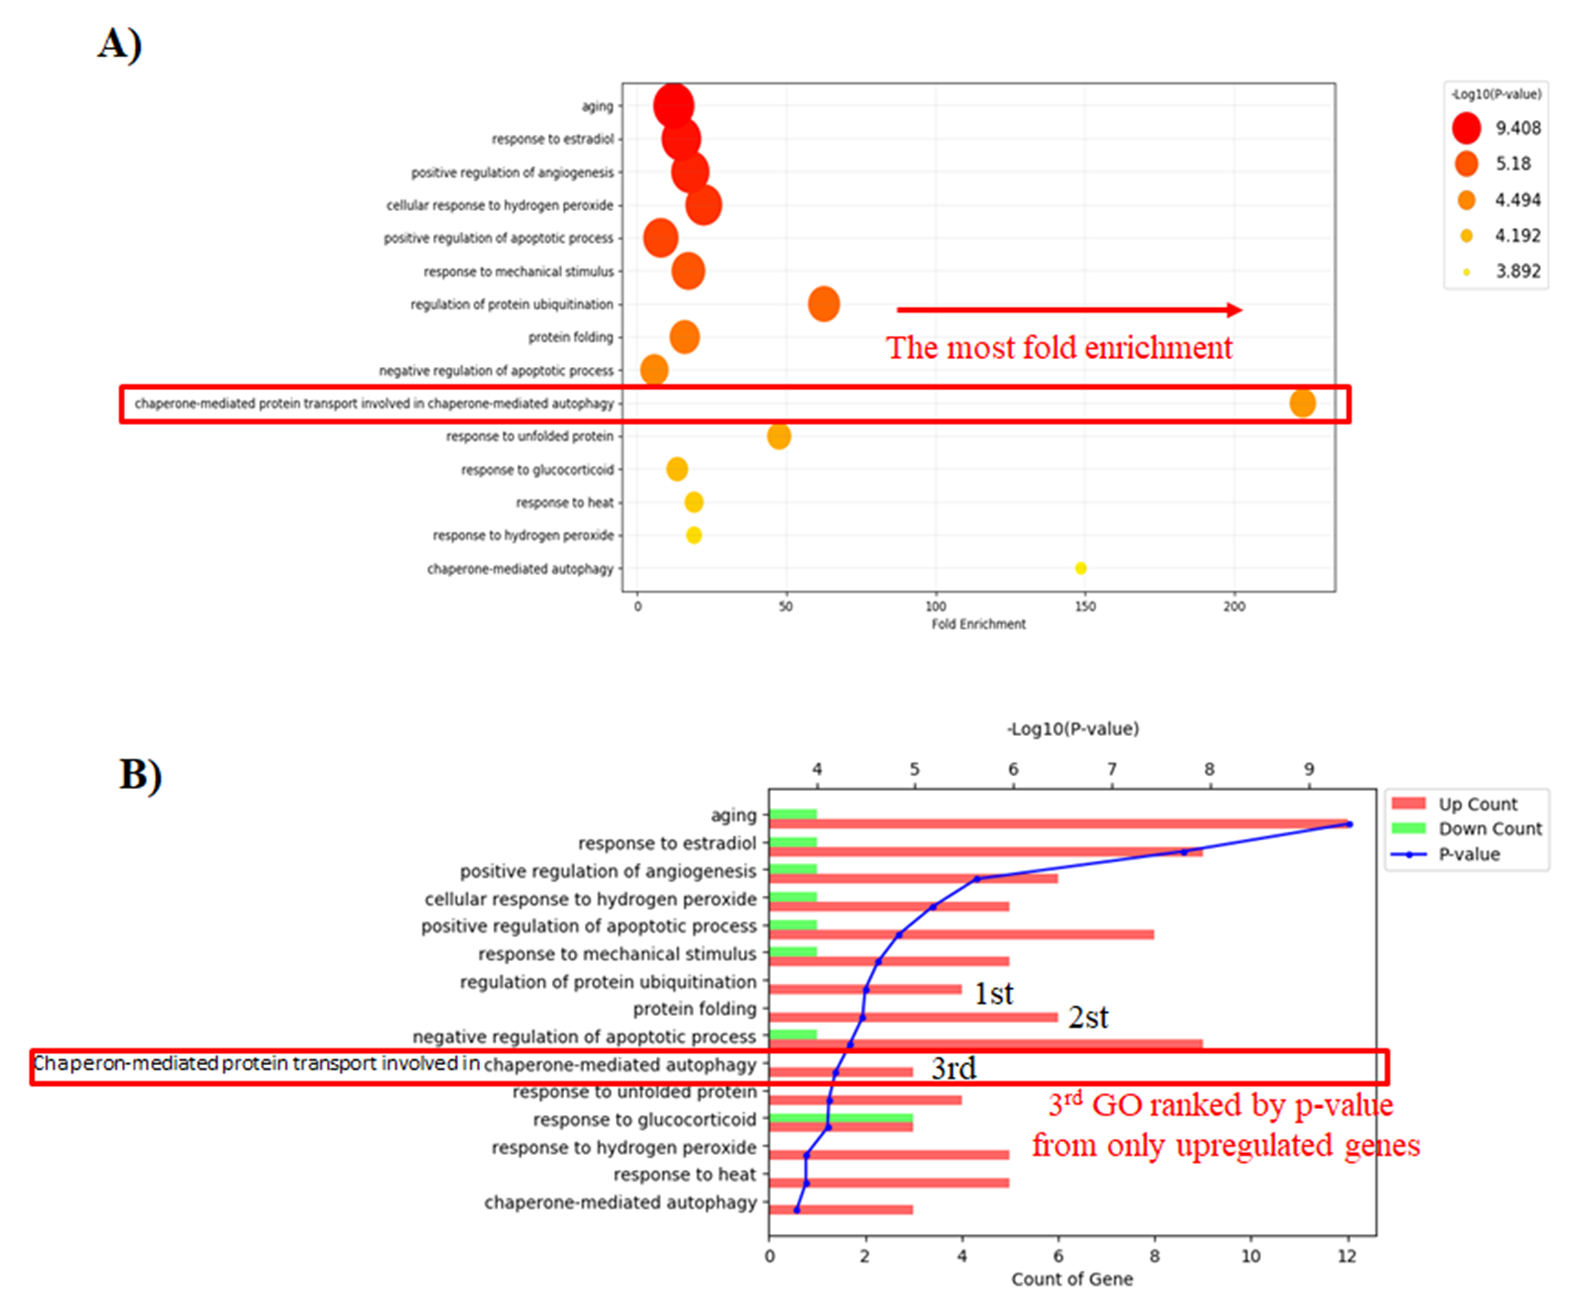

**sFig. 11. Top enriched Gene Ontology terms by DAVID analysis of 62 genes with up- or downregulated expression in ISB-P with respect to PCL.** The most fold enrichment GO term was ‘Chaperone-mediated protein transport involved in chaperone-mediated autophagy’, indicating the possible involvement of chaperone-mediated genes in ISB-P’s cell-adhesiveness.

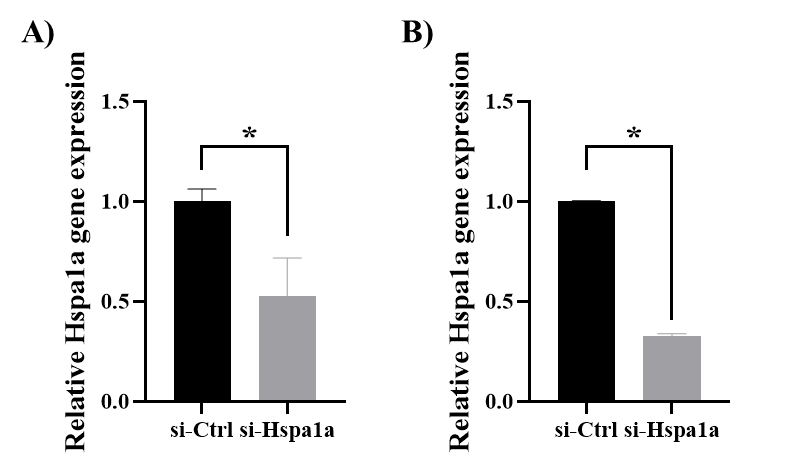

**sFig. 12. Hspa1a gene knockdown in rMSCs (A) and hMSCs (B) by si-Hspa1a confirmed by qRT-PCR.** Hspa1a gene knockdown by si-Hspa1a was confirmed by qRT-PCR. *P<0.05, by t-test.

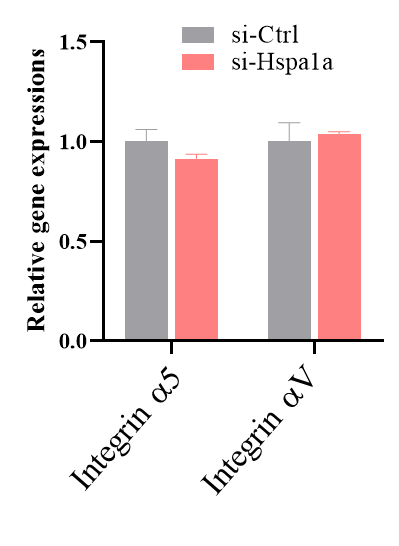

**sFig. 13. *α5* and *αν* integrin gene expression in si-Hspa1a-treated hMSCs.** It showed no change of transcription level of integrin *α5* and *αν* compared to the si-Ctrl-treated group (n=3, P>0.05).

**sFig. 14. The adsorption amount of fibronectin was revealed using rhodamine-conjugated fibronectin.** After 1 h of incubation with 20 µg/ml fibronectin solution on specimens in 96-well plates, the adsorption amount of fibronectin was calculated by the fluorescence intensity difference between the initial and supernatant solutions (n=5, P>0.05).

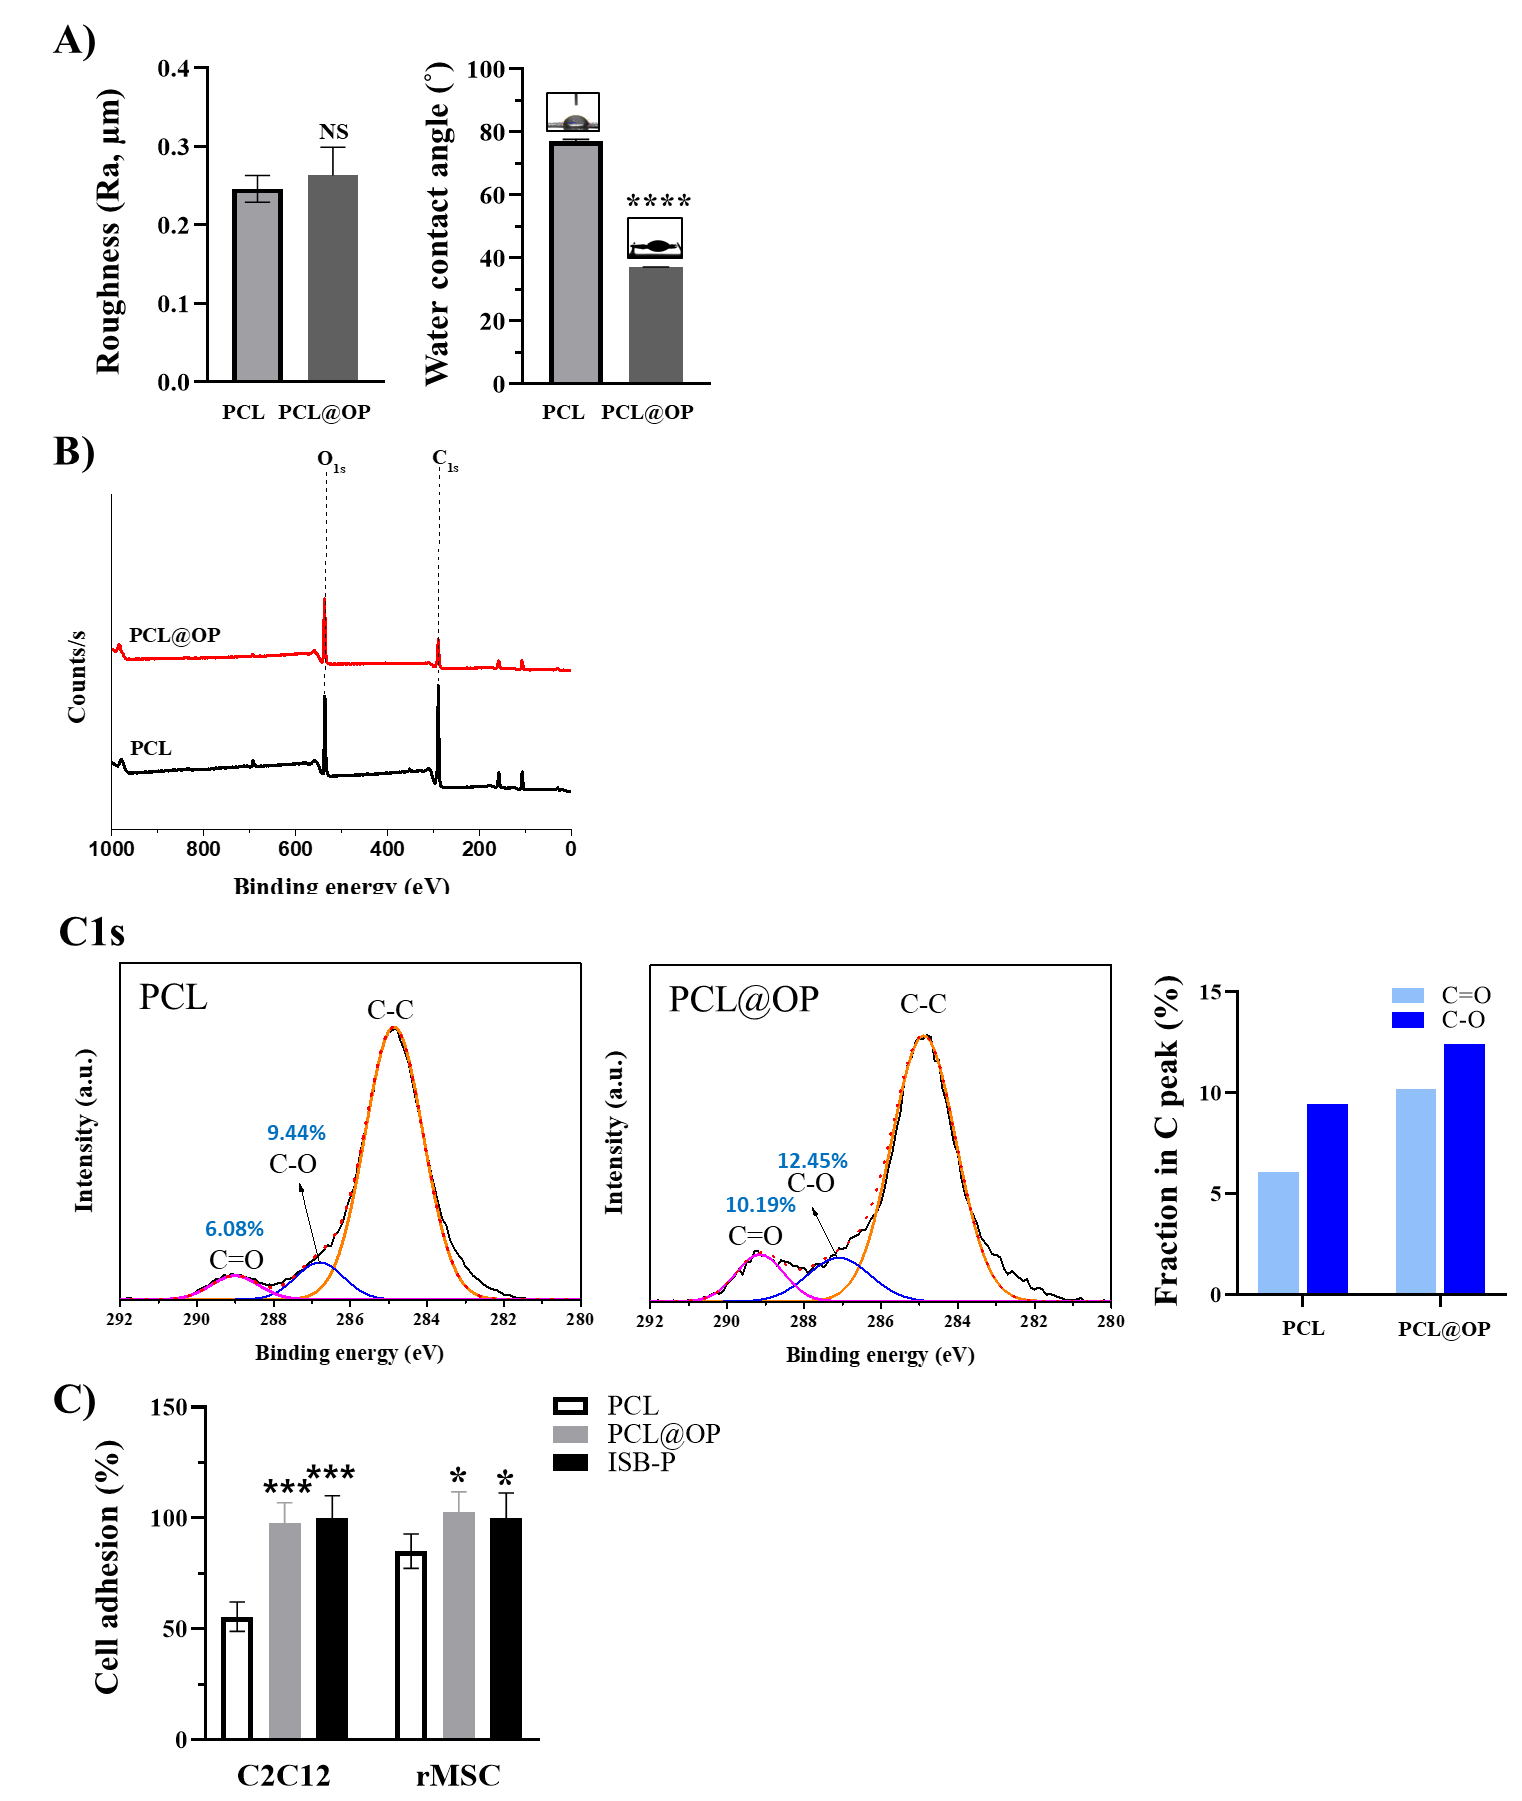

**sFig. 15. Comparison of surface characteristics and cell adhesion before and after oxygen-plasma treatment.** (A-B) Surface characteristics. A) Roughness (n=3), water contact angle (n=3), ****P<0.0001 by unpaired t test. B) Survey spectra and the high-resolution XPS spectra of C1s peak. (C) Cell adhesion (%) comparison among PCL, PCL@OP, and ISB-P. C2C12 and rMSC were seeded respectively on substrate and adherent cell numbers after 24 h were normalized to that of bare ISB-P (n=5). *P<0.05, ***P<0.001 compared to bare PCL, by 2-way ANOVA with Dunnett`multiple comparisons test. No statistical difference between PCL@OP and ISB-P (P>0.05).

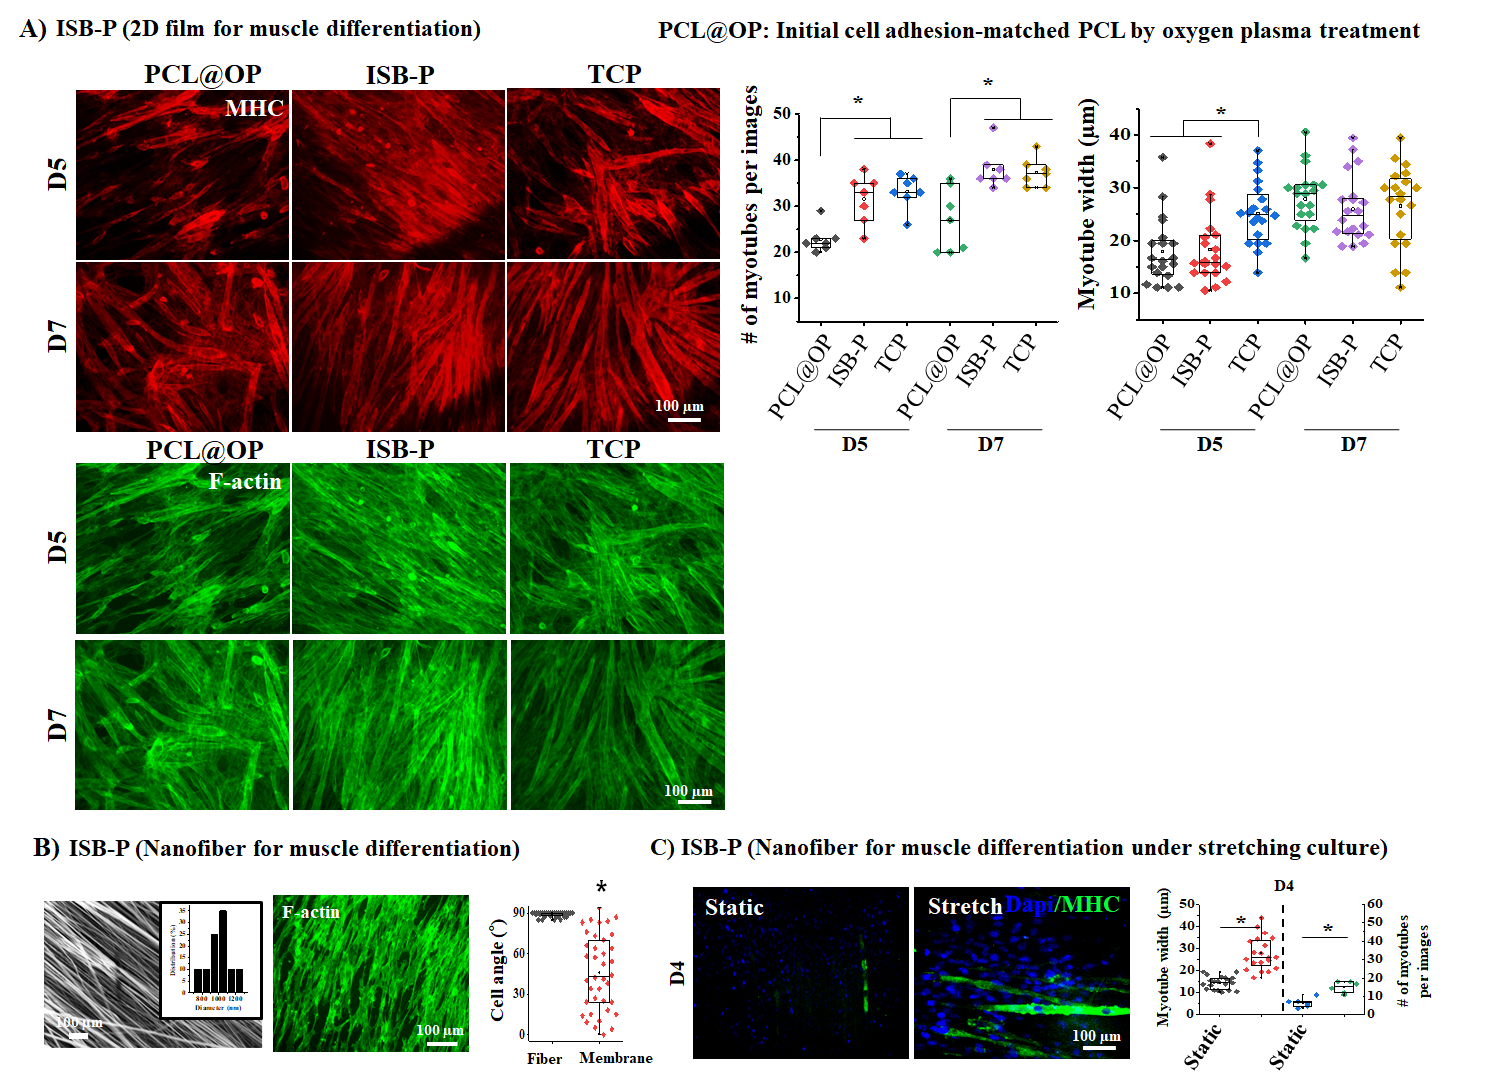

**sFig. 16. Myogenic differentiation of C2C12 on PCL-PU (ISB-P) for tissue engineering.** A) Representative images immunostained for MHC (red) and actin (green) after myogenic induction of C2C12 for 5 and 7 days on initial adhesion-matched ‘oxygen plasma treated PCL (PCL@OP)’, ISB-P, and TCP under 2D static conditions. Quantification of the number and width of MHC-stained myotubes, indicating the differentiation-conductive properties of ISB-P (n=7 or 20). B) C2C12 adhesion at 24 h was visualized by F-actin (green) staining, and the cell alignment was calculated along with the nanofiber direction. SEM image of unidirectionally electrospun ISB-P nanofibers 700–1300 nm in diameter was given. The distribution of diameter is shown in the insert image. C) Dynamic culture of nanofiber ISB-P for myogenic differentiation. C2C12 cells were seeded on aligned nanofibers and dynamically cultured for 4 days (4 s stretching for 10% and 6 s resting per cycle, 1 h per day). MHC (green) and nuclei (blue) were visualized and quantified (n=6 or 20). Nanofiber ISB-P under stretching conditions is more myogenic than that under static conditions. *P<0.05 by t-test or one-way ANOVA with Dunnett`s tests.

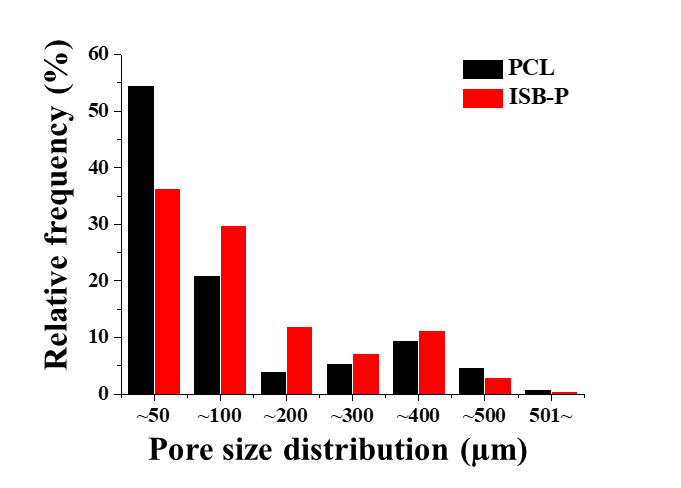

**sFig. 17. Three-dimensional scaffold pore size distribution (n=400).**

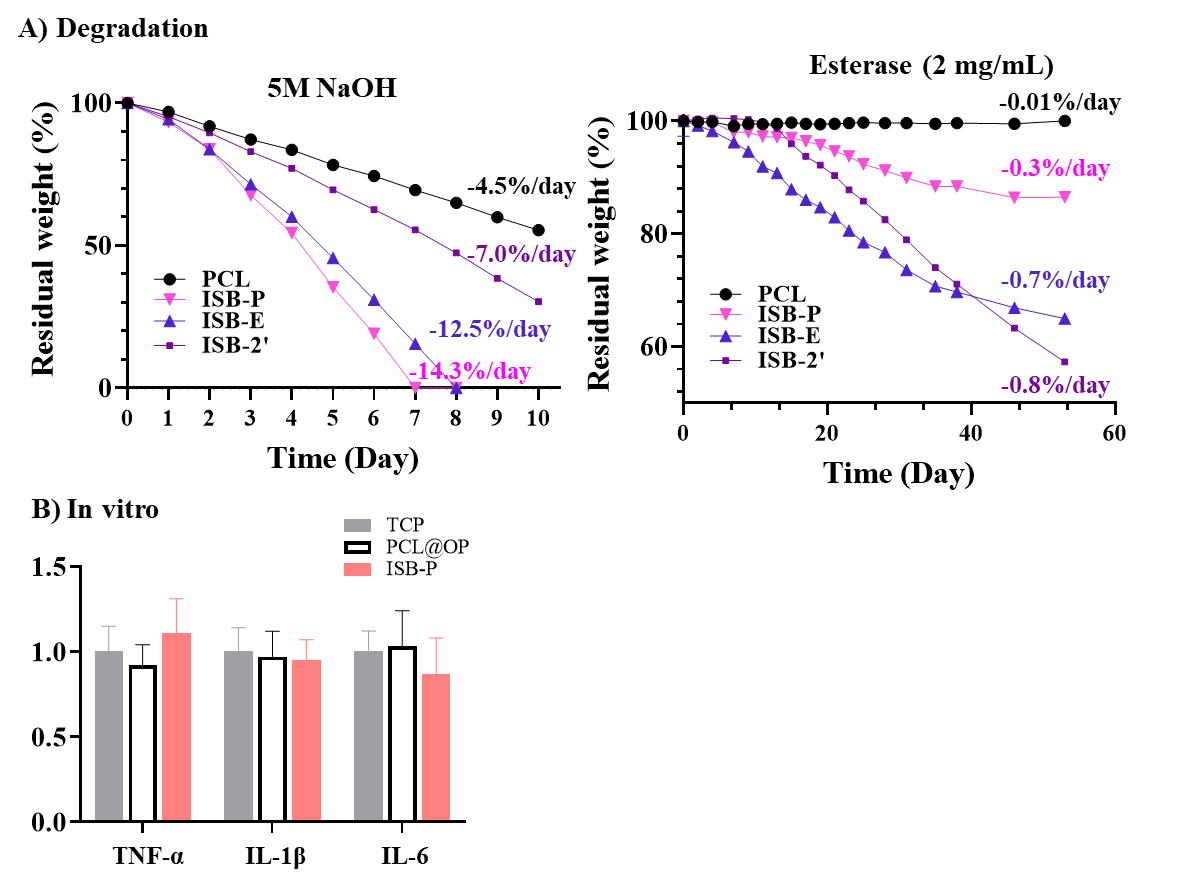

**sFig. 18. Degradation of PCL-PU and in vitro immune response study.** A) Chemical and enzymatic degradation studies using NaOH (5M) and esterase (2 mg/ml) were performed at 37°C with 120 rpm for 10 and 53 days (n=3) respectively. B) THP1 cells, a human macrophage cell line, were used for investigating the initial immune response. After M0 polarization by PMA (50 ng/ml phorbol 12-myristate 13-acetate), activated THP1 cells were seeded on the substrate, and inflammatory gene (TNF-a, IL-1a, and IL-6) expression was investigated by qPCR analysis after 24 hr of seeding. ISB-P and PCL@OP showed no difference in inflammatory gene expression (n=5,).

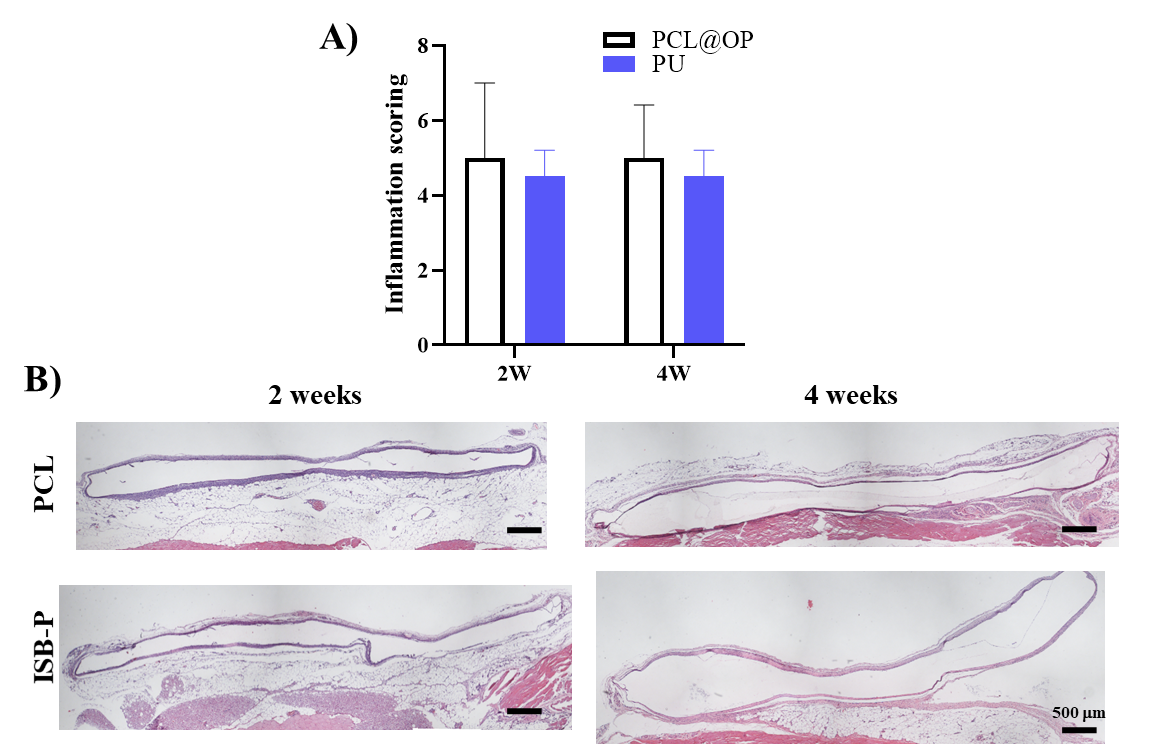

**sFig. 19. Subcutaneous biocompatibility test.** A) Inflammation scoring calculated by histological analysis. B) H&E stained full-image of the implanted materials and surrounding tissues at 2 and 4 weeks.

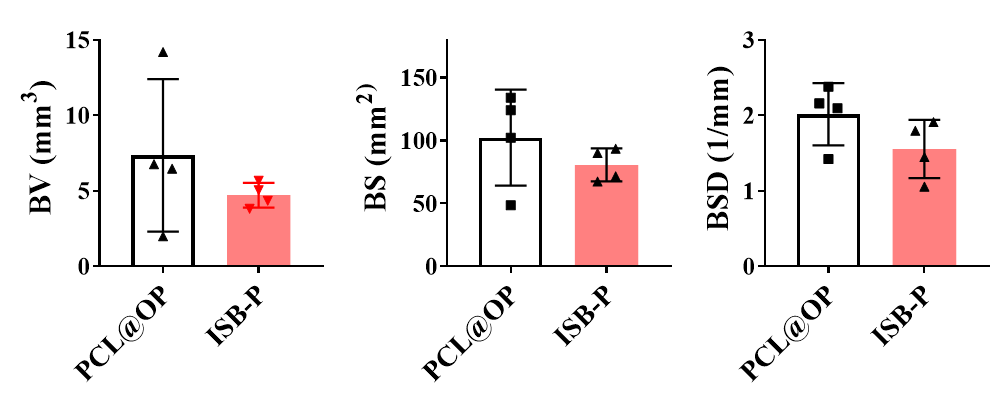

**sFig. 20. Regenerated bone quantified by µCT analysis from PCL@OP- and ISB-P-implanted calvarial defects at 8 weeks.**

**References**

1. Park H-s, Gong M-S, Knowles JC. Catalyst-free synthesis of high elongation degradable polyurethanes containing varying ratios of isosorbide and polycaprolactone: physical properties and biocompatibility. *Journal of Materials Science: Materials in Medicine*. 2013/02/01 2013;24(2):281-294. doi:10.1007/s10856-012-4814-0

2. Kim H-J, Kang M-S, Knowles JC, Gong M-S. Synthesis of highly elastic biocompatible polyurethanes based on bio-based isosorbide and poly (tetramethylene glycol) and their properties. *Journal of biomaterials applications*. 2014;29(3):454-464.

3. Joo Y-S, Cha J-R, Gong M-S. Biodegradable shape-memory polymers using polycaprolactone and isosorbide based polyurethane blends. *Materials Science and Engineering: C*. 2018/10/01/ 2018;91:426-435. doi:https://doi.org/10.1016/j.msec.2018.05.063

4. Oh S-Y, Kang M-S, Knowles JC, Gong M-S. Synthesis of bio-based thermoplastic polyurethane elastomers containing isosorbide and polycarbonate diol and their biocompatible properties. *Journal of biomaterials applications*. 2015;30(3):327-337.

5. bt Zulkifli NN, Amin KAM. Palm kernel oil-based polyester polyurethane composites incorporated with multi-walled carbon nanotubes for biomedical application. *Bioresources and Bioprocessing*. 2016;3(1):1-9.

6. Lehle K, Stock M, Schmid T, Schopka S, Straub RH, Schmid C. Cell‐type specific evaluation of biocompatibility of commercially available polyurethanes. *Journal of Biomedical Materials Research Part B: Applied Biomaterials*. 2009;90(1):312-318.

How the deposited data were processed for this re-analysis (not part of the article)

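RNA-seq of rMSCs at 4 h after seeding was available here as 7 libraries: 3 on ISB-P films, 3 on PCL films and 1 on TCP. Conditions and replicate numbers were taken from the sample labels and the paper, and the pairing of ISB-P and PCL replicates comes from the replicate numbers of the labels alone. The paper gives n = 3 for the experiment. The other libraries that this would imply for TCP were not analysed here.

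The authors prepared TruSeq stranded mRNA libraries, sequenced them as paired ends on an Illumina instrument and analysed the data with ExDEGA. The authors deposited 1 table per library with a value for each of 17147 gene symbols, read here as FPKM. The unit, aligner, genome build and annotation are not named in the text or the labels. The reading rests on the values: they are not whole numbers, the smallest value above 0 differs between genes, and their sums differ between libraries. The sums ranged from 542921 to 597954 on PCL and from 590628 to 660124 on ISB-P, with 539393 on TCP. They are not read depths. Where whole reads are counted, genes with the lowest values keep common ratios between libraries, which give relative depth. Among genes between 0 and 0.06 FPKM in both libraries, 45.5% had a log2 ratio within a window of 0.15 for TCP and ISB-P replicate 1, centred on a ratio of 0.954, and 34.7% for PCL and ISB-P replicate 2, centred on 1.35. If these steps are single reads, a read was worth that much more or less in the first library of each pair. The share was 22.8% or less in the other pairs, whose steps were too blurred to give relative depth, and the limits of this check were chosen after the values were seen. The number of reads in each library is unknown, and no interval or detection floor is given. Precision rests on the 3 replicates of each film.

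The tests set in advance assumed counts. Since the values are not counts, the fallback named there was used: limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. Tests for counts were not used. Genes with at least 1 FPKM in at least 3 of the 6 film libraries were tested, 9467 in all. The paper's thresholds were applied as a fold change over 2 on this scale, an unadjusted p under 0.1 and a mean of at least 16 FPKM on either film. Only the ISB-P and PCL libraries entered the fit. Comparisons with TCP used the ratio of the ISB-P mean plus 1 to the TCP value plus 1 and no test. The fit was tested on simulated data for 9467 genes with 200 of them changed. It recovered 82.5% of the changed genes with 0 false calls without the replicate block, and 98% with 6 false calls with it. The simulated changes were all 2-fold or more, in genes with higher values. Both films were given the same replicate difference, with residual noise under the spread of the PCL libraries. The simulation therefore does not cover changes under 2-fold, which most calls with the block are. Nor does it cover a replicate difference that is larger on 1 film.

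Gene sets were tested with limma's camera with an inter-gene correlation of 0.01, without the paper's 62 genes, over 15 sets of at least 5 tested genes. Of these sets, 3 were taken by gene symbol and the others were written by hand from general knowledge of the pathways. Enrichment among the called genes used Fisher's exact test against tested genes with at least 16 FPKM. Single genes with 3 libraries per film were also compared by an exact permutation test. Gene Ontology annotation, GC content and protein interaction networks were not analysed here. Gene lengths came from the GRCr8 gene table, in which 9332 of the tested symbols were found (98.6%). They are genomic lengths, not transcript lengths.

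The genes named in the text follow a rule fixed in advance: the 11 heat shock and chaperone genes, the genes listed in the paper's text or its Figures 4a, S9 and S10, a list of adhesion, signalling and bone genes, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 16 FPKM and no overlap between the films. Itgav, also on that list, was not analysed here, and 1 result on the list is not reported here. Other genes are marked as chosen after their values were seen.

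The alternatives tried were upper quartile scaling, quantile normalization and scaling to a common total; other filters on low values; a pseudocount of 0.1; the replicate number as a block; TCP in the fit; other thresholds; each replicate left out in turn; the replicate 1 libraries alone; and a covariate for the main direction of difference between replicates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.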

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

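Of the tests in this part, the one on cell cycle genes was chosen only after its result was seen.

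The first result to look at again lies outside the genes the paper discusses. Besides the 62 genes of its list, 116 genes had an adjusted p under 0.05 between ISB-P and PCL in limma, 62 of them higher and 54 lower on ISB-P, and 31 changed by 2-fold or more. With the replicate number as a block, 2246 genes outside the list were called. Whether the calls arose by chance was tested by regrouping the libraries. Of the 10 splits of the 6 film libraries, 4 part all 3 same-numbered pairs, and the real split alone gave results as large (1 of 4) for the genes called higher, for the genes called lower and for the calls with the block. A share of 1 in 4 is the smallest that these splits can give, so this count cannot decide. The other 3 gave 0 calls, with 6, 3 and 10 genes at an unadjusted p under 0.05, and 0 calls with the block, with 42, 16 and 20 genes at an unadjusted p under 0.05. The 6 splits that part 1 pair leave the replicate number unbalanced and gave at most 1 call.

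A difference in the state of the replicates may add to these calls. Across genes, the difference between ISB-P and PCL correlated with the change from replicate 1 to replicate 3 on PCL at r = 0.323, so part of the overall difference runs along the direction in which replicates of one film differ. Each library's position on that direction was then used as a covariate. Of the genes called with the block, 86.2% kept their direction with an unadjusted p under 0.05. The block had already removed differences shared by same-numbered libraries, and the retest used the same libraries with a looser limit. A high share was therefore likely in advance, and it cannot decide whether the replicate direction explains those calls. Genomic length was nearly unrelated to the difference between the films (Spearman's rho across genes 0.0803). The 10 most abundant genes took between 7.21% and 9.68% of the summed values in each library. GC content was not analysed here. A response to the film is a hypothesis for these genes, found and tested on the same libraries.

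The next result concerns TCP against PCL, a comparison the paper does not report gene by gene. The TCP library was over 2-fold from all 3 PCL libraries, with 16 FPKM or more on either surface, for 281 genes, 101 higher and 180 lower on TCP. Single ISB-P libraries set against PCL in the same way gave 38, 45 and 101 genes for replicates 1, 2 and 3. The spread among TCP libraries is unknown with 1 library, so although the number exceeds the 101 genes of the most distant ISB-P library, the surface and the single library cannot be told apart. Scaling was tested by quantile normalization, which gave 292 genes, so this change of scaling did not remove the difference. The difference between TCP and PCL correlated across genes with the change from replicate 1 to 3 on PCL at r = -0.361, so the TCP library may also differ in the way replicates differ from each other, in the direction of replicate 1.

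Genes of cell division stood out among those lower on TCP. On a list of 22 cell cycle genes, 21 of them tested, the median log2 change from PCL to TCP was -2.62, under the medians of all 10000 random lists of the same size matched on expression, whose own median was -0.10. All 21 were lower on TCP than in every PCL library, and after quantile normalization the median was -2.66. Between ISB-P and PCL the median change was 0.01. Mki67 was 3.05 FPKM on TCP, 21.9 ± 2.02 (SD, n = 3) on PCL and 21.7 ± 5.07 (SD, n = 3) on ISB-P. Fewer dividing cells in the TCP library are a candidate explanation, which could reflect the surface or the state of that 1 culture, for example its passage or density, and 1 library cannot separate these. Cdk1, another gene of cell division, was 9.28 FPKM on TCP and 93.8 ± 16.9 on PCL. Car3 was higher on TCP, at 46.6 FPKM on TCP and 1.64 ± 0.406 on PCL. Both were chosen after their values were seen.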

How the results depend on the processing

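The conditions, the tests, the rule for naming genes and the alternatives on thresholds, upper quartile scaling, inclusion of genes with low values, the replicate block, TCP in the fit, distances and replicates left out were set before the data were examined. The pseudocount of 0.1 in the test, quantile normalization, scaling to a common total, a filter of at least 1 FPKM in every library, the covariate for the direction of difference between replicates, the genes at 1 FPKM or more in any library and the replicate 1 libraries alone were chosen after seeing the data. Of 145 values of the main results under alternatives, 116 kept their direction and side of the threshold or moved little, 1 lost significance and 28 moved further. Of 477 values of single genes and smaller counts, 383 kept theirs, 66 lost significance, 12 gained it, 14 reversed and 2 moved. Where a value moved, the cause was not tested unless a value below shows it.

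The numbers of genes with an adjusted p under 0.05, 104 higher and 59 lower, moved most. The replicate block gave 1228 and 1079, and the covariate for the replicate direction, chosen after seeing the data, gave 799 and 999. Both remove differences shared by same-numbered libraries, whose deviations correlate between the films. Upper quartile scaling gave 39 lower genes and the filter of 1 FPKM in every library 35. Across the 6 fits that each left out one replicate, the number ranged from 13 to 70 for higher and from 2 to 30 for lower genes. Scaling to a common total gave 70 higher and 70 lower, so the share of higher genes among the calls went from 63.8% to 50%.

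Of the genes past the paper's thresholds, 58 higher and 7 lower, removing the minimum of 16 FPKM gave 20 lower and scaling to a common total gave 14 lower. Leaving out one replicate gave 7 to 18 lower and 49 to 85 higher genes. The number of the 11 heat shock genes with an adjusted p under 0.05, 9 with all replicates, ranged from 3 to 8 with one left out, which leaves 2 libraries on a film. The log2 fold change of Hspa1a stayed past its threshold under every alternative run that has a test. The chaperone genes outside the 62 had a mean log2 fold change of 0.21. It was 0.11 after scaling to a common total and ranged from 0.10 to 0.28 with one replicate left out. With the inter-gene correlation estimated from the data, which enters only the p, their adjusted p rose to 0.458. Over all alternatives the adjusted p ranged from 1.86e-10 to 0.458. With 6 libraries that correlation is poorly known.

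The ratio of the ISB-P to PCL distance over the TCP to PCL distance, 0.682, was 0.457 with 1 minus the Pearson correlation, 0.495 between group means and 1.15 over the paper's 62 genes. Leaving out one replicate gave 0.600 to 0.752. The genes shared with ISB-P/TCP, 44 in all, ranged from 34 to 77 with one replicate left out.

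Of the tested genes of the naming rule, 6 changed direction, none of which had an adjusted p under 0.05 with all replicates. Akt1 was -0.099 and became 0.0058 with the covariate (-0.28 to 0.081 with one replicate left out), Itga5 -0.017 and 0.067 (-0.12 to 0.10), and Alpl -0.040 and 0.046, or 0.0055 after quantile normalization (-0.19 to 0.075). Itgb1, 0.23, ranged from -0.088 to 0.50, Col1a1, -0.14, from -0.29 to 0.029 and Rpl37a-ps1, -1.49, from -4.18 to 0.44 with one replicate left out.

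Because the values are not counts, DESeq2, limma-voom, scaling by library size alone, a minimum of 16 normalized counts and a filter of 10 counts in every sample were not run. The unknown depth limits what can be said of genes with low values.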

Differences from the paper's values

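For Hspa1a between ISB-P and PCL, the paper gives an RNA-seq fold change of 70.2 in its text, and here the fold change on the log2(FPKM + 1) scale was 44.2. Of the alternatives set before the data were examined, the fold change was 63.6 without ISB-P replicate 3 and 47.7 without PCL replicate 1, and these no longer differ from the paper's value by more than the limits set. It still differed with upper quartile scaling (43.5), with every gene above 0 in at least 1 library, the replicate block or TCP in the fit (44.2 each), and without ISB-P replicate 1 (33.4), ISB-P replicate 2 (40.6), PCL replicate 2 (43.3) or PCL replicate 3 (41.8). Chosen after seeing the values, the sum of Hspa1a and Hspa1b in the replicate 1 libraries alone was 70.2-fold and reaches the paper's value, and Hspa1a alone in those libraries was 71.2-fold without a pseudocount and 66.3-fold with 1 FPKM added. A pseudocount of 0.1 (47.6) and the covariate for the replicate direction (52.4), also chosen after seeing the values, bring it within the limits too. Quantile normalization (40.5), scaling to a common total (40.9) and at least 1 FPKM in every library (44.2), chosen after seeing the values, do not. The limits are wide: the values of 47.6, 47.7 and 52.4 lie within them but well under 70.2, and do not account for it.

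By qPCR, the paper gives a relative expression of about 130 for Hspa1a, against 44.2-fold here by RNA-seq. None of the alternatives closed this gap, those set before the data were examined included, and the fold change of Hspa1a ranged from 33.4 to 66.3 over them. The sum of Hspa1a and Hspa1b in the replicate 1 libraries was 70.2-fold, and the ratios of Hspa1a in single replicates without a pseudocount ranged from 26.1 to 71.2, all chosen after seeing the values. The paper's qPCR value for Hsph1 is about 1.2 in Fig. 4e, read by eye, against 5.22-fold here by RNA-seq. This gap also stayed open, with a range of 4.65 to 5.77 over the alternatives, those set before the data were examined among them. Measurement by qPCR and by sequencing differ in method.

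Of the 62 genes the paper lists, 12 did not pass all of its thresholds here. Among the 22 settings run, every one of these was called by at least 1. With alternatives set before the data were examined, Aox1 and Maff passed without the minimum of 16 FPKM, Il1rn with upper quartile scaling, and Rpl37a-ps1, which varied from 0 to 508 FPKM on PCL, with the replicate block or without the p threshold. With one replicate left out, Aox1 passed without ISB-P replicate 1 or 2, Banp, Hmox1, Kdm6b and Maff without ISB-P replicate 3, and Hsp90ab1 without ISB-P replicate 2 or PCL replicate 3. Cryab passed without ISB-P replicate 3, PCL replicate 1 or PCL replicate 2, Hmox1 also without PCL replicate 1, Il1rn without ISB-P replicate 2, ISB-P replicate 3 or PCL replicate 1, and Layn and Rpl37a-ps1 without PCL replicate 2. The remaining settings were chosen after seeing the values: a pseudocount of 0.1 called Banp, Cryab and Il1rn, the covariate for the replicate direction called Banp, Cryab, Hmox1 and Il1rn, and quantile normalization and scaling to a common total called Il1rn. Ratios without a pseudocount and without a p, also chosen after seeing the values, called in the replicate 1 libraries all of the 12 but Aox1 and Layn, in replicate 2 Banp, Il1rn and Maff, in replicate 3 Aox1, Cryab and Layn, and from the means of 3 libraries Banp, Cryab, Il1rn and Rpl37a-ps1. Ninj1 and Prkar1b were called by the replicate 1 libraries alone, a setting chosen after seeing the values.

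Conversely, 13 genes passed as higher and 2 as lower that are not among the 62. The heat map of Figure S9 shows 52 legible gene names, and 5 of these, Pmaip1, Arf2, Nrep, Hey2 and Gmpr, are not in the list of Figure S10 and passed here.

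The paper places ISB-P apart from PCL and TCP and these close together. Over all tested genes the mean distance was 64.6 between TCP and PCL and 44.1 between ISB-P and PCL. The heat maps that the paper cites for this are captioned as its 62 genes, so the distances over all genes are on another set. Over the 62 genes alone, an alternative set before the data were examined, the distances were 13.3 and 15.3. On that set PCL joined TCP first, as the paper places them. The paper gives 3 libraries for the experiment, and TCP had 1 here.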

Other observations

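The tests on replicate order as a difference shared by both films and on low values, on Hspa1a and Hspa1b, on lymphocyte genes and on the replicate 1 libraries were chosen only after their results were seen.

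The libraries of both films are ordered by replicate number. From replicate 1 to replicate 3, 322 genes changed by over 2-fold on PCL and 1052 on ISB-P, against 111 between the means of the films. Replicate 2 lay between the others for more than the 33.3% of genes that independent genes would give, but genes vary together. The changes from replicate 1 to replicate 3 correlated between the films across genes at r = 0.901. Replicates with the same number may therefore have been cultured or prepared together, with a difference between these rounds. Genes of low value, under 0.06 FPKM in both libraries, were checked for a log2 ratio within a common window of 0.15. At least 15.9% of them had one in same-numbered ISB-P and PCL libraries, and at most 14.6% in differently numbered ones. Within a film, PCL replicates 2 and 3, which differ in number, reached 18.4%. The limits were chosen after the values were seen and the margin is small, so this check cannot decide. Across the tested genes with a known length, the mean change of both films from replicate 1 to replicate 3 was related only weakly to genomic length (Spearman's rho 0.243), so length was not the main source by this test. Dates and batches of the libraries were not analysed here, and no biological explanation was tested.

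This order bears on the counts of genes. For the genes past the paper's thresholds, higher or lower, for the 11 heat shock genes with an adjusted p under 0.05 and for the chaperone genes outside the 62, the real split alone (1 of the 4 splits that part all 3 same-numbered pairs) gave a result as large, which cannot decide because 1 in 4 is the smallest share possible. The other 3 splits gave 0 genes past the thresholds, with 6, 3 and 10 genes at an unadjusted p under 0.05, and their lowest p for the chaperone set was 0.00127, against 1.07e-04 in the real split. Among the 6 splits that part 1 pair, PCL 3, ISB-P 2 and ISB-P 3 against PCL 1, PCL 2 and ISB-P 1 gave 60 genes past the thresholds in one direction and 0 in the other, 14 of them among the 65 of the real split, with 1 adjusted call. PCL 2, PCL 3 and ISB-P 3 against the rest gave 42 and 5, with 1 adjusted call. Both follow the replicate order and leave it unbalanced between their groups. In the real split, which balances it, 60 higher and 9 lower genes passed the thresholds with the replicate number as a block.

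The paper's list may rest on the replicate 1 libraries. In that pair, 60 of the 62 genes had a fold change over 2 and a value of at least 16 FPKM on either film, without a pseudocount and without a p, and only Aox1 and Layn fell short. The same criteria gave 51 of the 62 in replicate 2, 52 in replicate 3 and 54 from the means of 3 libraries. The replicate 1 pair also called 15 genes outside the 62, so the criteria do not select the list exactly. The paper states triplicate data for the list.

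On ISB-P, Hspa1a fell and Hspa1b rose from replicate 1 to replicate 3, and their ratio went from 6.55 to 3.56 and 0.955. Reads shared between these paralogs could have been assigned differently in each library. The sum of both genes varied 2.04-fold between ISB-P replicates, against 3.63-fold for Hspa1a and 1.89-fold for Hspa1b, so the sum is steadier than Hspa1a but not than Hspa1b, and the test cannot tell. On PCL the ratio fell 1.83-fold from replicate 1 to replicate 3, against 6.86-fold on ISB-P, so a difference between replicates shared by both films is a candidate explanation for part of it. The level of either gene alone is uncertain for this reason.

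Several pathways were tested on their genes outside the 62 with camera at an inter-gene correlation of 0.01, without and with the replicate number as a block (mean r of same-numbered libraries 0.729). Sterol synthesis genes that SREBP controls (mean log2 fold change 0.42, 17 of 21 genes higher, adjusted p = 2.77e-07, or 6.6e-07 with the replicate block, range over alternatives 2.77e-10 to 0.0570), oxidative stress genes of NRF2 (mean log2 fold change 0.26, 21 of 25 genes higher, adjusted p = 1.86e-05, or 1.71e-05 with the replicate block, range over alternatives 1.02e-13 to 0.207) and amino acid response genes of ATF4 (mean log2 fold change 0.15, 18 of 29 genes higher, adjusted p = 0.0221, or 0.0384 with the replicate block, range over alternatives 1.21e-04 to 0.214) were higher on ISB-P, in the mean under each scaling tried. Targets of the aryl hydrocarbon receptor outside the 62 were not called (mean log2 fold change -0.13, 3 of 7 genes higher, adjusted p = 0.529, or 0.484 with the replicate block, range over alternatives 0.00446 to 0.929). Aldh3a1 and Cyp1b1 are also such targets but, being among the 62, were left out of this test. With the 62 left in, the adjusted p in camera was 0.00446, but those genes were selected on these same libraries. Chaperones of the endoplasmic reticulum (mean log2 fold change -0.0046, 12 of 20 genes higher, adjusted p = 0.643, or 0.730 with the replicate block, range over alternatives 0.0564 to 0.971) and of mitochondria (mean log2 fold change 0.26, 7 of 11 genes higher, adjusted p = 0.0664, or 0.0597 with the replicate block, range over alternatives 0.0251 to 0.480) were not called either, whereas cytosolic genes of HSF1 were (mean log2 fold change 0.48, 32 of 33 genes higher, adjusted p = 2.32e-11, or 8.83e-14 with the replicate block, range over alternatives 7.61e-26 to 0.193). Whether compartments differ from each other was not tested. Immediate early genes (mean log2 fold change 0.24, 18 of 25 genes higher, adjusted p = 0.00280, or 0.0118 with the replicate block, range over alternatives 4.8e-08 to 0.519) were higher in the mean under each scaling tried. Genes of ribosomal proteins (mean log2 fold change 0.11, 70 of 75 genes higher, adjusted p = 9.87e-04, or 1.11e-04 with the replicate block, range over alternatives 9.03e-05 to 0.648) were higher in the deposited values, but their mean log2 fold change was -0.023 after quantile normalization (adjusted p = 0.648) and -0.0044 after scaling to a common total (adjusted p = 0.0469), where the median of all tested genes was -0.089. Glucocorticoid target genes (mean log2 fold change 0.02, 6 of 11 genes higher, adjusted p = 0.643, or 0.705 with the replicate block, range over alternatives 0.0520 to 0.952) and bone genes (mean log2 fold change -0.0036, 3 of 8 genes higher, adjusted p = 0.953, or 0.705 with the replicate block, range over alternatives 0.437 to 0.984) were not called. With the inter-gene correlation estimated from 6 libraries, none of the 15 sets had an adjusted p under 0.05. A broad response on ISB-P therefore remains a hypothesis that a shared variation of these genes between libraries could also produce. The estimate was not combined with the replicate block, so the difference between replicates that both films share may enter it.

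The paper links the adhesion of cells on ISB-P to integrins, and proposes a role for Akt. At 4 h the integrin genes (mean log2 fold change -0.02, 6 of 13 genes higher, adjusted p = 0.643, or 0.705 with the replicate block, range over alternatives 0.292 to 0.999) and focal adhesion genes (mean log2 fold change -0.04, 13 of 29 genes higher, adjusted p = 0.614, or 0.465 with the replicate block, range over alternatives 0.119 to 0.850) did not differ as sets. Genes that SRF and YAP control, many of the actin cytoskeleton (mean log2 fold change -0.14, 5 of 19 genes higher, adjusted p = 0.0681, or 0.0384 with the replicate block, range over alternatives 0.00297 to 0.775), were lower on ISB-P in the mean under each scaling tried, and had an adjusted p under 0.05 with the block and after quantile normalization (0.00297). Of the 13 integrin genes tested, 0 changed by over 2-fold and 0 had an adjusted p under 0.05, or 2 with the replicate block. The number with an unadjusted p under 0.05 in limma was 1, and Itgav was not analysed here. Itgb3 was not that 1 gene (unadjusted p = 0.0809 in limma), though it was lower in every ISB-P library than in every PCL library. Its log2 fold change was -0.25 (adjusted p = 0.520 in limma, or 0.0313 with the replicate block). Itga5 and Itgb1 overlapped between the films and were not called with the block (adjusted p = 0.865 and 0.0704). Akt1 had a log2 fold change of -0.10 (adjusted p = 0.937 in limma, or 0.473 with the replicate block, range over alternatives 0.472 to 0.999). These are transcript levels, and protein activity was not analysed here. Of the bone genes, Runx2 had a log2 fold change of 0.27 (adjusted p = 0.592, or 0.0400 with the replicate block, range over alternatives 0.0400 to 0.999), and Bglap and Ibsp were under the filter on low values.

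Gzmb, which encodes granzyme B of cytotoxic lymphocytes, was 23.8, 31.5 and 46.9 FPKM in ISB-P replicates 1, 2 and 3, against 1.73, 2.66 and 2.92 on PCL and 1.34 on TCP. RNA from lymphocytes is an unlikely source: of 10 other marker genes of these cells, 1 reached 1 FPKM in an ISB-P library, Cd2 at 1.08 FPKM. Expression of Gzmb by the cells on ISB-P is a hypothesis.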
